# Ex Vivo Spatiotemporal Characterization of Spermatogenesis in Mouse Testicular Organoids

**DOI:** 10.1002/advs.202512670

**Published:** 2025-10-31

**Authors:** Jiachen Sun, Lifa Zhu, Yutong Li, Jinyan Tang, Tao Zhang, Hengjia Zhang, Wanchu Wang, Lufan Li, Shuhui Bian, Xin Wu

**Keywords:** In vitro spermatogenesis, infertility, meiosis, testicular organoids

## Abstract

Testicular organoids (TOs) offer an opportunity to preserve fertility, but current TO protocols are limited by suboptimal maintenance of the organoid structure, meiotic defects, and incomplete in vitro spermatogenesis (IVS). Here, a strategy is developed for self‐reconstitution of single‐cell suspensions of neonatal mouse testes into TOs containing the major testicular cell types and generation of tubular‐like structures and haploid spermatids. Morphological and lineage‐specific marker analyses revealed that these TOs met the criteria for organoids, including germ cell differentiation and recapitulation of key events in meiosis (e.g., chromosome recombination and synapsis). Notably, the spatiotemporal characteristics of spermatogenesis in the TOs are comparable to those in testes, and their derived haploids resembled step‐4/5‐like round spermatids in vivo. Further scRNA‐seq analysis confirmed that spermatid‐like cells accounted for ≈2.43% of the total germ cells. Next, undifferentiated germ cells are able to develop into haploid spermatids even when chimeric TOs are reconstructed via testicular somatic cells (Sertoli cells or Leydig cells) from mice with different genetic backgrounds. Collectively, the TO‐based findings provide a promising platform for studies on testicular microenvironment construction, IVS, and fertility preservation.

## 1 Introduction

Spermatogenesis is one of the most conserved yet complex cellular developmental processes. In mice, the first wave of spermatogenesis begins just a few days after birth. Continuous spermatogenesis then begins and encompasses three phases: spermatogonial proliferation, spermatocyte meiosis, and spermatid morphological changes. Spermatogonial differentiation occurs within the first few days after birth (5–6 days), followed by the beginning of meiosis (12–14 days), and the appearance of haploid spermatids (≈ 20 days). The entire process takes ≈35 days.^[^ ^1^, ^2^, ^3^ ^]^ In contrast, in vitro spermatogenesis (IVS) is the process of generating functional haploid spermatids from spermatogonial stem cells (SSCs), early‐stage spermatogonia or germline‐competent cells in vitro by simulating the in vivo developmental environment.^[^ ^4^ ^]^ IVS has great potential in the treatment of male infertility (such as that associated with nonobstructive azoospermia), the preservation of fertility in prepubertal cancer patients, and the study of reproductive biology.^[^ ^5^ ^]^ To date, achieving IVS remains a challenge in reproductive medicine.

Previous IVS studies based on rodent or human 2D culture or coculture systems reported that stem cells from multiple sources can differentiate and partially or fully achieve spermatogenesis in vitro, even though some of these development processes significantly differ in terms of the temporal and spatial order of germ cell reprogramming in vivo. These stem cells are derived from prospermatogonia, postnatal SSCs,^[^ ^6^, ^7^ ^]^ embryonic stem cells (ESCs)^[^ ^8^, ^9^ ^]^ or reprogrammed induced pluripotent stem cells (iPSCs).^[^ ^10^, ^11^, ^12^ ^]^ However, most reports show that haploid spermatids generated in vitro on the basis of 2D culture systems have low yields, incomplete lineages, or ethical concerns that must be resolved prior to potential clinical application.

As early as the 1960s, Steinberger et al. explored the in vitro culture conditions for human testicular tissue, including culture medium, pH value, temperature, and oxygen and carbon dioxide tension, and reported that immature germ cells could be maintained in a culture system for several weeks.^[^ ^13^ ^]^ Despite various attempts at optimization in the decades since then, the precise conditions for the optimal in vitro maturation of germ cells in testicular tissue remain unclear. In 2011, Sato et al. developed undifferentiated spermatogonia into mature sperm by culturing mouse testicular tissue organs.^[^ ^14^ ^]^ In addition, in 2020, Yuan et al. cultured human fetal gonads for ≈50 days, reproduced the transformation of spermatogonial precursors to round spermatids in vitro, and reported that haploid cells were competent for fertilization.^[^ ^15^ ^]^ Notably, among the described IVS strategies, in vitro culture of mouse testis fragments is likely the most successful approach to date for supporting the entire process of spermatogenesis.^[^ ^14^, ^16^, ^17^ ^]^

Organoids are 3D cultures that are self‐assembled from single‐cell suspensions from tissues, and their structural features closely resemble the spatial organization and function of cells in the native tissues they mimic.^[^ ^18^ ^]^ Since testicular organoids (TOs) can simulate the structure and function of the testis in vitro, enabling investigations of which cells can be controlled and how they are reorganized (which is not feasible in organotypic culture), the applications of the TO system have been expanded, making it possible to study the germ cell microenvironment, spermatogenesis, testicular development and male infertility, and may eventually achieve the in vitro production of functional sperm.^[^ ^19^ ^]^ Importantly, TOs can be generated from human and large animal testicular biopsies that are inaccessible for in vivo studies, allowing for the modeling of testicular disease or cancer and the investigation of potential therapeutic interventions.^[^ ^20^ ^]^ For example, AbuMadighem et al. used testis chip technology to differentiate germ cells into spermatocytes and haploid spermatids,^[^ ^21^ ^]^ the Dobrinski laboratory has made many pioneering explorations in constructing testicular organoids of mice, rats, pigs, etc.,^[^ ^22^, ^23^, ^24^ ^]^ and Yoni Baert et al. attempted to construct human testicular organoids.^[^ ^25^ ^]^ However, while the potential benefits of TOs have been recognized, attempts to reproduce testicular structure and IVS function remain limited and insufficient.^[^ ^26^ ^]^

In this study, we developed a strategy for self‐reorganization of testicular single‐cell suspensions into TOs that contain major testicular cell types and form seminiferous tubule‐like structures. The nutritional and temperature conditions used for the cultured TOs were based mainly on the testicular tissue culture system.^[^ ^14^ ^]^ The TOs we constructed met the criteria for organoids, and importantly, the spermatogonia from the testes of newborn 6‐day‐old mice were able to be maintained and successfully enter meiosis; complete chromosome recombination and synapsis; and develop into step‐4/5 round spermatid‐like haploids in vitro.

## 2 Results

### 2.1 Testicular Organ Culture Supports Mouse Spermatogenesis, with a Spatiotemporal Order Similar to that Observed In Vivo

The first step in achieving in vitro spermatogenesis is to simulate the microenvironment effectively, including structural support, nutritional support, and signal transduction.^[^ ^4^ ^]^ To explore the prerequisites for spermatogenesis in vitro, we first reproduced the mouse testis organ cultures (OCs) established by Sato et al.^[^ ^14^ ^]^ We processed mouse testis tissue from 6‐day‐old newborn pups into fragments ≈1–3 mm in diameter, placed them on agarose blocks half‐submerged in organ culture medium (**Figure** **1**A; Tables S1 and S2, Supporting Information for details), and cultured them at 34 °C for 4 weeks. The seminiferous tubule‐like structure in the cultured tissue was maintained throughout the 28‐day culture period (bright field, Figure 1B). In tissues cultured for 28 days, we were able to observe spermatogenic cells at different stages, and importantly, elongated spermatids with condensed nuclei were observed in tubules (Figure 1C). In addition, by co‐staining the testicular somatic cell marker GATA4 and the Leydig cell marker 3β‐HSD, we found that the localization of the testicular somatic cell population was consistent with that in vivo, while by co‐staining the testicular Sertoli cell marker SOX9 and the germ cell marker TRA98, we found that the distribution of the germ cell population after 28 days of in vitro culture was the same as that in mouse testes (Figure 1D; Figure S1A, Supporting Information).

**Figure 1:**
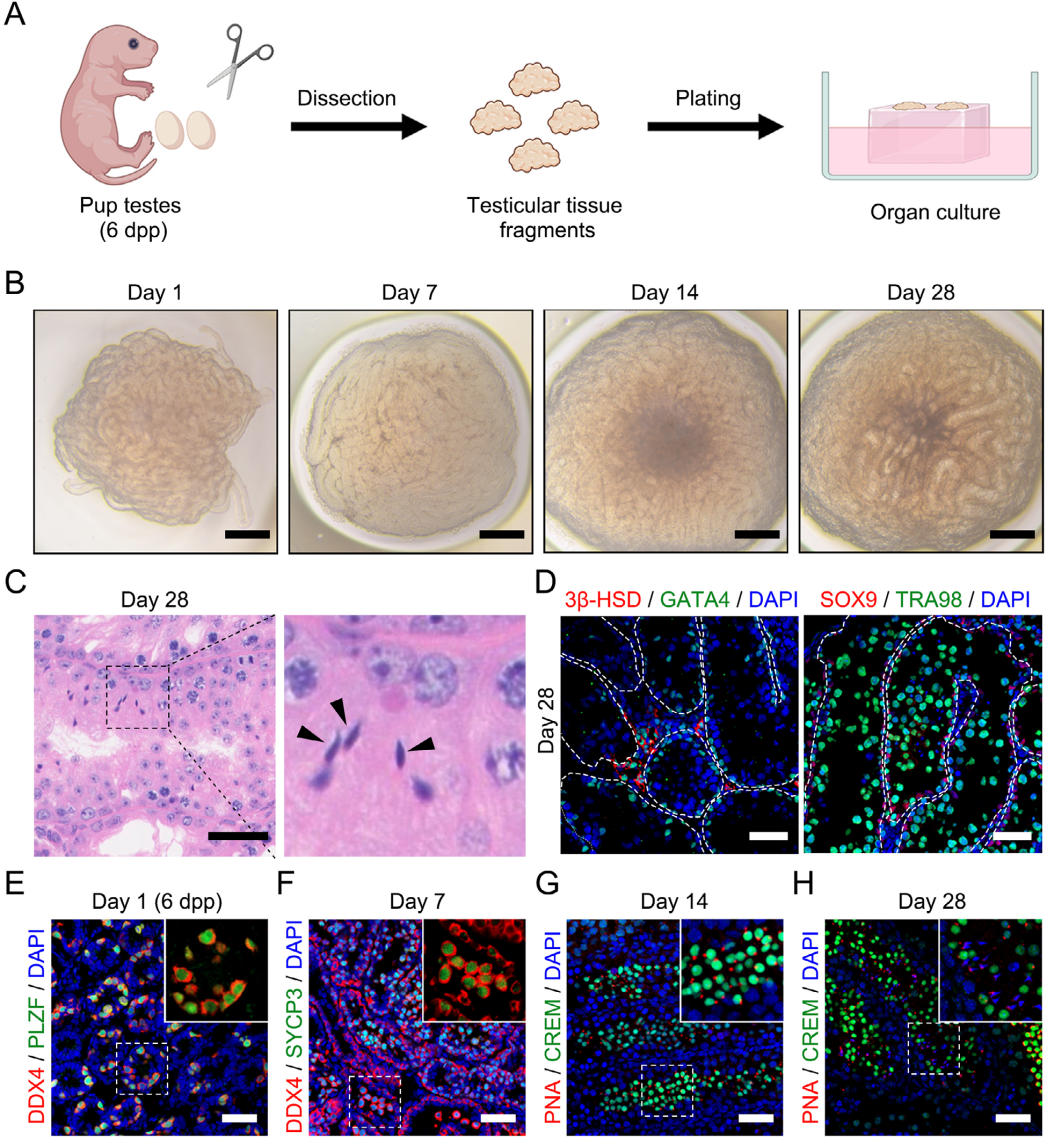
In vitro spermatogenesis using organ culture. A) Schematic illustration of the organ culture protocol. Testes were dissected from 6‐day postpartum (dpp) mouse pups, cut into small tissue fragments, and cultured at the air‒liquid interface. B) Representative bright‐field images of OCs (testicular tissue) cultured on days 1, 7, 14, and 28. Scale bar, 100 µm. C) Hematoxylin‒eosin (H&E) staining of OC fragments cultured for 28 days. The magnified inset (right panel) highlights the presence of elongated spermatids (black arrowheads), characterized by their condensed and hook‐shaped nuclei. Scale bar, 50 µm. D) Immunostaining of OCs cultured for 28 days shows testicular architecture and cell distribution, with costaining of the Leydig cell marker 3β‐HSD (red; left) and the somatic cell marker GATA4 (green; left), and costaining of the Sertoli cell marker SOX9 (red; right) and the germ cell marker TRA98 (green; right). DAPI (blue) was used to stain the cell nuclei. The white dashed lines outline the seminiferous tubules. Scale bar, 50 µm. E–H) Immunofluorescence analysis of cultured tissue tracking the temporal progression of spermatogenesis using stage‐specific markers. Insets show higher magnification images of the boxed regions. On day 1 (6 dpp mouse testis), the tubules contain a population of DDX4‐positive (red) germ cells, many of which are colabeled with PLZF (green), a marker for undifferentiated spermatogonia (E). Immunostaining for DDX4 (red) and SYCP3 (meiotic marker, green) in cultured tissue on day 7, showing the presence of spermatocytes (F). Immunostaining for peanut agglutinin (PNA, an acrosomal marker, red) and CREM (postmeiotic germ cell marker, green) in cultured tissue on day 14, revealing the presence of round spermatids (PNA^+^/CREM^+^) (G) Immunostaining for PNA (red) and CREM (green) in cultured tissue on day 28, showing the presence of round spermatids and elongated spermatids (PNA^+^/CREM^−^). Nuclei were counterstained with DAPI (blue) (H). Scale bar, 50 µm.

Next, we observed the spatiotemporal status of germ cell development on day 1 (when the tissue had just started to be cultured), day 7, day 14, and day 28 of OCs (the time points correspond to the approximate timing of spermatogonial differentiation, meiosis, and the formation of round and elongated spermatids during the first wave of spermatogenesis in vivo)^[^ ^3^ ^]^ by costaining the germ cell marker DDX4 with the undifferentiated spermatogonia marker PLZF, the meiotic cell marker SYCP3, the secondary spermatocyte to early round spermatid marker CREM (cAMP response element modulator), and the sperm acrosome marker PNA (peanut agglutinin). As expected, most germ cells of the newly cultured tissues were PLZF‐positive undifferentiated spermatogonia (Figure 1E), while DDX4‐ and SYCP3‐positive meiotic germ cells appeared in the seminiferous tubules after 7 days of culture (Figure 1F), CREM‐ and PNA‐positive round spermatids were found after 14 days of culture (Figure 1G), and PNA‐positive, CREM‐negative elongated spermatids were found after 28 days of culture (Figure 1H). This result shows that although *ex vivo*, testes are not precisely regulated by the microenvironment in the body, the time of each stage of their germ cell development is comparable to that in vivo.^[^ ^3^ ^]^ Notably, the timing of germ cell development in cultured neonatal tissues corresponds to the timing of spermatogenesis in vivo, providing a reference framework for subsequent spatiotemporal analysis of spermatogenesis in vitro in testicular organoids.

### 2.2 Establishment of an In Vitro Mouse TO Culture Strategy and Generation of Haploid Spermatids

Next, we developed a 3D culture‐based strategy for the reconstruction and in vitro culture of mouse TOs. This 3D culture system is designed to recapitulate the architecture of the testis, providing a microenvironment conducive to the complex intercellular and cell‐matrix interactions known to be critical for spermatogenesis.^[^ ^27^ ^]^ Unlike organ cultures, the TOs were derived from the reconstruction of single cells from mouse testes (**Figure** **2**A). Briefly, we digested and filtered single‐cell suspensions of testis tissue from mice at postnatal day 6, and the cells were seeded into the microwells of a CA600 high‐throughput 3D Spheroid Preparation Kit to form cell spheroids (≈4000 cells per spheroid) and cultured for 24 h. After 24 h, the cell spheroids were collected with a pipette and resuspended in commercial extracellular matrix (ECM) reagent (Basement Membrane Extract, BME). Then, ≈20 µL of the solution was added dropwise to the cell culture insert in a 12‐well cell culture plate. After the ECM solidified for half an hour, ≈0.5 mL of culture medium was added to the outer chamber of each well of a 12‐well culture plate equipped with an insert and cultured at 34 °C. In contrast, some organoids collapse without an initial ECM embedding. After 14 days of culture, we removed the ECM of the TOs by using a cell recovery solution and then seeded the ECM‐free TOs directly into the insert of the plate for further culture (see Methods for a more detailed description) (Figure 2A). TO cultured in 10% KnockOut serum replacement (KSR) medium supplemented with hormones and antioxidants was greatly improved compared with simple OC medium (Figure S2A; Table S3, Supporting Information). In addition, compared with the TOs that formed immediately after aggregation (day 1), the TOs cultured for 7 days had smooth and clear edges, and the edge structure was translucent and radial. We then found that after 14 days of culture, the edge of the TO became thicker, and although the interior still maintained a tubular structure, the center of the TO began to darken (Figure 2B). By removing the ECM and reseeding to eliminate the potentially deleterious effects of long‐term embedding (Figure 2A; Figure S2B, Supporting Information), we were able to maintain TOs in vitro for over 35 days (Figure 2B).

**Figure 2:**
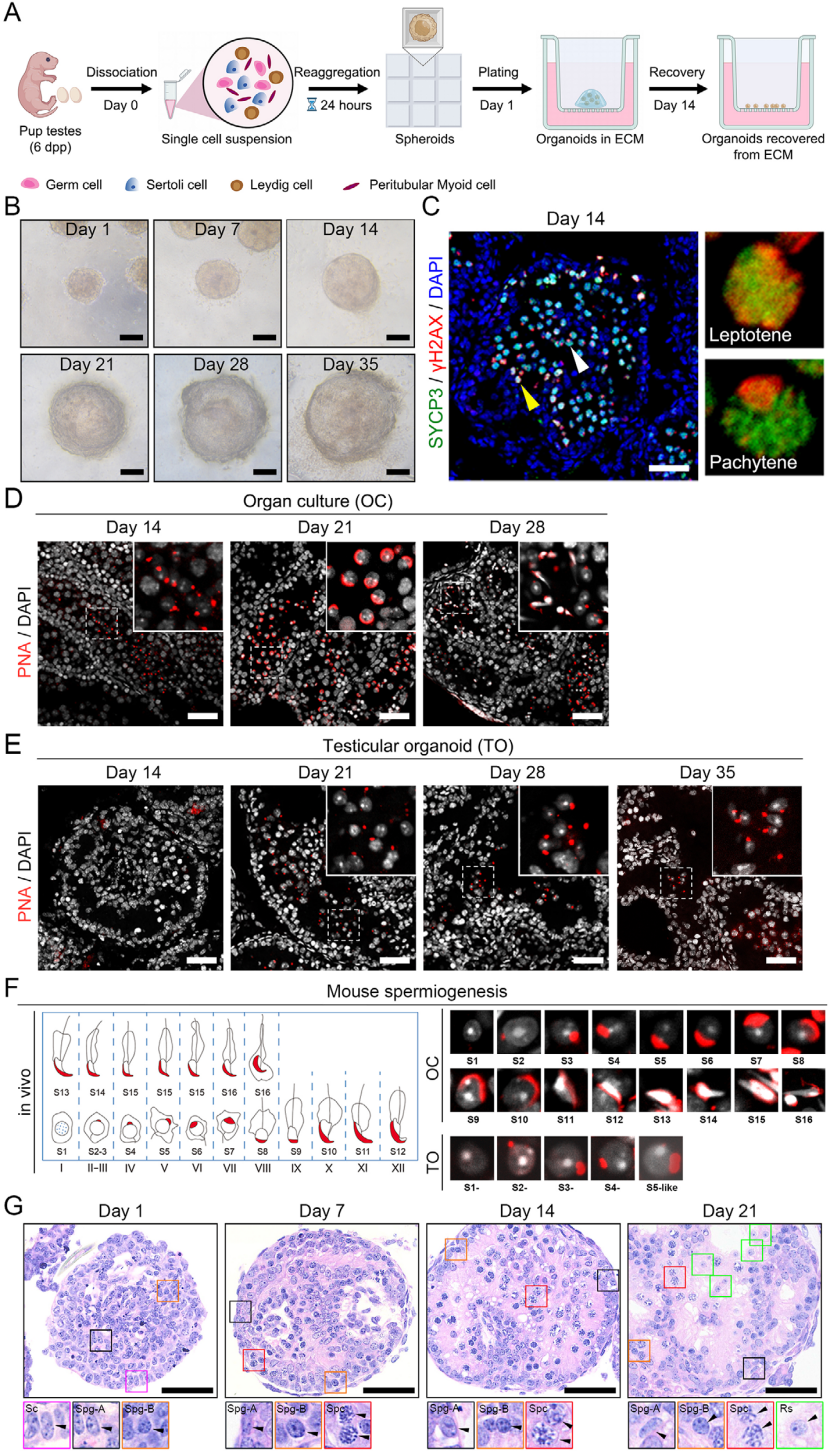
In vitro spermatogenesis in TOs. A) Schematic diagram of the TO culture preparation procedure. B) Representative bright field images of organoids based on 4000 cells/spheroid size at 1, 7, 14, 21, 28, and 35 days in culture. Scale bar, 100 µm. C) Immunofluorescence staining of 14‐day organoid sections showing representative meiotic progression. DAPI (blue), SYCP3 (green), and γH2AX (red) are shown. The yellow arrow indicate leptotene spermatocytes, and the white arrow tips point to pachytene spermatocytes. Scale bar, 50 µm. D) Immunostaining of OCs on the indicated culture days. PNA (red) and DAPI (white) were used to identify haploid spermatids. Scale bar, 50 µm. E) Immunostaining of TOs on the indicated culture days. PNA (red) and DAPI (white) were used to identify haploid spermatids. Scale bar, 50 µm. F) A schematic diagram of spermatogenesis in mice was used as a control to compare the spermiogenesis achieved by OCs and TOs, and PNA fluorescence‐positive labeling of the acrosome. G) H&E staining of organoid sections on day 1, 7, 14 and 21 of culture. Sertoli cells (Sc, purple box), type A spermatogonia (Spg‐A, black box), type B spermatogonia (Spg‐B, orange box), spermatocytes (Spc, red box), and round spermatids (Rs, green box) are indicated in the representative organoid sections. Scale bar, 50 µm.

Next, we aimed to determine whether the spermatogonia from the TOs of 6‐day‐old mice could differentiate and continue developing. Immunostaining of TOs cultured for 14 days revealed the presence of spermatocytes in tubules. These spermatocytes were double positive for the synaptonemal complex marker SYCP3 and the DNA double‐strand break marker γH2AX, indicating that the germ cells in the TOs could develop to the meiotic stage. The nuclear localization of γH2AX further indicated that the germ cells developed at least to the pachytene stage of primary spermatocytes (Figure 2C).

After carefully evaluating the development of mouse spermatids in mouse OCs, we then investigated whether haploid spermatids could form in the TOs. Compared with OCs, spermatogonia isolated from 6‐day‐old mice developed into haploid spermatids after 21 days of culture in reconstructed TOs, although it took ≈1 week longer than observed for OCs because the single cells needed to be reconstituted into a tubule‐like structure (Figure 2D,E). Immunostaining of mouse TOs revealed PNA‐positive cells with weak dot‐like signals in the tubules after 21 days of culture (Figure 2E). Compared with the characteristic acrosome formation stages observed in vivo (Figure 2F),^[^ ^28^ ^]^ these cells in TOs presented morphological characteristics typical of step 1–2 round spermatids, and on day 28 and day 35 (Figure 2E), we identified only step‐4/5‐like round spermatids, in which the acrosome structure began to extend from the anterior pole of the nucleus to the equatorial node. Compared with organoids cultured on days 1, 7, and 14, morphological staining of TO sections on day 21 further confirmed the presence of spermatogonia, spermatocytes, and round spermatid‐like haploid cells in TO tubules (Figure 2G; day 28 testes served as the in vivo morphological control, Figure S1A, Supporting Information). However, compared with organ cultures (Figure 2F), in which we were able to identify round spermatids in all developmental steps consistent with in vivo development by PNA‐specific acrosome staining (Figure 2F, steps 1–16), in the subsequent TO culture, although we adjusted many culture conditions, we were unable to observe more mature round spermatids after step 5, indicating that our constructed mouse TO culture system was insufficient to support complete spermiogenesis (Figure 2F). Nonetheless, these data indicate that our constructed TO culture system can support spermatogenesis in vitro and that undifferentiated spermatogonia in postnatal mouse TOs can develop into step‐4/5 haploid round spermatids in vitro.

### 2.3 Functional Assessment and Characterization of Mouse TOs

Given that in vitro TOs need to meet at least three criteria, namely, they must contain multiple cell types that are specific to an organ, be able to self‐reorganize into structures that approximate the organ they mimic, and be able to recapitulate certain in vivo organ‐specific functions,^[^ ^18^ ^]^ we next assessed whether the reconstructed mouse TOs met these criteria. First, we tracked the distribution dynamics of individual cell types in TOs generated from testes isolated from six‐day‐old mice by tracking cells positive for the Sertoli cell marker SOX9 and the germ cell marker TRA98 (**Figure** **3**A). We found that on day 1 of culture (before ECM embedding), these cells were randomly dispersed in the spheroids, whereas on days 3 and 5, Sertoli cells (SCs) began to envelop the germ cells, and by day 7, most SCs had migrated to the tubular basement membrane. The migration pattern of SCs during remodeling may mimic early testicular cord formation in vivo.^[^ ^29^ ^]^ Next, we characterized the TO architecture after 14 days of culture using the somatic cell marker GATA4, the myoid cell marker α‐SMA, the interstitial Leydig cell marker 3β‐HSD, and the germ cell marker TRA98. The results revealed the presence of compartmentalized tubular structures within the TOs, similar to in vivo testicular tissue (Figure 3B; Figure S1A, Supporting Information). GATA4‐positive somatic cells and α‐SMA‐positive peritubular myoid cells are located at the periphery of the tubular structure, 3β‐HSD‐positive Leydig cells are located in the interstitial area between the tubules, and germ cells are located in the tubules (Figure 3B,C).

**Figure 3:**
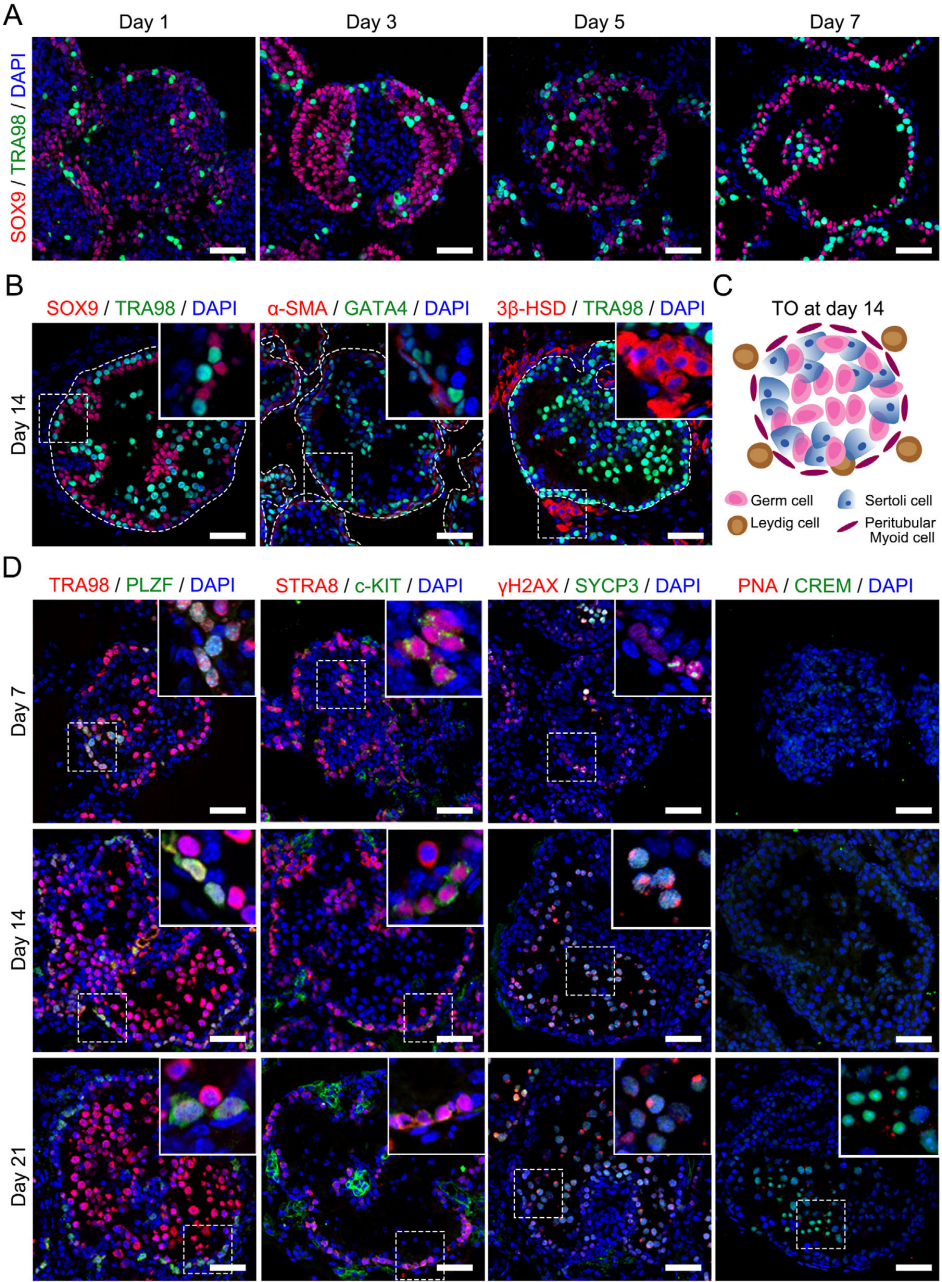
Functional assessment and characterization of mouse TOs. A) Time‐course immunofluorescence analysis of the self‐organization of testicular cells into organoids during the first week. The dynamic process of testicular cell rearrangement to form a tubule‐like structure can be observed by staining Sertoli cells with SOX9 and germ cells with TRA98. Scale bar, 50 µm. B) Identification of major testicular cell types in the organoids on day 14 of culture. Immunostaining for SOX9 (Sertoli cells), TRA98 (germ cells), α‐SMA (peritubular myoid cells), GATA4 (somatic cells) and 3β‐HSD (Leydig cells) was conducted. Seminiferous tubules are outlined by white dashed lines. Nuclei were stained with DAPI (blue). Scale bar, 50 µm. C) Distribution and localization of mouse testicular cells in TOs after 14 days of culture. D) Immunofluorescence staining on day 7 (upper panel), 14 (middle panel), and 21 (lower panel) of TO culture revealed undifferentiated spermatogonia that colocalized with the germ cell marker TRA98 and were PLZF positive; differentiated spermatogonia or early meiotic cells that were c‐KIT and STRA8 positive; meiotic cells that were γH2AX and SYCP3 positive; and postmeiotic cells that were CREM and acrosomal PNA positive. Scale bar, 50 µm.

Next, we investigated whether spermatogenesis in TOs also mimics the spatiotemporal characteristics of the testis in vivo. We used the undifferentiated spermatogonia marker PLZF, the differentiated spermatogonia marker c‐KIT, the early meiotic marker STRA8, the spermatocyte markers SYCP3 and γH2AX, the late meiotic phase marker CREM, and the sperm acrosome marker PNA to evaluate the developmental characteristics of germ cells in TOs at different time points. In addition, we also observed that PLZF‐positive undifferentiated spermatogonia were localized at the peripheral area of the tubular structure throughout the culture period (Figure 3D), and we found that c‐KIT‐positive differentiated spermatogonia and STRA8‐positive early meiotic cells were detectable on the 7th day of culture and at later time points. Moreover, few leptotene or zygotene SYCP3 and γH2AX double‐positive spermatocytes were observed in the tubules after 7 days of culture, while pachytene spermatocytes were observed after 14 days of culture (Figure 3D), and PNA and CREM double‐positive spermatids were observed after 21 days of culture (Figure 3D). Quantitative immunofluorescence analysis revealed that the ratio of total TRA98‐positive germ cells to SOX9‐positive SCs remained consistent over the 21‐day culture period (Figure S3A, Supporting Information), and the proportion of PLZF‐positive undifferentiated spermatogonia decreased after 7 days of culture but remained consistent after 14 and 21 days (Figure S3B, Supporting Information). From day 7 to day 21 of culture, SYCP3‐positive germ cells entering meiosis could be observed in the TOs, and their proportion remained relatively consistent during the culture period (Figure S3C, Supporting Information). Most importantly, PNA and CREM double‐positive round spermatid‐like cells were detected on day 21, and tubules containing these double‐positive cells (even if there were only a few spermatid‐like cells) accounted for 61.36% ± 21.24% of the total tubules (Figure S3D, Supporting Information). The formation of tight junctions between adjacent SCs is crucial for establishment of the blood‒testis barrier (BTB) and the spermatogenic microenvironment in vivo. We next performed immunofluorescence staining for the tight junction proteins CLDN11 (Claudin‐11) and ZO‐1 (Zonula Occludens‐1) in TOs on day 14 of culture (Figure S3E,F, Supporting Information) and detected continuous CLDN11‐ and ZO‐1‐positive tight junctions between GATA4‐positive SCs, which distinguished the basal and apical compartments to support spermatogenic cell development. In addition, we showed by Evans blue staining that fluorescence was confined to the peripheral region of tubular structures in TOs at day 21 of culture (Figure S3G,H, Supporting Information), which is consistent with the staining of seminiferous tubules in vivo, suggesting that BTB function may be established in organoids.

Next, we evaluated the development of somatic cells in mouse TOs. Staining for the proliferation marker KI67 revealed a significant decrease in SCs proliferative activity, indicating that SCs in TOs had matured. In contrast to the low abundance of androgen receptor (AR) signals in 6‐day‐old mouse SCs (GATA4‐positive, oval or elongated nuclei), SCs in 14‐day‐old TOs exhibited detectable AR signals (Figure S4A,B, Supporting Information). We further used quantitative reverse transcription‒PCR (qRT‒PCR) to verify that the expression of anti‐Mullerian hormone (*Amh*) and *Ck18* gradually decreased during TO culture, whereas the transcription level of *Ar* increased (Figure S4C–E, Supporting Information). Taken together, these data indicate that the mouse TOs established in this study meet the basic criteria for organoids, including self‐reorganization into major testicular cell types, formation of seminiferous tubule‐like structures in vivo, and support for germ cell development.

### 2.4 scRNA‐seq Analysis Reveals the Developmental Trajectory of Germ Cells in Mouse TOs

Next, we performed single‐cell RNA sequencing (scRNA‐seq) of 28‐day‐old TOs and compared the data with single‐cell RNA sequencing data from 28‐day‐old mouse testes to explore cellular development in the TOs and the heterogeneity and composition of the population. 

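The scRNA-seq data comprised 4 libraries, 2 of TOs (TO replicates 1 and 2) and 2 of mouse testes (testis replicates 1 and 2). The labels of the deposited samples name day 28 TOs in the design and day 21 TOs in the dissociation protocol, and the age given in the paper was used. The authors deposited UMI counts made with Cell Ranger 7.1.0, without normalization, and 32235 of the genes were found by Ensembl ID in the GENCODE vM21 annotation of GRCm38. The authors' genome build is not stated. The libraries had 14643 and 12491 barcodes with 106577822 and 119966959 UMIs for the TOs, and 12179 and 11826 barcodes with 77016449 and 74988295 UMIs for the testes.

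Cells were filtered as in the methods of the paper, with Scrublet in place of DoubletFinder at an expected share of 0.8% per 1000 barcodes. Counts were scaled to 10000 UMIs per cell and log-transformed, 2000 variable genes and 30 principal components were taken, and the 4 libraries were joined with the Harmony algorithm, written anew for these data. Leiden clusters (resolution 1) were named from marker genes: a cluster took the type with the highest marker score if at least 3 of its markers were detected in at least 10% of the cells and no other type had more markers among the 10 leading genes. For germ cells, this last condition was widened to the markers of all 8 types after the clusters had been seen. A germ cell cluster that failed any of these conditions was left unnamed.

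The 2 libraries of a condition were treated as replicates. With 2 libraries against 2, the smallest p of an exact two-sided permutation test is 0.33, so this test cannot reach p < 0.05 for shares of cells. Confidence intervals (95%, Clopper-Pearson) are of single libraries, and intervals and upper limits cover counting error only. The paper states that the organoids came from 2 independent batches, without saying which library holds which, and neither it nor the labels give a sequencing batch.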

We collected a total of 27134 TO cells and 24005 testicular tissue cells for transcriptome analysis using the 10x Genomics Chromium sequencing platform (China). 

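Scrublet removed 1715 and 1248 barcodes of TO replicates 1 and 2 and 1187 and 1119 barcodes of testis replicates 1 and 2 as doublets. After the limits on genes (1000 to 5000), UMIs (20000) and mitochondrial UMIs (10%), 9802 and 8713 TO cells were kept, or 66.9% and 69.8% of the barcodes. In the testes, 9867 and 9516 cells were kept, or 81.0% and 80.5%. The totals were 18515 TO cells and 19383 testicular cells. The number of cells per library was 9257.5 ± 770 in TOs and 9691.5 ± 248 in testes (mean ± SD, n = 2 libraries each, exact two-sided permutation test, p = 0.667). A minimum of 3000 UMIs per cell, chosen after seeing the data, moved these numbers most and left 4652.5 cells per testis library.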

After data quality control (see the Methods for details), 18565 TO cells and 18816 testicular cells were obtained for subsequent analysis. 

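In the cells kept, the mean number of UMIs was 6654 and 8257 in TO replicates 1 and 2 and 4554 and 4916 in testis replicates 1 and 2. The mean number of genes was 2806 and 3172 in TOs and 2147 and 2041 in testes. Over all cells kept, the means were 6039 UMIs and 2527 genes, and over all barcodes before quality control they were 7402 UMIs and 2722 genes. Both TO libraries lay above both testis libraries in UMIs and in genes per cell (exact two-sided permutation test, n = 2 libraries each, p = 0.33). The median mitochondrial share of UMIs was 3.37% and 3.38% in TOs and 1.18% and 0.810% in testes.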

On average, 7446 unique molecular identifiers (UMIs) and 2450 genes were detected per cell, sufficient to characterize different cell types in the mouse testis (Figure S5A–C, Supporting Information). Bioinformatic analysis employing unsupervised clustering revealed eight major clusters across all sequenced testis cells (**Figure** **4**A), and on the basis of the expression patterns of known marker genes in the mouse testis (Figure S5D,E, Supporting Information), we initially identified three germ cell populations (spermatogonia, spermatocytes, and spermatids) and five somatic cell populations (SCs, Leydig cells, macrophages, endothelial cells and other somatic cells) (Figure 4B, cell type identification see the Methods for details). 

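Clusters of all 8 cell types were named from the markers. Among somatic cells, the group of other somatic cells was the largest in each library, with 59.3% and 61.5% in TO replicates 1 and 2 and 48.2% and 51.2% in testis replicates 1 and 2. Sertoli cells made up 17.6% and 9.18% of somatic cells in TOs and 16.9% and 14.1% in testes, a difference smaller than that between the TO libraries (exact two-sided permutation test, n = 2 libraries each, p = 1). Leydig cells made up 19.3% and 19.7% against 21.2% and 20.6%. Of these, 339 and 237 TO cells lay in a cluster without a Leydig marker among its 10 leading genes, against 10 and 3 testis cells. Macrophages made up 3.05% and 8.66% against 8.72% and 8.93%. Endothelial cells made up 0.812% and 0.985% against 4.94% and 5.25%. The TO cells of the cluster named endothelial had Wt1 at 875 and 579 CPM and Cldn11 at 647 and 576 CPM. Pecam1 was not detected in these 72 and 79 cells, which allows up to 4.99% and 4.56% of cells, so their name is uncertain.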

We then performed a statistical analysis of all sequenced cells to determine the proportions of germ cells and somatic cells in TOs and mouse testes. The results revealed that in TOs, germ cells accounted for 7.33% of cells, and somatic cells accounted for 92.67% of cells. In contrast, in mouse testis tissue, germ cells accounted for 78.65% of cells, and somatic cells accounted for 21.35% of cells. This finding suggests that, unlike in vivo, the somatic cell population in TOs is more dominant than the germ cell population and eventually becomes the majority in TOs (Figure 4C).

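Germ cells made up 9.54% (95% CI 8.96–10.1) and 7.99% (7.43–8.58) of the cells of TO replicates 1 and 2, and 72.9% (72.0–73.8) and 82.6% (81.8–83.3) of those of testis replicates 1 and 2. Pooled, they were 1631 of 18515 TO cells (8.81%) and 15055 of 19383 testicular cells (77.7%). The mean share was 8.76 ± 1.10% in TOs and 77.8 ± 6.83% in testes (mean ± SD, n = 2 libraries each, exact two-sided permutation test, p = 0.33), a difference of −69.0 percentage points, which was larger than the spread in either condition. Without upper limits on genes and UMIs, the setting that moved it most, the difference was −58.9 percentage points.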

**Figure 4:**
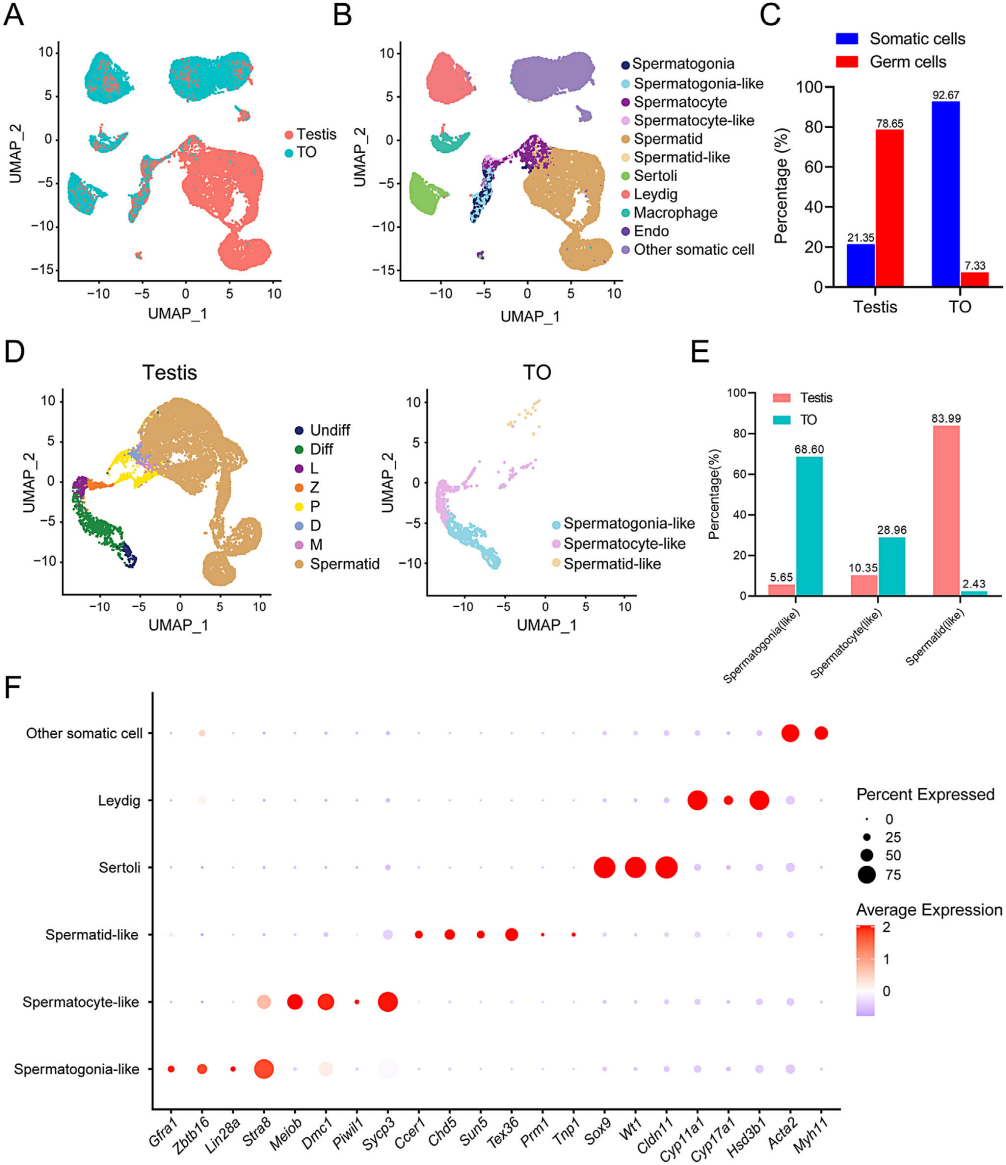
Single‐cell RNA sequencing analysis of mouse TOs. A) UMAP visualization of combined single‐cell transcriptomic data from mouse testes and TOs. Each dot represents a single cell, colored by sample origin. B) UMAP plot showing cell type identification within the combined dataset. The distinct clusters represent different cell types, including spermatogonia(like), spermatocytes(like), spermatids(like), Sertoli cells, Leydig cells, macrophages, endothelial cells (Endo) and other somatic cells. C) Bar plot showing the percentage of somatic cells (blue) and germ cells (red) in the testis and TO samples. D) UMAP projections of single‐cell transcriptomes separated by sample: testis (left) and TO (right). The cells are colored according to their differentiation stage within the germ cell lineage: undifferentiated spermatogonia (Undiff), differentiating spermatogonia (Diff), leptotene spermatocytes (L), zygotene spermatocytes (Z), pachytene spermatocytes (P), diplotene spermatocytes (D), meiotic spermatocytes (M), spermatids, spermatogonia‐like cells, spermatocyte‐like cells, spermatid‐like cells. E) Bar plot showing the percentages of germ cell types in the testis (left) and TO (right) samples. F) Dot plot illustrating the expression of canonical marker genes across the major cell lineages in TOs. The dot size corresponds to the percentage of cells within a cluster expressing the gene, while the color intensity represents the average expression level, and the expression patterns of spermatogonial (*Zbtb16*, *Gfra1*), meiotic (*Meiob*, *Sycp3*, *Dmc1*), postmeiotic (*Ccer1*, *Chd5*, *Sun5*, *Tex36*, *Prm1*, *Tnp1*), Sertoli cell (*Sox9*, *Wt1*, *Cldn11*), Leydig cell (*Cyp11a1*, *Hsd3b1*), and other somatic cell (*Acta2*, *Myh11*) markers validate the accuracy of the cell type annotation.

Nevertheless, we were able to recluster 1360 TO‐derived germ cells and 14799 testis tissue‐derived germ cells to investigate the transcriptomic signatures of germ cell development. 

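For the germ cells, 935 and 696 cells of TO replicates 1 and 2 and 7196 and 7859 cells of testis replicates 1 and 2 were clustered again on 20 principal components. Spermatogonia-like cells were 58.8% and 42.7% of the germ cells in TOs against 8.02% and 2.44% in testes (50.7 ± 11.4% and 5.23 ± 3.94%, mean ± SD). Spermatocyte-like cells were 32.5% and 48.9% against 13.8% and 13.7% (40.7 ± 11.6% and 13.8 ± 0.0207%). For each stage, both TO libraries lay on the same side of both testis libraries (exact two-sided permutation test, n = 2 libraries each, p = 0.33). Unnamed clusters held 4.39% and 4.89% of the germ cells in TOs and 12.4% and 4.90% in testes. These shares moved most when each cell was assigned by its own marker score, without clusters: the difference between TOs and testes was then 63.2 percentage points for spermatogonia-like and 9.47 for spermatocyte-like cells.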

Through unsupervised clustering and marker gene identification, we observed 8 distinct germ cell subtypes/states, and despite significant quantitative differences, overall, the order of germ cell development in the TOs in vitro was consistent with that in the testes (Figure 4D). 

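Each TO germ cell was matched by Spearman correlation to the mean expression of testis germ cell clusters. Each cluster was assigned to a germ cell state, with 7 states in all. Cells of a testis library were matched only to clusters with at least 20 cells in the other testis library. This left out late spermatid clusters for both testis libraries, so their shares are not matched quite as those of TOs. Undifferentiated spermatogonia took 14.2% and 5.75% of the germ cells of TO replicates 1 and 2, against 0.917% and 0.369% in testis replicates 1 and 2. Differentiating spermatogonia took 54.5% and 45.1% (testes 7.50% and 2.46%), and the leptotene and zygotene state took 24.5% and 43.0% (4.53% and 4.36%). The pachytene state took 4.49% and 2.59% (13.5% and 10.3%), and the diplotene state took 2.03% and 2.73% (21.7% and 27.2%). The diplotene state here includes meiotic division and testis clusters that were named spermatid. Early round spermatids were matched by 2 and 6 TO cells, or 0.214% and 0.862% (50.4% and 17.6%). Late spermatids were matched by no TO cell, where 0 of 935 and 0 of 696 allow up to 0.394% and 0.529%, against 1.43% and 37.7% in testes. Among germ cells in named clusters, the stage named from clusters and the stage of the matched state were the same for 90.0% and 93.2% of the 894 and 662 TO cells and for 81.3% and 75.0% of the 6307 and 7474 testis cells.

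**Figure D1:**
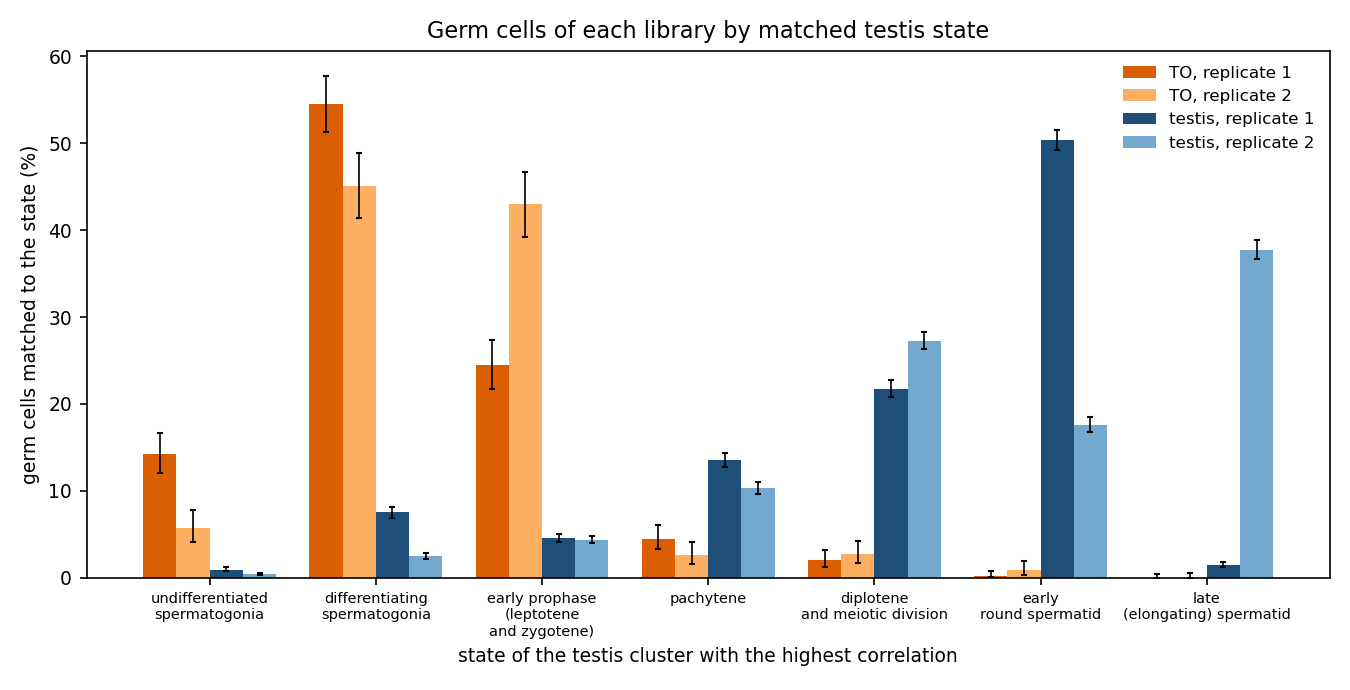
Percent of germ cells matched to each of the 7 germ cell states in the 4 libraries, in order of development. TO germ cells lie mostly in the first 3 states, and 51.8% and 55.3% of testis germ cells lie in the spermatid states.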

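By clusters, 40 of 935 germ cells (4.28%, 95% CI 3.07–5.78) and 25 of 696 (3.59%, 2.34–5.26) were spermatid-like in TO replicates 1 and 2. In testis replicates 1 and 2, the shares were 65.9% and 78.9%. The mean was 3.94 ± 0.485% in TOs and 72.4 ± 9.23% in testes (mean ± SD, n = 2 libraries each, exact two-sided permutation test, p = 0.33), and the pooled shares were 3.99% and 72.7%. Few of the spermatid-like TO cells were matched to a spermatid state (5.00% and 24.0%). The diplotene state was matched by 47.5% and 60.0%, the pachytene state by 20.0% and 4.00% and differentiating spermatogonia by 20.0% and 12.0%. The diplotene state holds testis clusters that were themselves named spermatid. In testis replicates 1 and 2, 22.8% and 27.2% of the spermatid-like cells were matched to it. A match to it thus does not make a TO cell a spermatocyte. Of all TO germ cells, 21 and 20 were matched to testis clusters named spermatid. The low spermatid-like share in TOs depended on the settings more than on the library. Without upper limits on genes and UMIs it was 12.2% and 8.98%, and with each cell assigned by its own marker score it was 0.207% and 1.05%. Counting only spermatid-like cells with at least 3 of 8 early round spermatid genes, a criterion chosen after seeing the data, gave 1.18% and 2.59%.

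**Figure D2:**
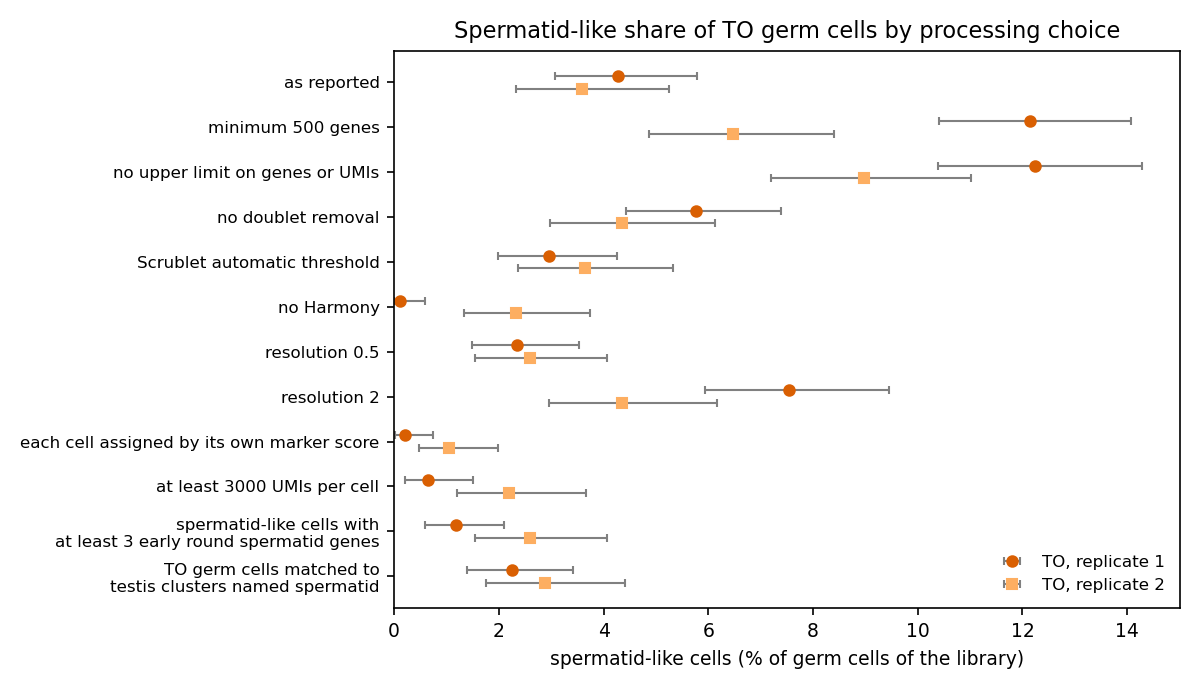
Percent of TO germ cells that were spermatid-like, per TO library (points, with 95% Clopper-Pearson intervals), under the settings of the filters, clusters and naming. The minimum of 3000 UMIs, the criterion of at least 3 early genes and the matching to named clusters were chosen after seeing the data. The shares of TO replicate 1 run from 0.107% to 12.2%.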

Next, statistical analysis of the germ cell composition revealed that spermatid‐like cells accounted for ≈2.43% of the total germ cells in TOs and 83.99% in testis tissue (Figure 4E). Next, we found that the gene expression patterns in TOs were consistent with expectations, including those genes *Zbtb16* and *Gfrα1* that are specifically expressed in undifferentiated spermatogonia, *Meiob*, *Dmc1*, and *Sycp3* that are specifically expressed in spermatocytes, and known haploid spermatids marker genes *Tnp1* and *Prm1*, as well as newly reported haploid spermatids marker genes including *Ccer1* and *Chd5* ^[^ ^30^, ^31^ ^]^ (Figure 4F).

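All 18 markers of Fig. 4F are among the markers from which the clusters were named, so a high level in the own type follows in part from the naming. Of these, 14 were highest in their own cell type in both TO libraries, by CPM and by the share of cells with a UMI after thinning each cell to 1500 UMIs. The exceptions were Gfra1 and Wt1, which were highest in the cluster named endothelial, and Prm1 and Tnp1. Without thinning, the shares of cells gave 13 markers. Zbtb16 was at 158 and 116 CPM in spermatogonia-like cells of TO replicates 1 and 2, with a UMI in 54.5% and 47.1% of cells against 0.898% and 0.543% of Sertoli cells (median UMIs 8660.5 and 10013 against 10035 and 11340). Gfra1, which overlaps Gm16277 on the other strand, was at 155 and 81.2 CPM in spermatogonia-like cells and at 192 and 249 CPM in the cluster named endothelial.

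In spermatocyte-like cells (median UMIs 5791 and 8222), Meiob was at 204 and 249 CPM, Dmc1 at 600 and 747 CPM and Sycp3 at 1792 and 2702 CPM. After thinning, cells with a UMI were 20.6% and 29.0% for Meiob, 47.4% and 61.2% for Dmc1 and 69.3% and 89.9% for Sycp3. In Sertoli cells, at the median UMIs given above, these shares were at most 0.275% for Meiob, 0.260% for Dmc1 and 4.49% for Sycp3 after the same thinning.

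In spermatid-like cells (median UMIs 1863.5 and 3480), Ccer1 was found in 10.0% (95% CI 2.79–23.7) and 32.0% (14.9–53.5) of cells, against 0.192% and 0.543% of Sertoli cells at their higher depth. Chd5 was found in 17.5% (7.34–32.8) and 36.0% (18.0–57.5), against 0.0641% and 0 of 736 cells. Tnp1 was found in 0 of 40 cells, which allows up to 8.81%, and in 5 of 25 cells (6 UMIs), against 0 of 1559 and 0 of 736 Sertoli cells. Prm1 was found in 1 of 40 cells (1 UMI) and 0 of 25, against 1 of 1559 and 2 of 736 Sertoli cells, and was not distinguishable from background at this depth. In testes, most Sertoli cells also had a UMI of Tnp1 or Prm1, so CPM are given: Tnp1 was at 2213 and 13362 CPM in spermatid-like cells and at 411 and 1353 CPM in Sertoli cells.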

To explore the differences in the transcriptomes of testicular somatic cells in vivo and in vitro, we performed differential gene expression analysis of the same type of somatic cells in the testes and TOs. We first removed genes that might cause contamination from the differentially expressed genes between the two groups of somatic cells and then selected genes with |log2FC|> 1 and *P*< 0.01 as statistically significant differentially expressed genes. 

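Gene expression in the same type of somatic cell was compared on UMIs summed per library and type, with the edgeR quasi-likelihood test after TMM normalization and the filterByExpr filter. Genes were called at a Benjamini-Hochberg adjusted p below 0.01 and an absolute log2 fold change above 1. The paper does not state its rule for genes that might cause contamination, and a gene was left out here where the other cells of either condition had at least 5 times its CPM. In Sertoli cells, 979 genes were higher and 2014 lower in TOs than in testes among 12632 genes compared. In Leydig cells, 88 were higher and 183 lower among 12214, and in macrophages 270 were higher and 1249 lower among 9913. The sums held from 1325328 UMIs (233 Sertoli cells of testis replicate 2) to 14556446 UMIs in Sertoli cells, from 3394127 to 18883395 in Leydig cells and from 624329 to 4468587 in macrophages.

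Subtracting each testis library's own background from its sums, an alternative chosen after seeing the data, moved the numbers most in Sertoli cells and macrophages and left 6 and 0 genes, with 1331 macrophage genes at unadjusted p < 0.05 by edgeR. In Leydig cells, 2186 genes were called with no gene left out and 0 after this subtraction, with 2559 at unadjusted p < 0.05 by edgeR. After it, the log2 fold change stayed below −1 for 1167 of 2014 lower genes in Sertoli cells and 177 of 183 in Leydig cells. In macrophages it did so for 529 of 1249. Of the higher genes, 761 of 979, 88 of 88 and 239 of 270 in these 3 types stayed above 1. The direction changed with the genes left out: from 2 times in place of 5 times, 672 genes were higher and 388 lower in Sertoli cells, and 13 were higher and 4 lower in Leydig cells. In Leydig cells it also changed without upper limits on genes and UMIs (52 higher, 33 lower), and with the sums thinned to the smallest library (11 higher, 9 lower). Among the genes lower in TOs, 81.9% in Sertoli cells, 77.6% in Leydig cells and 93.3% in macrophages had a higher CPM in the spermatid-like cells of the testes than in the type itself. Among the genes higher in TOs, these shares were 11.7%, 19.3% and 7.41%.

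**Figure D3:**
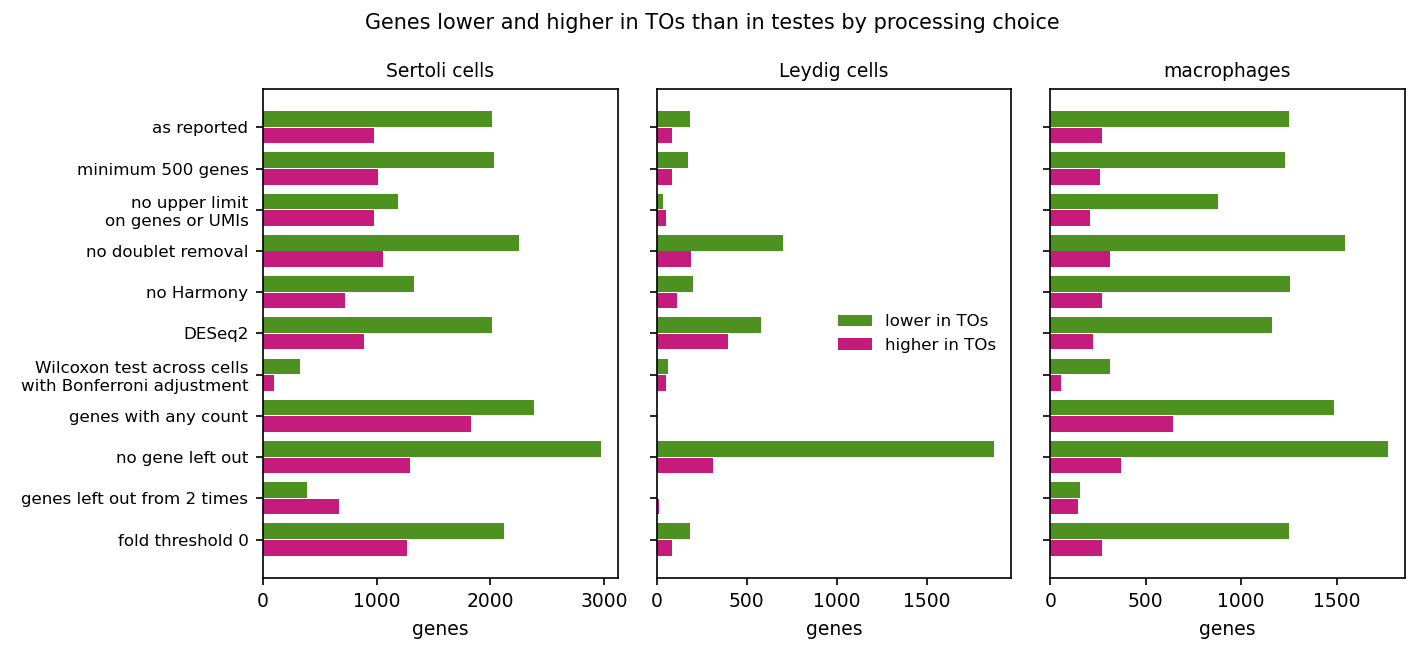
Number of genes lower and higher in TOs than in testes (bars, from 0, with a scale of its own for each cell type) under the settings of the filters and gene tests that label the axis, background subtraction and thinning not among them. In the bars shown, lower genes outnumber higher genes except in Sertoli and Leydig cells with genes left out from 2 times and in Leydig cells without upper limits, and no gene was called in Leydig cells with genes of any count.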

Next, differential gene expression analysis revealed that although most genes did not significantly differ among the various somatic cell types, the analysis of the three somatic cell types (Figure S5F, Supporting Information) revealed that the number of downregulated differentially expressed genes was greater than the number of upregulated differentially expressed genes. 

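In macrophages, genes lower in TOs were 12.6% and genes higher 2.72% of the genes compared. Among genes higher in TOs with at least 50 CPM in either condition, Spp1 had the largest log2 fold change by edgeR. By pooled fold, Spp1 (78.1) came after St18 (94.4) and Clec4e (89.5). It was at 4062 and 766 CPM in TO replicates 1 and 2 and at 5.22 and 36.5 CPM in testis replicates 1 and 2 (log2 fold change 6.90, standard error 0.89, edgeR Benjamini-Hochberg adjusted p = 0.000121), and its log2 fold change ran from 5.28 to 8.74 with any 1 library left out. Cd209g, a member of a family of close paralogs whose reads the counting can have split, had 288 UMIs in testis macrophages and 0 in TO macrophages, at least 460-fold lower. Prm3, a spermatid gene, had 222 UMIs in testis macrophages and 1 in TO macrophages (1064-fold, 95% counting interval 189–42197). Of 6 macrophage markers fixed in advance, 1 was called over all genes and 1 adjusted over the list alone. This was Lyz2, a paralog of Lyz1 (log2 fold change 2.50, standard error 0.28, edgeR Benjamini-Hochberg adjusted p = 3.93e-05). Cd74 (−1.31), Ptprc (0.49), Cd68 (0.26), C1qa (−0.18) and Adgre1 (0.71) were not called, although Cd74 (−1.18) was when genes with any count were tested. With any 1 library left out, the value of Cd74 ran from −2.69 to −0.58.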

Among the cell types, the proportion of downregulated genes in macrophages was the highest (≈14.74%). In contrast, the proportion of downregulated genes in Sertoli cells and Leydig cells was relatively low. 

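Genes lower in TOs were 15.9% of the genes compared in Sertoli cells and 1.50% in Leydig cells, and genes higher in TOs were 7.75% and 0.720%. The share of lower genes was highest in macrophages only without Harmony (12.7% against 10.8% in Sertoli cells) and with a Wilcoxon test across cells (4.15% against 3.53%). The Wilcoxon test is the one that the paper's methods name. Of the Sertoli cell markers fixed in advance, 2 were called over all genes and 2 adjusted over the list alone: Sox9 (log2 fold change 1.21, standard error 0.20, edgeR Benjamini-Hochberg adjusted p = 0.00276) and Cldn11 (1.45, standard error 0.29). Without Harmony neither was called (0.95 and 1.27), and Cldn11 was also not called with genes left out from 2 times. Wt1 (0.36), Rhox8 (0.02), Aard (0.90) and Amh (−2.21) were not called, although Amh (−2.05) and Aard (1.06) were when genes with any count were tested, and Aard also without a fold threshold. With any 1 library left out, the value of Amh ran from −3.57 to −0.98. Krt18 had too few UMIs to be compared. Cadps, which overlaps Gm48239, was among the genes with the largest folds in Sertoli cells (5.61, standard error 0.37), and Wnt4 had 2008 UMIs in TOs and 4 in testes, all in testis replicate 1 (88.1-fold, 95% counting interval 34.4–324). Without testis replicate 1, no testis UMI of Wnt4 was left and its log2 fold change was 12.4, which is no bound. Wnt4 was not called by the Wilcoxon test.

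In Leydig cells, 1 of 5 markers fixed in advance was called over all genes and 1 adjusted over the list alone. This was Star (log2 fold change −4.62, standard error 0.66, edgeR Benjamini-Hochberg adjusted p = 0.00917). It was not called without upper limits on genes and UMIs, with genes left out from 2 times or with genes of any count. Cyp17a1 (−3.69), Insl3 (−1.15), Cyp11a1 (−0.65) and Hsd3b1 (0.87) were not called, although Cyp17a1 (−3.39) and Insl3 (−1.17) were by the Wilcoxon test. The TO libraries differed in these genes, with 1124 and 79.5 CPM of Cyp17a1 and 2189 and 147 CPM of Insl3. With any 1 library left out, Cyp17a1 ran from −6.61 to −2.66 and Insl3 from −4.13 to −0.23. Insl3 and Cyp11a1 overlap genes on the same strand, so their counts are uncertain. The largest cluster named Leydig, led by Cyp17a1, held 1026 of 1711 and 976 of 1577 Leydig cells in TOs. In testes it held 522 of 567 and 323 of 341. Other Leydig clusters thus weigh more in the TO sums. Genes were not compared within clusters, so part of the differences in Leydig cells can come from this mix. Ass1 was at 16.1 and 8.73 CPM in TO replicates 1 and 2 and at 2577 and 1508 CPM in testis replicates 1 and 2 (−7.36, standard error 0.55). Fzd2 had the largest fold among higher genes with more than 3 testis UMIs (7.46, standard error 0.56). Neither gene was called when genes with any count were tested.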

We subsequently performed Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of the identified DEGs (Figure S5G, Supporting Information). Notably, some pathways associated with important functions of testis somatic cells exhibited changes in the TOs. For example, the genes whose expression may differ between SCs in vivo and in vitro were enriched mainly in pathways such as tight junctions, actin cytoskeleton regulation, and cell apoptosis. 

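KEGG was not used here. In its place, 3 lists of genes written before the comparison were tested in Sertoli cells, of 39 tight junction, 36 actin cytoskeleton and 36 apoptosis genes, of which 33, 31 and 34 were compared. All 3 lists were higher in TOs (camera with a preset correlation of 0.01, p = 4.03e-07, 1.24e-06 and 9.04e-06, Benjamini-Hochberg adjusted p = 1.21e-06, 1.86e-06 and 9.04e-06). All 3 calls held at p < 0.05 under fry (0.0150, 0.0140 and 0.000838), and with an estimated correlation only that of apoptosis did (0.143, 0.211 and 0.0361). The median log2 fold change was 0.89, 0.77 and 1.04 in the lists and 0.04 over all genes. The lists were not tested after subtracting the testis background. It was estimated at 29.0% and 13.7% of the Sertoli sums of testis replicates 1 and 2. Spermatid RNA in it could make genes that spermatids express little appear higher in TOs, so its part in these calls stays open. In the tight junction list, 11 genes were called higher and 1 lower over all genes, and 12 and 1 adjusted over the list alone. In the actin list, 10 were higher and 1 lower by either adjustment, and in the apoptosis list 17 and 1 over all genes and 18 and 1 adjusted over the list alone.

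Cldn3 was the tight junction gene called lower (log2 fold change −4.63), and Ezr was called higher (3.54). In the apoptosis list, Bbc3 (4.34), Gadd45a (3.07) and Bax (2.51) were called higher. The tight junction and actin lists are not independent: 15 of the genes compared are in both, and 8 of these were called higher, among them Ezr, Cdc42 (1.27) and Rhoa (1.23).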

KEGG analysis revealed that the loss of specific functions of somatic cells in vitro may be a factor that causes differences in germ cell development in vivo and in vitro. On the basis of the scRNA‐seq data, although the proportion of germ cells at each developmental stage in the TOs was different from that in the testis in vivo, the development times and spatial trajectories were close to those observed in vivo; that is, germ cells isolated from the testes of 6‐day‐old mice can develop from diploid spermatogonia into tetraploid spermatocyte‐like cells and further form haploid spermatid‐like cells in TOs.

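In the spermatid-like cells, 11 of 40 and 18 of 25 cells of TO replicates 1 and 2 (27.5% and 72.0%) had UMIs of at least 3 of 8 early round spermatid genes, 6 of which are also naming markers, against 2 of 8867 and 1 of 8017 somatic TO cells. The log2 ratio of late to early spermatid transcripts was −2.07 and −2.24 in TO replicates 1 and 2 and 2.09 and 5.98 in testis replicates 1 and 2 (difference −6.19, exact two-sided permutation test, n = 2 libraries each, p = 0.33). It stayed below 0 in both TO libraries when the upper limits on genes and UMIs were lifted (highest −1.49). From the germ cell stages in the scRNA-seq data, whose proportions differed from those in vivo and whose trajectory it describes as close, the paper concludes that germ cells isolated from 6-day-old testes can pass from spermatogonia to spermatocyte-like and then to spermatid-like cells in TOs.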

### 2.5 Germ Cells in TOs Recapitulate Key Events during Meiosis

Since only a small proportion of spermatid‐like cells was detected in TOs (2.43% in TOs vs 83.99% in vivo, Figure 4E), we further explored whether the difference in germ cell number in TOs was due to severe defects in germ cell development in TOs. We explored the integrity of meiosis in TOs, a key process for spermatogenesis in vitro.

First, we confirmed the presence of spermatocytes at various stages of meiosis in TOs during 21 days of culture by double staining with γH2AX and SYCP3 antibodies, including leptotene, zygotene, pachytene, and diplotene, which is consistent with the developmental stages of spermatocytes in vivo (**Figure** **5**A; Figure S1B, Supporting Information). Next, we evaluated key events of spermatocyte meiosis in TOs cultured for 21 days by comparing with in vivo, including chromosome synapsis and the occurrence of recombination/crossover. We found that the SYCP1 protein (green) signal of the central element of the synaptic complex was juxtaposed with the SYCP3 signal along the entire length of the chromosome, showing complete overlap (yellow), except in the sex chromosome region (the dotted circle in the figure indicates a part of this region), in which the colocalization of SYCP1 and SYCP3 was incomplete in the nonsynaptic fragments, indicating that spermatocytes induced in vitro can complete chromosome synapsis (Figure 5B; Figure S1C, Supporting Information). On the chromosome axis marked by SYCP3 (red), we were able to observe many discretely distributed meiosis‐specific recombinase DMC1 (green) dot‐like signals in zygotene spermatocytes, indicating that homology search and chain invasion were actively proceeding, early homologous recombination was normal, and DNA double‐strand break (DSB) repair was initiated (Figure 5C). Moreover, in pachytene spermatocytes, the γH2AX signal on the autosome axis marked by SYCP3 had disappeared and was enriched in the sex chromatin body region (marked by the dotted circle in the figure), indicating that most of the DSBs on the autosomes of pachytene spermatocytes in the TOs had been repaired (Figure 5D). However, during the pachytene stage, we observed cells with incomplete DSB repair in the TOs. These abnormal cells were characterized by the persistent presence of γH2AX signals on autosomes (Figure 5D), indicating that DNA damage repair was not yet complete. Although the proportion of normal pachytene spermatocytes in vitro was less than that in the in vivo control group (66.72% ± 3.67% vs 90.58% ± 5.57%, Figure 5E), most spermatocytes in the TOs successfully completed DSB repair and maintained normal meiotic progression. Proper meiotic DSB repair generates one to two crossovers per homologous pair, which can be marked by MutL homolog 1 protein (MLH1) foci during the pachytene stage. These crossovers are critical for maintaining bivalent integrity until the first meiotic division. Indeed, we observed MLH1 foci on chromosomes in pachytene spermatocytes, which exhibited a localization pattern similar to that observed in vivo (Figure 5F; Figure S1C, Supporting Information).

**Figure 5:**
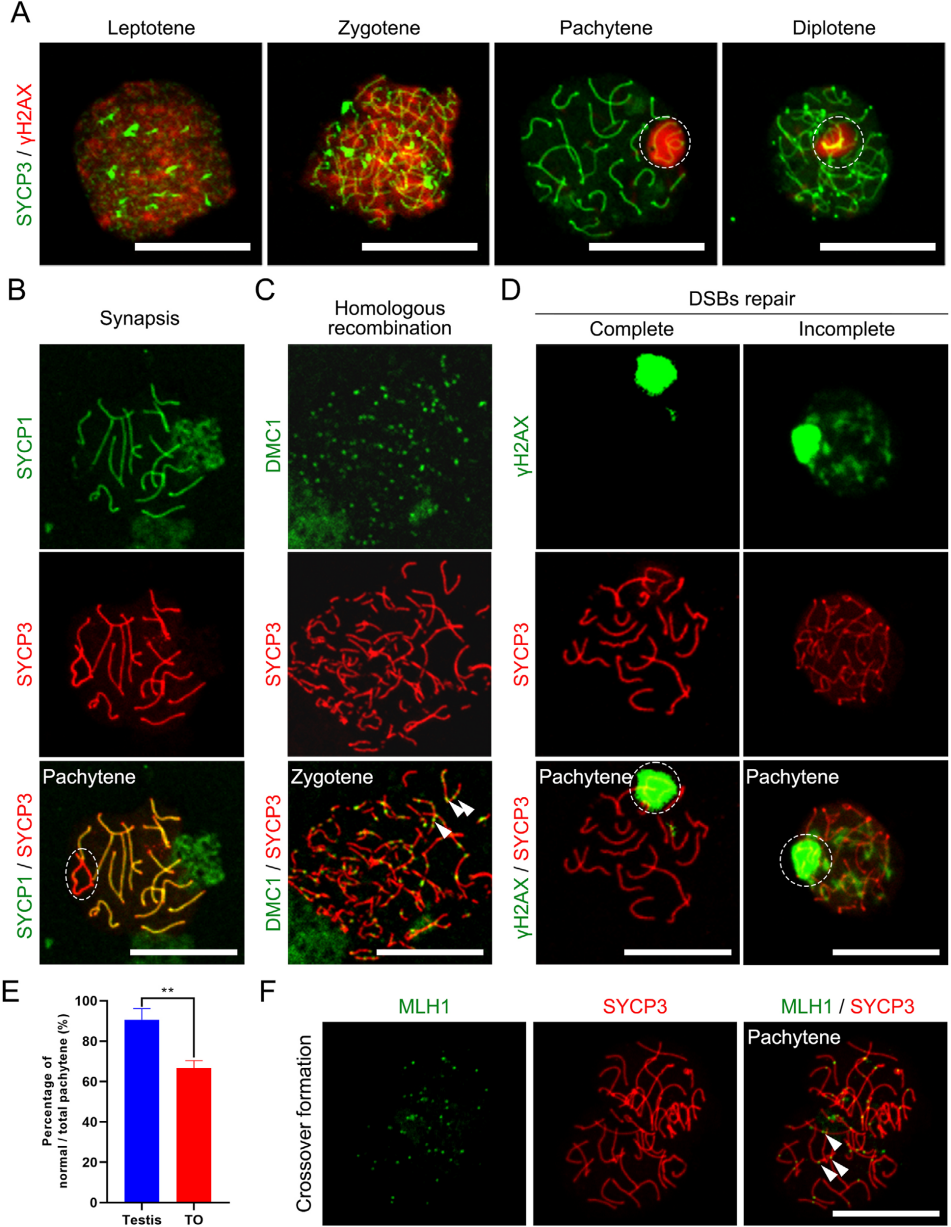
Chromosomal synapsis and recombination during in vitro meiosis. A) Immunofluorescence staining of meiotic spermatocytes in TOs for SYCP3 (green) and γH2AX (red) at different stages of prophase I (leptotene, zygotene, pachytene, and diplotene), showing normal patterns of distribution and colocalization. The dashed circle highlights the sex body. Scale bar, 20 µm. B) Immunofluorescence staining of a pachytene spermatocyte stained for SYCP3 (red) and SYCP1 (green). The extensive colocalization (yellow) of SYCP1 and SYCP3 indicates successful synapsis of homologous chromosomes. The dashed circle highlights the unsynapsed XY chromosome pair (sex body). Scale bar, 20 µm. C) Immunofluorescence staining of a TO‐derived zygotene spermatocyte for SYCP3 (red) and the recombinase DMC1 (green). The presence of numerous DMC1 foci along the SYCP3‐positive chromosome axes confirms the recruitment of the homologous recombination machinery. Scale bar, 20 µm. D) Representative images of pachytene spermatocytes illustrating the criteria for assessing DSBs repair. A “complete” repair state is defined by the γH2AX signal (green) being confined to the sex body (dashed circle), indicating successful repair on autosomes. An “incomplete” state is characterized by persistent γH2AX foci on autosomes in addition to the sex body. Scale bar, 20 µm. E) Quantification of the percentage of normal pachytene spermatocytes (characterized by persistent γH2AX staining) relative to the total number of pachytene spermatocytes in the testis and TOs. The data are presented as the means ± SDs (biologically independent samples, n = 3), ** indicates *P* < 0.01. (F) Immunofluorescence image of a TO‐derived pachytene nucleus costained for SYCP3 (red) and the crossover‐specific marker MLH1 (green). Scale bar, 20 µm.

### 2.6 Air‒liquid Interface Culture Facilitates Germ Cell Maintenance in TOs

Although we referred to the conditions used for mouse OC in vitro, to further improve the maintenance of germ cells in TO, we next evaluated several key factors that may affect the maintenance of germ cells, including ECM embedding, the number and proportion of starting germ cells, and the air‒liquid interface culture method. We evaluated the maintenance of germ cells in the TOs by analyzing the ratio of TRA98^+^ cells to SOX9^+^ cells and the differentiation efficiency of germ cells in the TOs by measuring the ratio of SYCP3^+^/DDX4^+^ and H1t^+^/TRA98^+^ cells (the testis‐specific histone H1t is a marker of spermatocytes after mid‐pachytene).

First, we compared these cell aggregates with and without ECM using the protocol of Yokonishi et al^[^ ^32^ ^]^ (Figure S6A,B, Supporting Information). We found that once the cell aggregates were encapsulated by ECM, the maintenance and differentiation ratios of germ cells were significantly increased (Figure S6C, Supporting Information, bright fields; Figure S6D–F, Supporting Information, immunofluorescence (IF) fields; Figure S6G–I, Supporting Information, Statistical analysis). Quantitative immunofluorescence analysis showed that compared with no encapsulation, Matrigel encapsulation not only significantly increased the proportion of germ cells (the TRA98^+^/SOX9^+^ ratio increased from 49.74% ± 27.95% to 111.80% ± 16.47%) but also increased the proportion of meiotic positive cells (the H1t^+^ germ cell ratio increased from 2.16% ± 2.35% to 12.89% ± 4.90%) (Figure S6G,I, Supporting Information), suggesting that the enhanced physical support provided by the ECM contributes to the maintenance and differentiation of germ cells in the TOs. Notably, regardless of whether the cells were embedded in ECM, the probability of obtaining haploid spermatids after 21 days of culture was very low when the initial cell number was large (more than 200000 cells per spheroid) (Figure S6J, Supporting Information). Second, given that an oversized TO may lead to insufficient nutrient supply and hypoxia for cells in the central region, we optimized the TOs by comparing different starting cell numbers (Figure S7A, Supporting Information). Among the three different starting cell numbers tested (1000, 4000, and 20000 cells per spheroid), ≈4000 cells per TO had better germ cell maintenance and differentiation efficiency (Figure S7B–D, Supporting Information, IF fields; Figure S7E–G, Supporting Information; Statistical analysis). Quantitative immunofluorescence analysis of TOs on day 14 showed that compared with the other groups, the ratio of TRA98^+^/SOX9^+^ cells in the TOs of the 4000‐cell/sphere group reached 114.3% (90.09%‐125.6%), whereas the proportion of SYCP3^+^ spermatocytes was 83.58% (73.29%‐90.10%), and the proportion of H1t^+^ spermatocytes was 14.02% (8.84%‐19.90%) (Figure S7E–G, Supporting Information). Third, because the number of germ cells at the time of initial organoid reconstitution is based on the physiological proportion of testicular spermatogonia at day 6 in vivo, we next explored the effects of increasing the proportion of spermatogonia in organoids on subsequent differentiation and maintenance (Figure S8, Supporting Information). We sorted undifferentiated spermatogonia from mouse pup testes using an anti‐CD90.2 antibody^[^ ^33^ ^]^ (also known as Thy‐1) and compared testicular single‐cell suspensions with different spermatogonial ratios (Thy‐1^+^ cells/Thy‐1^−^ cells = 1:10, 1:30, and 1:90) to reconstitute TOs. After 21 days of culture, TOs produced with the three ratios could form tubular structures (Figure S8A, Supporting Information), but the ratio of germ cells to Sertoli cells in the 1:30 group was significantly greater than that in the 1:10 group (Figure S8B,D, Supporting Information). In particular, the proportion of H1t and TRA98 double‐positive cells in the 1:30 group was approximately 15.67% (10.00%‐22.82%), which was significantly greater than that in the 1:10 group (7.77% (2.03%‐14.12%)) and the 1:90 group (7.35% (2.54%‐16.50%)) (Figure S8C,E, Supporting Information).

Although an optimal system for 3D culture of testicular tubules in vitro is currently lacking, one study suggested that, compared with submerged culture (SM), air‒liquid interface (AL) culture is more conducive to the formation of testicular tubules in vitro.^[^ ^34^ ^]^ Therefore, we next compared the effects of the two culture methods on the maintenance and differentiation of germ cells in TOs (**Figure** **6**A). After 14 days of in vitro culture of TOs reconstructed from single cells from 6‐day‐old mouse testes, both culture conditions resulted in cell reorganization and tubular structure formation (Figure 6B), and the TO morphology of the SM group seemed more compact than that of the AL group. Next, quantitative analysis of the TO area of the two groups revealed that at each time point during the two‐week culture period, the TO area of the SM group was significantly smaller than that of the AL group (Figure 6C).

**Figure 6:**
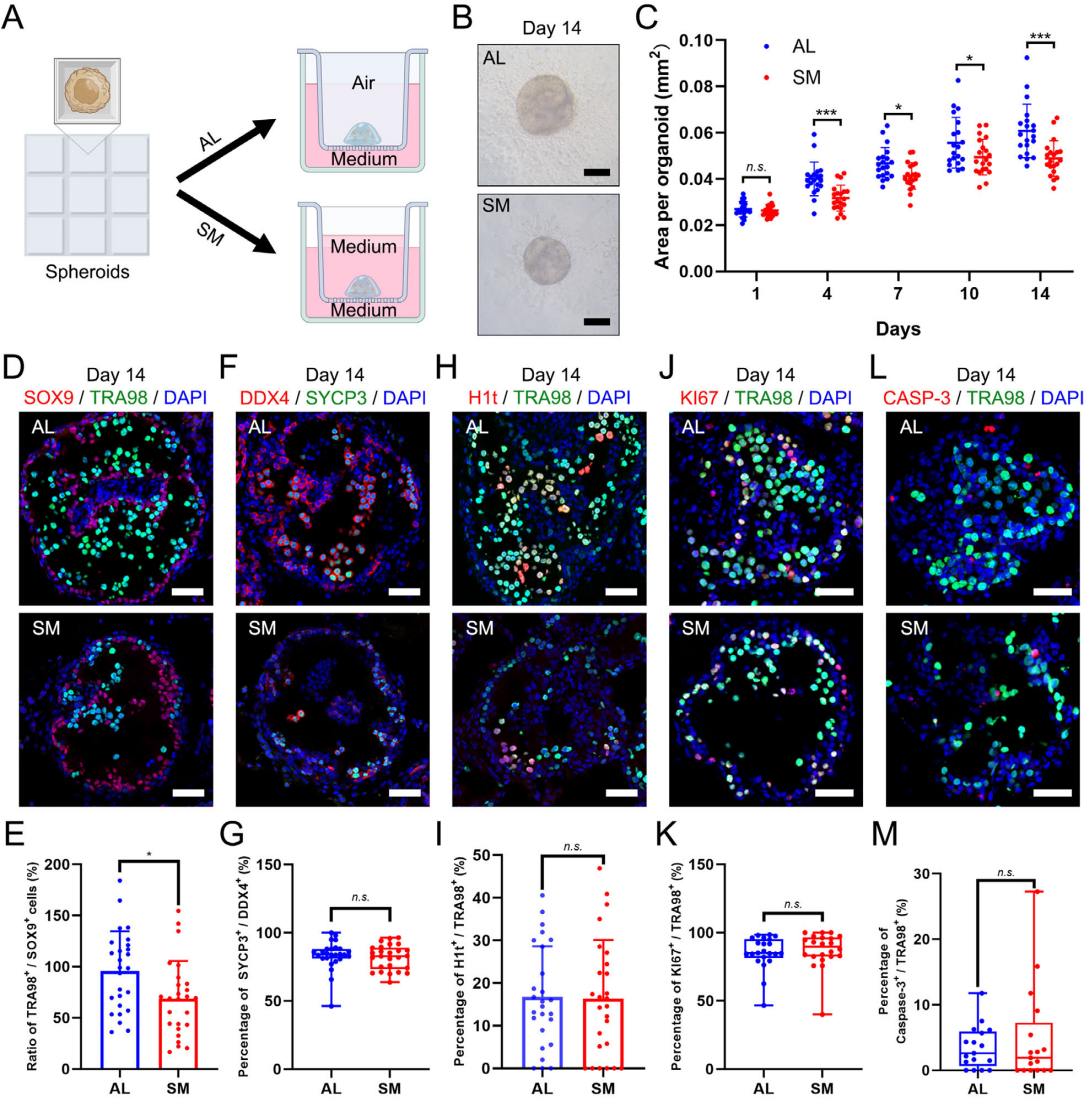
Comparison of testicular organoid (TO) development under air‒liquid (AL) and submerged (SM) culture conditions. A) Schematic illustration of the air‒liquid interface (AL) and submerged (SM) culture methods for TOs. B) Representative bright field images of TOs on day 14 of culture, showing the morphology under AL and SM conditions. Scale bar, 100 µm. C) Quantitative analysis of the organoid area (mm^2^) over a 14‐day culture period. The organoid area was measured for both the AL (blue) and SM (red) groups at specified time points. The data are presented as the means ± SDs, with individual data points shown (n = 20 organoids per group from three independent experiments). Statistical significance was determined by unpaired Student's *t*‐test. *n.s*.: not significant, * indicates *P* < 0.05, *** indicates *P* < 0.001. D–M) Immunofluorescence (IF) analysis and quantification of key cell populations and cellular processes within testicular organoids on day 14, comparing AL and SM culture conditions. D) Representative IF images showing the colocalization of Sertoli cells (SOX9, red) and germ cells (TRA98, green) within the organoids. E) Quantification of the ratio of TRA98^+^ germ cells to SOX9^+^ Sertoli cells, n = 26. F) Representative IF images demonstrating the presence of meiotic germ cells, which are marked by DDX4 (red) and SYCP3 (green). G) Quantification of the percentage of SYCP3^+^ cells among DDX4^+^ germ cells, n = 26. H) Representative IF images illustrating the presence of mid‒late pachytene spermatocytes stained with H1t (red) and TRA98 (green). I) Quantification of the percentage of H1t^+^ cells among TRA98^+^ germ cells, n = 26. J) Representative IF images assessing cell proliferation using KI67 (red) and TRA98 (green) staining. K) Quantification of the percentage of KI67^+^ cells among TRA98^+^ germ cells, n = 22. L) Representative IF images showing germ cell apoptosis induced by cleaved caspase‐3 (CASP‐3, red) and TRA98 (green). M) Quantification of the percentage of CASP‐3^+^ apoptotic cells among TRA98^+^ germ cells, n = 17. DAPI (blue) was used to stain the nuclei in all IF images. Scale bar, 50 µm. The data are presented as the means ± SDs (E and I) or median with interquartile range (G, K and M). Each dot represents an individual organoid. Statistical significance was determined by unpaired Student's *t*‐test (E and I). For the data sets in which at least one group did not follow a normal distribution (G, K and M), Mann‐Whitney U test was used. *n.s*.: not significant, * indicates *P* < 0.05.

Subsequently, we found that on day 14 of culture in AL and SM, immunofluorescence co‐staining for SOX9 and TRA98 (Figure 6D) revealed that the germ cell maintenance rate in the AL group was significantly better than that in the SM group (95.75% ± 38.89% vs 68.80% ± 36.75%, respectively; Figure 6E). Although SYCP3‐ and H1t‐positive germ cells appeared in both groups (Figure 6F,H, Supporting Information), the proportions of SYCP3‐ and H1t‐positive germ cells did not differ significantly between the two groups (SYCP3‐positive rates were 84.02% (81.14%‐88.14%) and 82.96% (73.43%‐89.05%) in the AL and SM groups, and H1t‐positive rates were 16.79% ± 11.84% and 16.36% ± 13.76%, respectively; Figure 6G,I, Supporting Information). We continued to explore the effects of the two different culture conditions on germ cell proliferation and apoptosis. We performed immunofluorescence analysis of the cell proliferation marker KI67 and the apoptosis marker Caspase‐3 (CASP‐3) (Figure 6J,L, Supporting Information). The quantitative data revealed that there was no significant difference in the proliferation and apoptosis of germ cells between the AL and SM groups (Figure 6K,M, Supporting Information). Collectively, our findings suggest that the appropriate protocol for the maintenance and differentiation of mouse testicular germ cells in vitro via organoid culture involves the preparation of an initial cell number of 4000/spheroid, the use of a ratio of spermatogonia to total testicular cells of ≈1:30 (close to physiological conditions), and culture at the air‒liquid interface after ECM embedding.

### 2.7 Derivation of Haploid Spermatids in Chimeric Mouse TOs

One potential application of TOs is to control and modify the properties of different cell types prior to self‐assembly to explore the feasibility of IVS, but this requires integrating cells from multiple different donors into genetically chimeric TOs (or chimeras). To test this application, we first mated Gt(ROSA)26Sor^tm^ ^4(ACTB‐tdTomato,‐EGFP)Luo^/J transgenic mice (also called ROSA^mT/mG^, Strain#:007576, Jackson Laboratory) with Amh‐Cre (Sertoli cell‐specific Cre recombinase) transgenic mice or Cyp17a1‐Cre (Leydig cell‐specific Cre recombinase) transgenic mice to obtain mice in which testicular Sertoli cells specifically expressed green fluorescent protein (Amh^Cre/+^; tdTomato^+/−^) or testicular Leydig cells specifically expressed green fluorescent protein (Cyp17a1^Cre/+^; tdTomato^+/−^) (**Figure** **7**A–C). Then, green fluorescent Sertoli cells or Leydig cells were obtained from 12‐day‐old transgenic mice by fluorescence‐activated cell sorting (FACS) and mixed into the testicular single‐cell suspensions of 6‐day‐old nontransgenic ICR mice at a ratio of 1:10 for TO construction and culture (Figure 7D–F).

**Figure 7:**
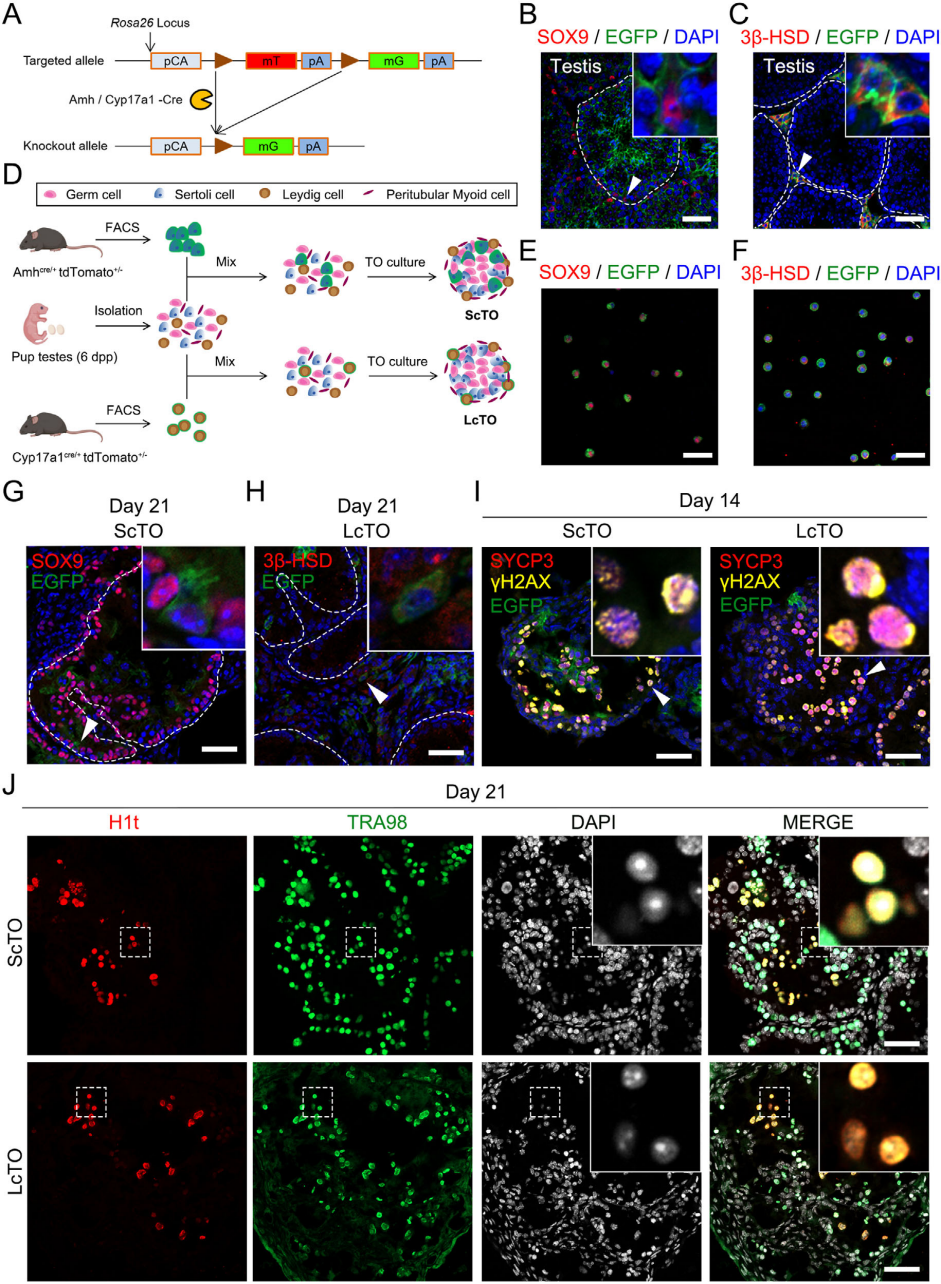
Generation and characterization of chimeric TOs. A) Schematic representation of the gene targeting strategy used to generate a conditional EGFP reporter mouse model. The targeted allele at the Rosa26 locus contains a promoter (pCA), a floxed STOP cassette (mT, encoding red fluorescent protein), and a reporter gene (mG, encoding green fluorescent protein). In the presence of Cre recombinase (Amh‐Cre for Sertoli cells and Cyp17a1‐Cre for Leydig cells) activity, the STOP cassette is excised, resulting in a knockout allele that allows for EGFP expression specifically in cells expressing Cre recombinase. B) Immunofluorescence of mouse (Amh^Cre/+^; tdTomato^+/−^) testis sections showing EGFP autofluorescence (green) in Sertoli cells labeled with SOX9 (red). DAPI (blue) was used to stain the nuclei. Scale bar, 50 µm. C) Immunofluorescence of mouse (Cyp17a1^Cre/+^; tdTomato^+/−^) testis sections showing EGFP autofluorescence (green) in Leydig cells labeled with 3ß‐HSD (red). DAPI (blue) was used to stain the nuclei. Scale bar, 50 µm. D) Schematic diagram of the protocol for generating chimeric TOs by enriching EGFP‐expressing Sertoli cells (ScTO) or Leydig cells (LcTO) by fluorescence‐activated cell sorting (FACS) and then mixing them with unsorted testicular cells. E) Representative images of FACS‐sorted Sertoli cells from mouse (Amh^Cre/+^; tdTomato^+/−^) testes. EGFP (green) and SOX9 (red) indicate the purity of the sorted Sertoli cell population, and DAPI (blue) was used to stain DNA. Scale bar, 50 µm. F) Representative images of FACS‐sorted Leydig cells from mouse (Cyp17a1^Cre/+^; tdTomato^+/−^) testes. EGFP (green) and 3β‐HSD (red) indicate the purity of the sorted Leydig cell population, and DAPI (blue) was used to stain DNA. Scale bar, 50 µm. G) Immunofluorescence staining of ScTOs after 21 days of culture revealed the presence of fluorescent Sertoli cells (EGFP‐positive, green) in chimeric TOs. Scale bar, 50 µm. H) Immunofluorescence staining of LcTOs after 21 days of culture revealed the presence of fluorescent Leydig cells (EGFP‐positive, green) in chimeric TOs. Scale bar, 50 µm. I) Immunofluorescence staining of ScTOs and LcTOs after 14 days of culture revealed the presence of meiotic spermatocytes. SYCP3 (red) and γH2AX (yellow) labeled spermatocytes. DAPI (blue) was used to stain the nuclei. Scale bar, 50 µm. J) Immunofluorescence staining of ScTOs and LcTOs after 21 days of culture revealed the presence of mid‒late pachytene spermatocytes and postmeiotic germ cells. H1t (red) marks mid‒late pachytene spermatocytes and postmeiotic germ cells, and TRA98 (green) marks the germ cells. DAPI (white) was used to stain the nuclei. Scale bar, 50 µm.

Next, we observed chimeric mouse TOs formed by Sertoli cells (ScTO) or Leydig cells (LcTO) derived from different genetic backgrounds (Figure 7D). After 21 days of culture, we observed that green fluorescent and SOX9‐positive Sertoli cells in ScTOs are located in the periphery of the tubular structure (Figure 7G). Similarly, in LcTOs, green fluorescent and 3β‐HSD‐positive Leydig cells were observed in the interstitium between the tubular structure (Figure 7H). Next, we performed SYCP3 and γH2AX immunofluorescence staining on ScTOs and LcTOs cultured for 14 days, and spermatocytes that entered meiosis were found in both types of organoids (Figure 7I). In addition, we performed H1t and TRA98 immunofluorescence staining on ScTOs and LcTOs cultured for 21 days, mid‒late pachytene spermatocytes and haploid spermatids (the nuclei localized with DAPI are clearly haploid round spermatids) that developed from spermatogonia from 6‐day‐old mice were found to be double‐positive for H1t and TRA98 in both organoids (Figure 7J). Together, these results indicate that chimeric mouse TOs derived from the mixing and reconstitution of single‐cell suspensions of germ and somatic cells from different mouse backgrounds can also support germline development into spermatid‐like haploid cells.

## 3 Discussion

In this study, our TOs reconstituted from single‐cell suspensions of 6‐day‐old neonatal mouse testes were able to form ZO‐1‐ and CLDN11‐positive tubular structures and tight junctions. Importantly, germ cells (undifferentiated spermatogonia) in the TOs were able to maintain their existence and continue to differentiate. Moreover, the temporal and spatial order of their in vitro development was similar to that of their in vivo development, and most of the key steps of IVS were completed. Single‐cell sequencing analysis revealed that possible haploid spermatids accounted for at least 2.43% of all germ cells, and this proportion may have been higher in some batches of TOs, as determined by immunofluorescence staining of the acrosome‐specific marker PNA. Notably, although the germ cells in TOs that enter meiosis can develop into spermatocytes in the leptotene, zygotene, pachytene and diplotene stages, complete the core events in meiosis (chromosome synapsis and recombination), and develop into haploid spermatids, in the current culture system, the development rate of germ cells is still much lower than that of somatic cells, especially those with a large number. Overcoming the problem of germ cells being surpassed by somatic cells is still a key step in improving the efficiency of this process. Recent studies in TOs have reported on the key stages of spermatogenesis in vitro, such as meiosis,^[^ ^21^, ^35^ ^]^ whereas a unique advance of our current work is the comparable description of the spatiotemporal dynamics of spermatogenesis in testicular organoids.

Organoids with complex structures and biomimetic tissue functions have always been considered extremely challenging and difficult to control because they need to meet the three defining benchmarks of organoids: self‐assembly, complex internal morphology, and tissue function.^[^ ^36^ ^]^ Similarly, the construction of biomimetic testes with spermatogenic function in vitro remains a challenge, and previous TO‐based IVS studies using testicular cell suspensions have attempted to obtain postmeiotic germ cells but have rarely focused on improving testicular structural reconstruction.^[^ ^37^ ^]^ The success of testicular OC highlights that maintenance of spatial organization is a key factor in IVS.^[^ ^38^ ^]^ However, although a variety of culture methods have been explored to promote testicular structural reconstruction, few methods can reproduce all the main characteristics of the testis,^[^ ^37^, ^39^ ^]^ including tubular structure development; the cell arrangement; the maintenance and differentiation of germ cells; and the establishment and maintenance of the blood‒testis barrier. In recent years, a variety of different culture methods, including the use of scaffold‐free cultures or scaffold‐based cultures, have been attempted in humans, mice, pigs, and rats. However, compared with the research progress on organoids in other tissues, the exploration of TOs has been limited.^[^ ^37^, ^40^ ^]^ The scaffold‐free testicular organoid culture system developed by Yokonishi et al. represents a promising model for IVS.^[^ ^32^ ^]^ In their study, single cells from neonatal mouse testes reorganized into tubular structures in vitro without exogenous ECM support, and although germ cells showed differentiation capacity, their development was reportedly blocked at the pachytene spermatocyte stage.^[^ ^32^ ^]^ In contrast, the TOs constructed in this study seem to have more advantages in terms of germ cell development.

Germ cell development continues throughout the lifespan. Mouse primordial germ cells (PGCs) are induced from the proximal ectoderm at embryonic day 6.25 (E6.25) and undergo sex determination in the mouse gonad in response to somatic cell signals generated at E12.5. Next, XY‐type PGCs can transform into prospermatogonia and gradually re‐enter the cell cycle between 1.5 and 3.5 days after birth, ultimately transforming into a pool of SSCs that support spermatogenesis throughout the lifespan.^[^ ^41^, ^42^ ^]^ It takes ≈19 to 21 days for prospermatogonia and SSCs in the mouse testis (first and subsequent wave of spermatogenesis) to differentiate into haploid spermatids and ≈35 days to finally develop into sperm, whereas spermatogenesis in humans after puberty takes 72–73 days.^[^ ^43^ ^]^ Interestingly, this in vivo process appears to be significantly accelerated in vitro in 2D culture systems. A previous study by Zhou et al. revealed that mouse spermatid‐like cells (SLCs) can be obtained through the stepwise differentiation of ESCs, and the entire process takes ≈22 days;^[^ ^9^ ^]^ another study by Hayashi et al. revealed that epiblast‐like cells (EpiLCs) obtained via the induction of E3.5 blastocyst‐derived ESCs for 3 days or EpiLCs obtained via the induction of iPSCs for 2 days require up to 6 days to differentiate into primordial germ cell‐like cells (PGCLCs) and then can fully recapitulate spermatogenesis similar to that of SSCs through in vivo transplantation.^[^ ^44^ ^]^ On the other hand, IVS attempts using postnatal testes or germ cells have shown inconsistent times for the development of SSCs or undifferentiated spermatogonia into haploid cells in various culture systems (e.g., agarose embedding, organ‐on‐a‐chip, or organoid approaches), ranging from 3 to 7 weeks.^[^ ^21^, ^45^, ^46^, ^47^, ^48^, ^49^ ^]^ In contrast, the organoids in this study required ≈1 week to reconstruct the testicular single cells embedded in the ECM, and the time for each stage of germ cell development in vitro was then comparable to that in vivo, indicating that the intrinsic developmental program of male germ cells can proceed normally even in the absence of microenvironmental conditions with precise regulation of in vivo signals. Nevertheless, it should be noted that the organoids we constructed support the development of haploid spermatids through only the same 4/5 steps as spermiogenesis in vivo, and how to achieve complete all steps of spermiogenesis in organoids remains a difficult problem.

In our pursuit of haploid spermatids generation, we found that Matrigel embedding and air‐liquid interface cultures are crucial for advancing IVS. These two factors synergistically promote meiotic progression. Sakib et al. previously proposed that testicular cells can spontaneously aggregate into spheres after being seeded on microwell plates, but their pattern is flipped; that is, germ cells and supporting cells are located around the basement membrane, whereas interstitial cells and peritubular muscle cells are located in the tubular structure.^[^ ^22^ ^]^ We used the same microsphere formation method but found that the constructed TOs presented an arrangement highly similar to that in vivo ≈1 week after single‐cell reconstitution. We speculate that this significant difference is due to the ECM embedding after sphere formation, and the interaction between testicular cells and the ECM greatly improves their reconstruction efficiency. ECM is widely used in the construction of various tissues and organs because of its good biocompatibility.^[^ ^50^ ^]^ In addition to providing mechanical support for cells, it can also activate a variety of biochemical signals and promote cell reorganization in vitro,^[^ ^51^ ^]^ thereby yielding a 3D structure closer to that in vivo, which is also a prerequisite for reproducing the corresponding tissue function in vitro. However, there is still controversy as to whether the formation of TOs requires a supporting scaffold or ECM components.^[^ ^22^, ^32^, ^39^, ^52^ ^]^ Our results indicate that ECM embedding technology significantly increased the efficiency of germ cell meiosis.

The air‒liquid interface culture method, considered the gold standard for organ culture, originated in the early 20th century and was finalized by Trowell in the late 1950s.^[^ ^53^ ^]^ Despite minor subsequent adjustments, the technique has remained substantially unchanged. The core principle of this culture method is to enhance tissue oxygen accessibility, thereby alleviating tissue degeneration and necrosis. In this study, using a testicular organoid model, we revealed the advantages of air‒liquid interface culture over conventional submerged culture in germ cell maintenance and differentiation. Under submerged culture conditions, a significantly elevated number of germ cells underwent apoptosis, suggesting their susceptibility to hypoxia, consistent with previous findings.^[^ ^54^, ^55^ ^]^ In addition, owing to the lack of a circulatory system, larger organoids inevitably suffer from necrosis caused by hypoxia in the center of the tissue. Previous studies have shown that the integrity of the proper exchange of oxygen and nutrients is optimal when the diameter of the testis fragments in organ culture is 300–400 µm.^[^ ^56^ ^]^ Therefore, we set a series of cell concentration gradients to explore the effect of organoid size on germ cell development. Bright field imaging indicated that reducing organoid size alleviated central degeneration in TOs. However, it is noteworthy that germ cell development in the group with an initial cell density of 1000 cells/spheroid was markedly less robust compared to the group with 4000 cells/spheroid. We speculate that insufficient cell numbers may lead to inadequate endogenous ECM secretion, resulting in a structurally compromised basement membrane that fails to sustain the spermatogenic microenvironment. Regardless, in our study, we speculate that the primary role of the ECM in our system may be to provide a supportive scaffold that promotes tissue maintenance which is essential for cell survival and development.^[^ ^57^ ^]^

To explore the nutritional system required for IVS in organoids, we used MEMα + 10% KSR or MEMα + AlbuMAX (40 mg mL^−1^) according to the testicular OC method reported by Sato et al.^[^ ^14^ ^]^ (Tables S1 and S2, Supporting Information), and both culture media were able to achieve OC‐derived IVS and produce elongated spermatids at approximately day 28 of culture. However, when we applied these two culture media systems for the generation of TOs, neither medium alone could well support the undifferentiated spermatogonia derived from 6‐day‐old testes in undergoing meiosis and developing into haploid spermatids (Figure S2A, Supporting Information). Indeed, previous studies have shown that KSR facilitates the structural reorganization of testicular cells,^[^ ^37^, ^58^ ^]^ and it has thus been used as a primary component in culture medium for TOs. To further improve the composition of the culture medium, we explored various additives to enhance IVS in TO experiments, referring to other reports.^[^ ^9^, ^59^, ^60^ ^]^ We found that the efficiency of meiosis in germ cells within the TOs was significantly enhanced by the addition of a combination of hormones (Follicle‐stimulating hormone and testosterone) and antioxidants (α‐tocopherol, ascorbic acid, and glutathione) (Figure S2A, Supporting Information). Nevertheless, it should be pointed out that the organoids we constructed only support the development of haploid spermtids to the same step‐4/5 as spermiogenesis in vivo. We postulate that this phenomenon could be attributed to the fact that the reconstructed architecture of TOs does not yet fully recapitulate the arrangement of spermatogenic cells in the seminiferous tubules of the testis in vivo. An alternative explanation is the incomplete maturation of the enclosed testicular somatic cells, potentially caused by a suboptimal nutritional support. Interestingly, we found that the addition of AlbuMAX or lysophospholipids to 10% KSR resulted in poor germ cell maintenance. This may be because germ cells are sensitive to direct exposure to these nutrients. Instead, their development should be indirectly promoted through the nourishment of testicular somatic cells, a process that can only occur after the testicular structure has been reorganized. Therefore, to enhance the yield of haploid spermatids and achieve complete IVS, it is essential to explore a culture system utilizing a sequential media formulations. Finally, we acknowledge that functional validation of the in vitro‐derived haploid spermatids, one of the gold standards for verifying gametogenesis,^[^ ^61^ ^]^ has yet to be performed. Nevertheless, we not only detected haploid spermatids through histological and immunofluorescence analyses but also demonstrated the presence of round spermatid‐specific molecular markers within the germ cell population of TOs using single‐cell RNA sequencing. More importantly, chromosomal spreads demonstrated that key meiotic events could occur normally in vitro. Future efforts should concentrate on optimizing culture medium to increase haploid spermatids yield and promote spermiogenesis. Furthermore, we have not yet determined the initial cell types and ratios used for organoid culture in this study. Knowing the initial ratios of each cell type may help us better understand this model and its in vitro development.

In summary, this study established a TO culture system that can produce haploid spermatids. Combined with the rapid development of stem cell manipulation and gene modification technologies, this system will become a tool for studying gene function during spermatogenesis and enabling patients with genetic diseases to obtain healthy sperm.^[^ ^62^ ^]^ This study also provides a potential research platform for drug screening, reproductive toxicity studies and other studies.

## 4 Experimental Section

### Animals

All the mice were housed under specific pathogen‐free conditions and maintained on a 12‐h light/dark cycle with food and water ad libitum. All the experimental procedures were carried out in accordance with the guidelines of the Institutional Animal Care and Use Committee of Nanjing Medical University (Approval number: IACUC‐1911006). All the mouse experiments were conducted with 6‐day postpartum (dpp) ICR mice, except for the generation of chimeric TOs.

The chimeric TOs experiments were performed additionally using Gt(ROSA)26Sor^tm^ ^4(ACTB‐tdTomato,‐EGFP)LUO^/J transgenic mice (007576, The Jackson Laboratory), a double‐fluorescent Cre reporter mouse that expresses membrane‐targeted tdTomato (mT) prior to Cre‐mediated excision and membrane‐targeted green fluorescent protein (mG) after excision.^[^ ^63^ ^]^ To achieve cell‐specific expression of mG, Gt(ROSA)26Sor^tm^ ^4(ACTB‐tdTomato,‐EGFP)LUO^/J transgenic mice were crossed with Amh‐Cre and Cyp17a1‐Cre (C001049, Cyagen) transgenic mice. The Amh‐Cre mice were shared by Dr Guo Xuejiang at State Key Laboratory of Reproductive Medicine and Offspring Health, Nanjing Medical University.

### Organ Culture

Immature testes were obtained from ICR mice at 5–6 dpp. The testes were subsequently decapsulated and rinsed in ice‐cold HBSS (Gibco, 14175‐095). The testes were divided into fragments ≈1–3 mm in diameter and transferred onto 1.5% agarose gel blocks that had been preequilibrated in culture medium for 24 h. One agarose gel block was placed into each well of a 12‐well plate and loaded with 1–3 tissue fragments. The culture medium was MEMα (Gibco, 12561‐049) supplemented with 10% KSR (Gibco, 10828‐028) or 40 mg mL^−1^ AlbuMax I (Gibco, 11020021). Approximately 0.5 mL of culture medium was added to each well of a 12‐well plate and incubated at 34 °C. The culture medium was replaced once a week (see Tables S1 and S2, Supporting Information for specific culture media and components).

### Isolation of Testicular Cells

Testes from 5–6 dpp ICR mice were collected and then subjected to a two‐step enzymatic hydrolysis according to previous methods and procedures.^[^ ^33^, ^64^ ^]^ Briefly, testis tissues were placed in MEMα (Gibco, 12561‐049) containing 1 mg mL^−1^ collagenase I (Sigma, C5138) and 5 µg mL^−1^ deoxyribonuclease I (Sigma, DN25), gently triturated 50 times and incubated for 8 min at 37 °C. Then, hyaluronidase (Sigma, H3506) was added to a final concentration of 1 mg mL^−1^, and the cell suspensions were triturated and incubated for another 10 min at 37 °C. The reaction was stopped by adding fetal bovine serum (Gibco, 10099–141) to a final concentration of 10%. The cells were filtered through a membrane with a pore size of 40 µm (JET Biofil, CSS013040). The cells were subsequently centrifuged at 600 × g for 5 min to pellet the cells and resuspended in SSC culture medium^[^ ^33^ ^]^ (MEMα (Gibco, 12561‐049), 1% penicillin/streptomycin (Gibco, 15140‐122), 0.2% bovine serum albumin (Sigma, A3803), 10 µg mL^−1^ Transferrin (Sigma, T1283), 3 × 10^−8^ M sodium selenite (Sigma, 481815), 2 mM GlutaMAX (Gibco, 35050–061), 50 µM 2‐mercaptoethanol (Sigma, M7522), 5 µg mL^−1^ insulin (Sigma, I5500), 10 mM HEPES (Sigma, H0887), and 60 µM putrescine (Sigma, P5780)) supplemented with recombinant human glial cell line‐derived neurotrophic factor (10 ng mL^−1^, R&D Systems), rat recombinant GFRα1/Fc (150 ng mL^−1^, R&D Systems) and chimeric human recombinant bFGF (1 ng mL^−1^, Corning).

### Generation of TOs

The microwells (Shenzhen Xirui Biotech Inc., CAwell600) were placed into a 24‐well plate, prepared per the manufacturer's instructions, and washed three times with 0.5 mL of PBS before cell seeding. A total of 6.0 × 10^6^ (20000 cells/organoid), 1.2 × 10^6^ (4000 cells/organoid), or 3.0 × 10^5^ (1000 cells/organoid) testicular cells in 1 mL of SSC culture medium supplemented with 2% BME (Bio‐Techne Co., 3533) were placed into each well and kept at room temperature after cell seeding for 10 min. The plate was then centrifuged at 600 × g for 5 min at 4 °C. The cells were cultured in microwells at 37 °C and 5% CO_2_ for 24 h to form spheroids. The next day, the spheroids were collected and centrifuged at 200 × g for 2 min. After the supernatant was removed, the spheroids were resuspended in BME diluted 3:1 in ice‐cold MEMα and 1% Pen–Strep, after which they were added dropwise (20 µL per drop) to the apical chamber of a transwell (JET BIOFIL, TCS016012). Each 20 µL drop contained ≈20–30 spheroids. The transwells were incubated in a 37 °C incubator to allow the BME to solidify. After the BME solidified for half an hour, ≈0.5 mL of culture medium was added to the outer chamber of each well of a 12‐well culture plate equipped with an insert and cultured at 34 °C. On day 14, organoids were recovered from the ECM using commercial cell recovery solution (Corning, 354253) according to the manufacturer's instructions. The organoid culture medium consisted of MEMα, 1% (vol/vol) Pen–Strep, 10% KSR (Gibco, 10828‐028), 500 mM L‐ascorbic acid 2‐glucoside (TCI, G0394), 500 mM DL‐alpha‐tocopherol acetate (Merck, T3376), 500 mM reduced L‐glutathione (Merck, G6013), 1 ng mL^−1^ follicle‐stimulating hormone from the human pituitary (Merck, F4021), and 1 µM testosterone (Merck, T037). The culture medium was replaced every 4 days (see Table S3, Supporting Information for specific culture media and components).

### Histological and Immunofluorescence Analyses

The organoids and cultured testicular tissues were placed in Hartman's fixative and fixed for 2 h at room temperature for histological analysis. The fixed samples were embedded in paraffin wax and sectioned at 5 µm. These sections underwent deparaffinization and rehydration treatment and were finally stained with hematoxylin and eosin (H&E). At the end of the culture period, the organoids and cultured testicular tissues were fixed in 4% paraformaldehyde in PBS for 30 min at room temperature, embedded in O.C.T. (SAKURA, 4583) and cut into 7 µm thick sections. The slides were washed with PBS, blocked with blocking solution containing 10% normal donkey serum and 3% BSA in PBS for 40 min at room temperature and incubated with primary antibodies against GATA4 (1:200, Santa Cruz Biotechnology, sc‐1237), 3β‐HSD (1:200, Proteintech, 15516‐1‐AP), α‐SMA (1:200, Proteintech, 14395‐1‐AP), ZO‐1 (1:200, Proteintech, 21773‐1‐AP), Claudin‐11 (1:400; Affinity, AF5364), SOX9 (1:1000, Millipore, AB5535), TRA98 (1:2000, Abcam, ab82527), DDX4 (1:500, Abcam, ab13840), PLZF (1:400, R&D Systems, AF2944), STRA8 (1:200, Abcam, ab308124), c‐KIT (1:200, R&D Systems, AF1356), SYCP3 (1:400, Abcam, ab97672), γH2AX (1:500, Abcam, ab11174), H1t (1:500, ABclonal, A18597), CREM (1:200, Proteintech, 12131‐1‐AP), Caspase‐3 (1:200, Proteintech, 25128‐1‐AP), KI67 (1:1000, Abcam, ab15580), AR (1:200, Abcam, ab133273). After overnight incubation at 4 °C, the slides were washed three times in PBS, followed by incubation with secondary antibodies (Jackson ImmunoResearch) or/and peanut agglutinin (PNA) (1:1000, Vectorlabs, RL‐1072) and DAPI (1:500, Sigma, D9542) for 2 h at room temperature, followed by three washes with PBS. For the background control, normal rabbit IgG, normal goat IgG or normal mouse IgG was used instead of the primary antibody (see Table S5, Supporting Information for primary antibodies information). Images were captured with an LSM‐800 inverted confocal microscope (Zeiss). For BTB function assays, the Evans Blue method was followed.^[^ ^65^ ^]^ Briefly, organoids cultured for 1, 7, 14, or 21 days were exposed to Evans Blue (Sigma. E2129) for 30 min and then imaged immediately (seminiferous tubules from 7‐, 14‐, and 21‐day‐old mice were used as controls).

### Spermatocyte Nuclear Spreading

TOs were digested into single‐cell suspensions by two‐step enzymatic dissociation. Chromosomal spread preparations were prepared as previously described.^[^ ^66^ ^]^ The cells were fixed, permeabilized, and blocked as previously described, followed by overnight incubation at 37 °C with primary antibodies (see Table S5, Supporting Information for primary antibodies information). The primary antibodies used were anti‐SYCP3 (1:200, Abcam, ab97672), anti‐γH2AX (1:1000, Abcam, ab11174), anti‐SYCP1 (1:200, Abcam, ab15090), anti‐DMC1 (1:50, Proteintech, 13714‐1‐AP), and anti‐MLH1 (1:50, Proteintech, 11697‐1‐AP). The next day, the slides were washed with TBS‐T (0.1% Triton X‐100) three times and incubated with the corresponding secondary antibodies (Jackson ImmunoResearch) and DAPI. The images were captured with an LSM‐800 inverted confocal microscope (Zeiss).

### Magnetic‐Activated Cell Sorting (MACS)‐Mediated Germ Cell Enrichment

Thy‐1^+^ germ cells were captured from the total testicular cell suspensions using CD 90.2 microbeads (Miltenyi Biotec, 130‐121‐278) for MACS in accordance with the manufacturer's instructions. Briefly, the single‐cell suspension was centrifuged at 600 × g for 5 min and resuspended in 200 µL of PBS‐S (Dulbecco's PBS (Gibco, 14190250) supplemented with 1% FBS (Gibco, 10099‒141), 10 mM HEPES (Sigma, H0887), 1 mg mL^−1^ D(+)‐glucose (Sigma, G8270), 1 mM sodium pyruvate (Gibco, 11360070), and 1% penicillin/streptomycin (Gibco, 15140‒122)). Next, 20 µL of CD90.2 microbeads were added per 10^7^ cells at 4 °C for 20 min. The unbound beads were removed by removing the supernatant after centrifugation at 600 × g for 5 min. The cell pellet was then resuspended in 1 mL of PBS‐S and transferred into an MS column prerinsed with PBS‐S. Both the Thy‐1^+^ and Thy‐1^+^‐depleted cell fractions were collected, followed by three washing steps with 500 µL of PBS‐S. Thy‐1^+^ cells were then combined with Thy‐1^+^‐depleted cells at ratios of 1:10, 1:30, and 1:90 to the total cells. These cells were seeded in microwells to produce organoids as previously described.

### Single‐cell Preparation for FACS and scRNA‐seq

Single cells were isolated according to a previous protocol^[^ ^67^ ^]^ with slight modifications. Briefly, decapsulated mouse testes and day 28 TOs were collected and washed twice in HBSS (Gibco, 14175‐095). Testes and TOs were digested in 3 mL of MEMα containing 1 mg mL^−1^ collagenase I (Sigma, C5138) and 5 µg mL^−1^ deoxyribonuclease I (Sigma, DN25), gently triturated 50 times and incubated for 8 min at 37 °C. The dispersed tissue was then centrifuged at 600 × g for 5 min and digested with 0.25% trypsin/EDTA (Gibco, 25200‐072) and deoxyribonuclease I (Sigma, DN25) at 37 °C with gentle agitation for 4 min. The enzymatic reaction was neutralized by the addition of FBS at a final concentration of 10%. The cells were then filtered through a 40 µm filter to remove cell aggregates. Cell viability was examined by a 0.4% trypan blue exclusion assay (Gibco, 15250‐061) in a Neubauer chamber (Neubauer, Blaubrand, Germany). The viability of the cells exceeded 90%, and the aggregation rate was less than 5%. The cell suspension was washed twice with DPBS (calcium‐ and magnesium‐free PBS) and resuspended in DPBS + 0.04% BSA at a cell concentration of 1000 cells/µL.

### scRNA‐seq Library Preparation

During library preparation, individual gel beads and single cells are encapsulated within discrete oil‒water emulsion droplets to form gel beads‐in‐emulsion (GEMs). Each gel bead carries unique molecular identifiers, including a cell barcode sequence, unique molecular identifiers (UMIs), and poly‐dT primer sequences that initiate reverse transcription. In this GEM reaction system, cells subsequently undergo lysis, releasing mRNA molecules that hybridize to the poly‐dT primers. Under the catalysis of reverse transcriptase, first‐strand cDNA synthesis is initiated, generating full‐length cDNA molecules. These cDNA molecules are then amplified and processed for library construction.

### Cell Type Identification on the Basis of Single‐Cell RNA‐seq Data

Cell type identification was performed according to the expression levels of multiple canonical marker genes. Initially, cells are divided into germ cells and somatic cells on the basis of the expression of *Ddx4* (for germ cells) and *Vim* (for somatic cells). For somatic cells, Sertoli cells were characterized by high expression of *Sox9*, *Wt1*, and *Cldn11*. Leydig cells were identified by *Cyp11a1*, *Cyp17a1*, and *Insl3* expression. The macrophages were annotated using *Ptprc*, *Cd68*, and *Cd74*, and the endothelial cells (ECs) were identified by *Vwf* and *Pecam1*. For spermatogenic cells, spermatogonia were labeled with *Zbtb16*, *Stra8*, and *Esx1*; spermatocytes were labeled with *Meiob*, *Piwil1*, and *Cdk1*; and spermatids were labeled with *Tex36*, *Tnp1*, and *Prm1*. This approach allowed accurate classification of cell types on the basis of their distinct gene expression profiles.

### Processing of Single‐Cell RNA‐seq Data

The feature‒barcode matrices for each sample were generated using Cell Ranger (version 7.1.0). The doublet cells were removed from the data using the DoubletFinder package (version 2.0.3). Cells were excluded from further analysis on the basis of the following criteria: fewer than 1000 or more than 5000 detected genes, total RNA counts exceeding 20000, or a percentage of mitochondrial RNA greater than 10%. Only the remaining cells that met these quality control standards were retained for subsequent analyses. Gene expression normalization was performed using the “NormalizeData” function with the parameters “normalization.method = “LogNormalize”, scale.factor = 10000” in the Seurat package (version 4.4.0). Principal component analysis (PCA) was performed using the “RunPCA” function. Batch effect correction was conducted using the Harmony package (version 0.1.1). Then, the results generated by “RunHarmony” were further processed with “FindNeighbors” and “RunUMAP” for cell clustering. The DEGs were identified using the “FindMarkers” function in the Seurat package (version 4.4.0) with the Wilcoxon rank‐sum test. The DEGs were filtered on the basis of adjusted *P* values less than 0.01 and absolute fold changes greater than 2. Additionally, the gene expression difference was required to exceed the first quartile of the ranked average expression levels of all genes. For functional enrichment analysis, the clusterProfiler (version 4.6.2) package was used to perform Gene Ontology (GO) enrichment analysis and KEGG pathway enrichment analysis of the identified DEGs.

### Flow Cytometry

Single‐cell suspensions from 12 dpp transgenic mice (Amh^Cre/+^; tdTomato^+/−^) or (Amh^Cre/+^; tdTomato^+/−^) were obtained as previously described. GFP‐expressing Sertoli/Leydig cells were sorted using a FACSAria Fusion SORP flow cytometer (BD Biosciences) and analyzed using FlowJo software (BD Biosciences, version 8.0.3). To generate chimeric organoids, Sertoli/Leydig cells were mixed with 6 dpp ICR whole testicular cells at a ratio of 1:10 to total cells. These cells were seeded in microwells to produce organoids as previously described.

### RNA Extraction and Quantitative Real‐Time (qRT)‐Polymerase Chain Reaction (PCR)

Total RNA was extracted from TOs and testicular tissue using TRIzol Reagent (Invitrogen) following the manufacturer's protocol. Briefly, dissociated single cells from the organoids and testes were homogenized in TRIzol at room temperature for 5 min. Phase separation was achieved by adding trichloromethane, mixing thoroughly, and centrifuging at 12000 × g for 15 min at 4 °C. The upper aqueous phase containing RNA was transferred to a new tube and mixed with isopropanol to precipitate the RNA. Following centrifugation at 12000 × g for 10 min at 4 °C, the supernatant was discarded. The RNA pellet was washed with 75% ethanol, air‐dried briefly, and resuspended in 30 µL of RNase‐free DEPC‐water before being stored at −80 °C. For gene expression analysis, mRNA was first reverse‐transcribed into cDNA using the PrimeScript RT Master Mix (TAKARA). Subsequently, quantitative PCR (qPCR) was performed with ChamQ SYBR qPCR Master Mix (Vazyme Biotech) on a CFX Connect Real‐Time PCR Detection System (Bio‐Rad) following the manufacturer's instructions. Relative gene expression levels were calculated using the 2^−∆∆Ct^ method, with *Actin* serving as the normalization control. RNA extracted from primary testicular cells from neonatal mice (6 dpp) served as a control. Primer sequences were listed in Table S4 (Supporting Information).

### Statistical Analysis and Image Layout

All single‐cell sequencing experimental results were obtained from organoids collected from two independent batches. Unless otherwise specified, at least three independent replicates were performed for other experiments. All the results obtained are expressed as the means ± SDs or median with interquartile range and *P* < 0.05 was considered to indicate statistical significance, * indicates *P* < 0.05, ** indicates *P* < 0.01, and *** indicates *P* < 0.001. Unpaired t‐tests were used to analyze the differences in normally distributed data compared between 2 groups, and one‐way Analysis of Variance (ANOVA) with Tukey's multiple comparisons test was used in data with ≥3 groups. For data sets in which at least one group did not follow a normal distribution, the Mann‐Whitney U test was used. The software used for data analysis was GraphPad Prism 8 (version 8.0.2), and that used for image layout was Adobe Photoshop 2021 (version 22.0.0). Schematic diagrams were created using BioRender. com.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

J.S. and L.Z. contributed equally to this work. X.W. designed the experiments, J.S., L.Z., Y.L., J.T., and H.Z. performed the experiments. J.S., L.Z., Y.L., T.Z., W.W., and L.L. analyzed the data. J.S., L.Z., and X.W. wrote the manuscript with help from all authors. X.W. and S.B. revised the manuscript. X.W. and S.B. supervised the work. All of the authors reviewed and approved the manuscript.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available on request from the corresponding author. The single‐cell RNA‐seq data from this study have been submitted to the National Center for Biotechnology Information GEO database and GEO number is GSE302023.

# Supplementary material for: Ex Vivo Spatiotemporal Characterization of Spermatogenesis in Mouse Testicular Organoids
**Source:** Adv Sci (Weinh). 2025 Oct 31;13(4):e12670. doi: 10.1002/advs.202512670
**Supplement:** Supplementary file 1 — Supporting Information

***Ex Vivo* Spatiotemporal Characterization of Spermatogenesis in Mouse Testicular Organoids**

Jiachen Sun, Lifa Zhu, Yutong Li, Jinyan Tang, Tao Zhang, Hengjia Zhang, Wanchu Wang, Lufan Li, Shuhui Bian, Xin Wu^*^

**Supplementary Figures**

**
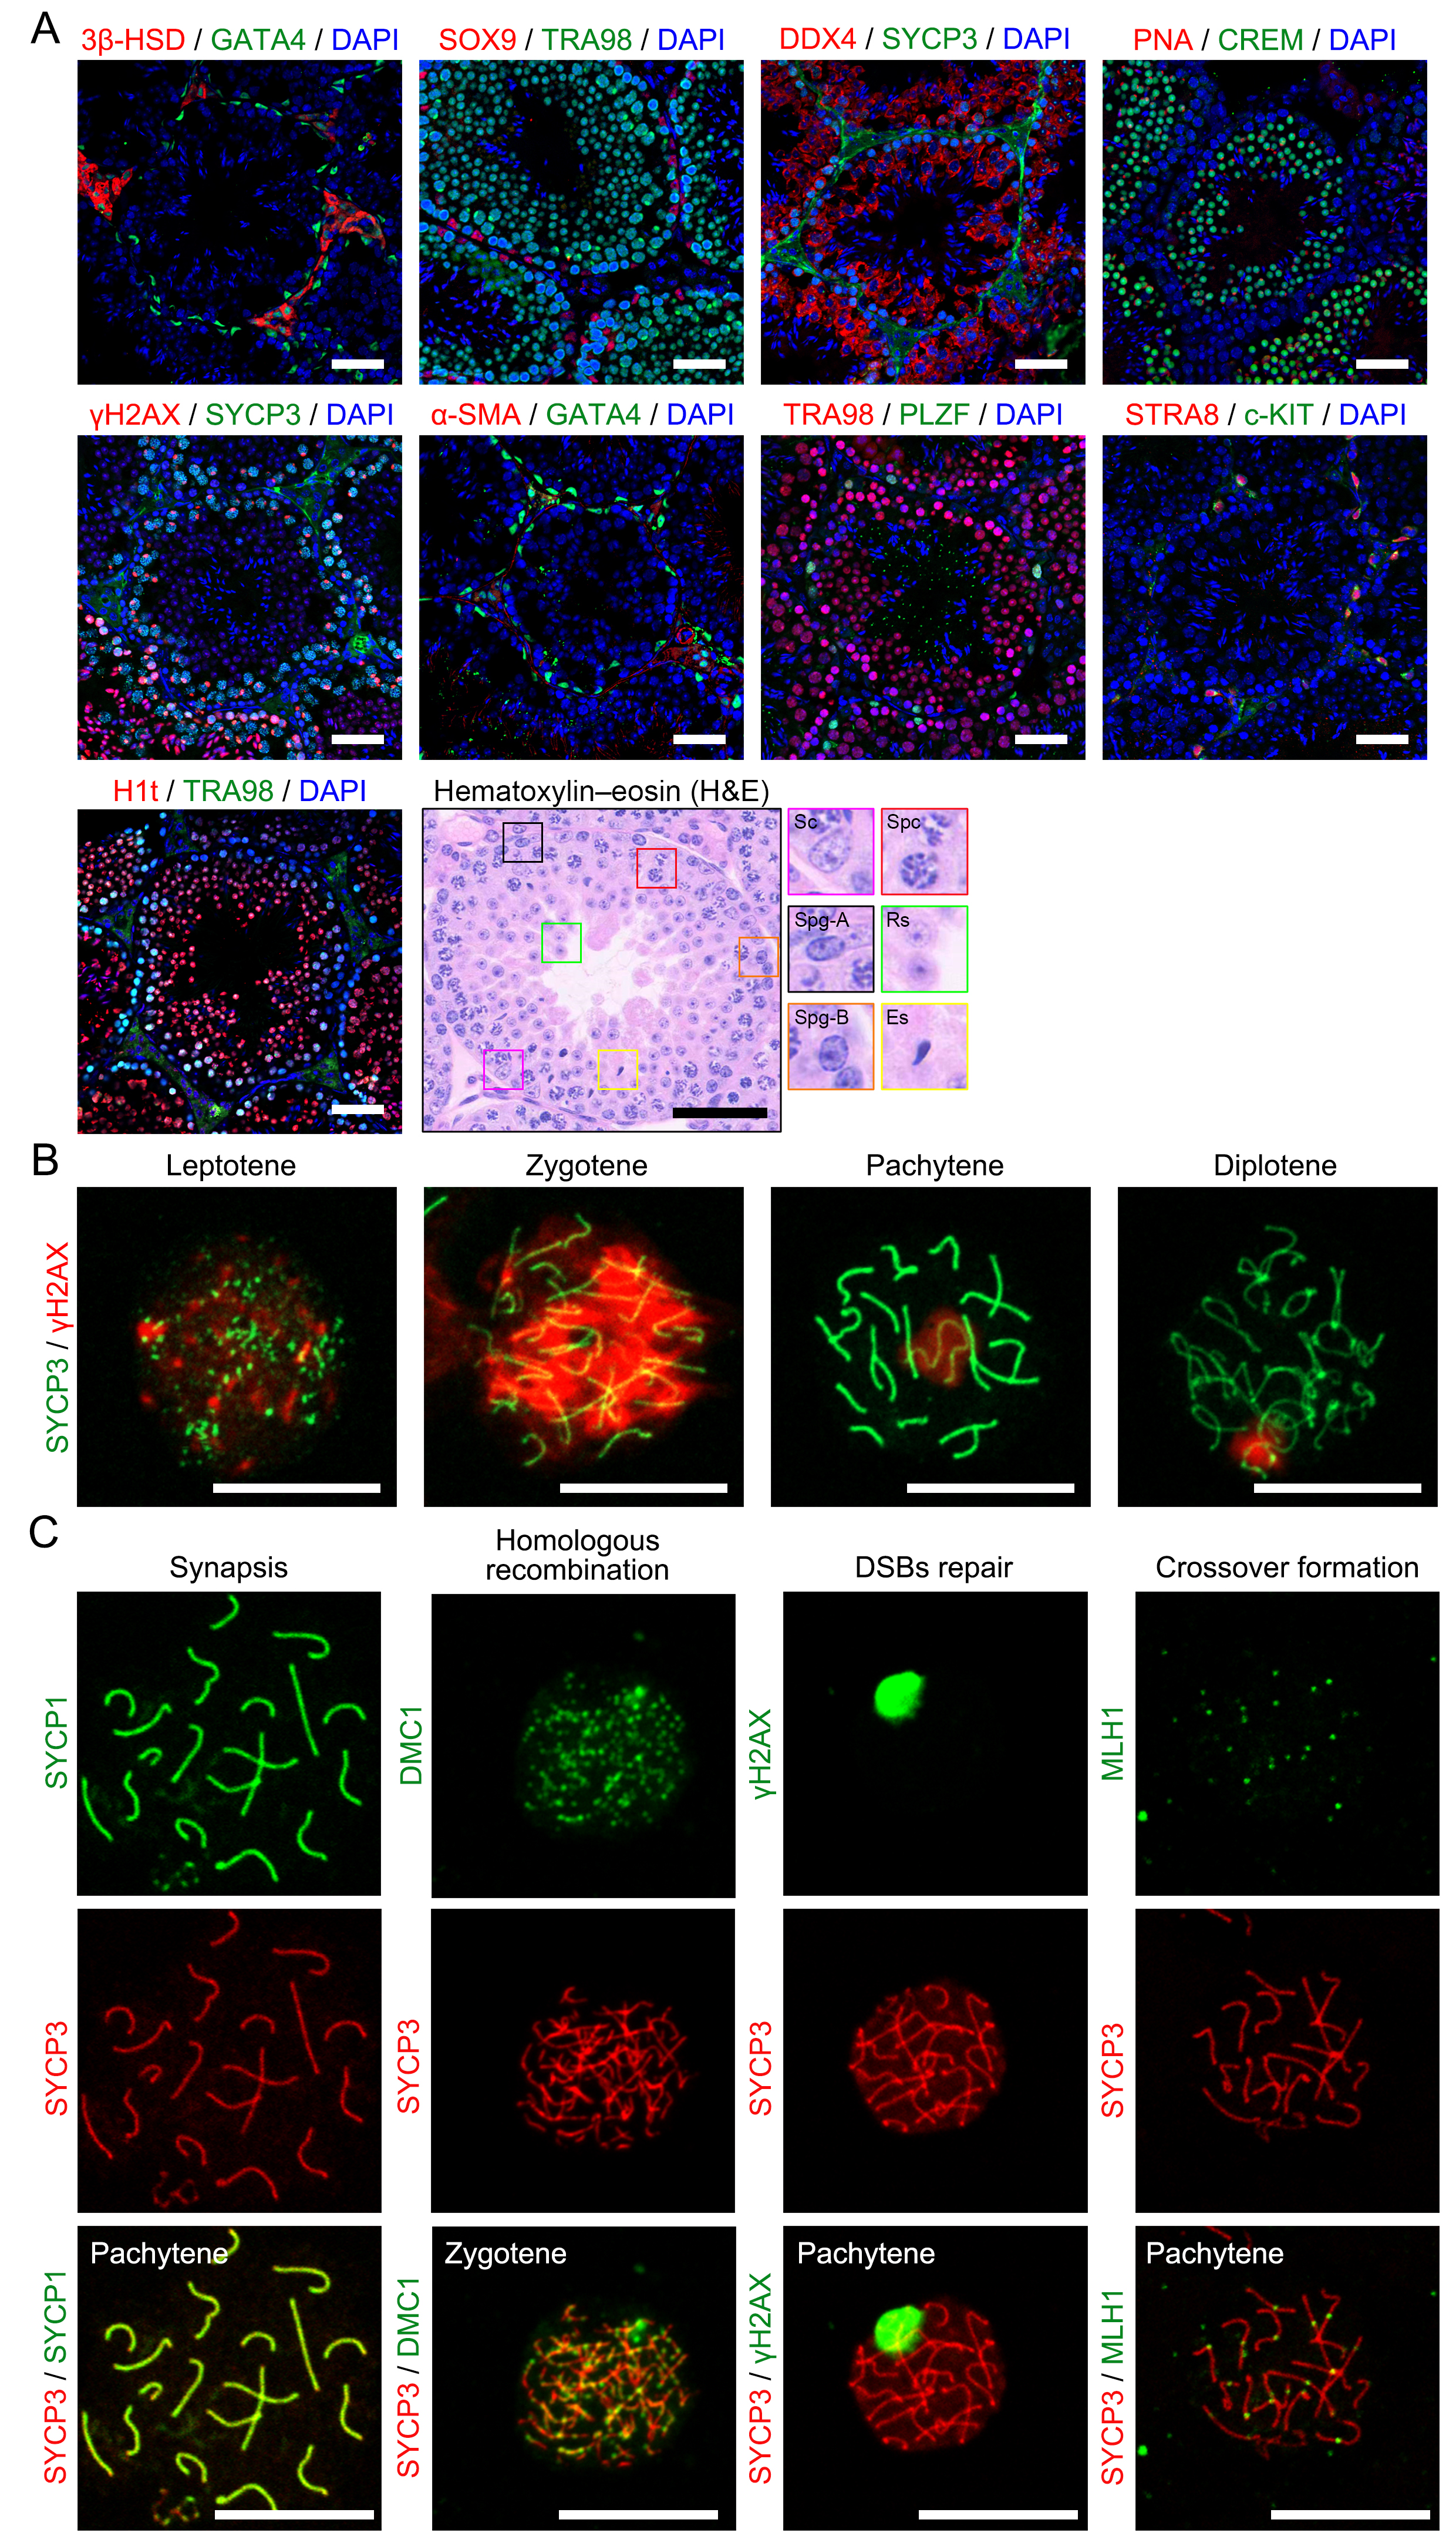
**

**Figure S1. Antibody immunofluorescence and Hematoxylin‒eosin (H&E) staining of mouse testis sections and spermatocyte chromosome spreads.**

(A) Immunofluorescence staining of adult mouse testis sections (day 56) and Hematoxylin‒eosin (H&E) staining of mouse testis section (day 28), Sertoli cells (Sc, purple box), type A spermatogonia (Spg-A, black box), type B spermatogonia (Spg-B, orange box), spermatocytes (Spc, red box), round spermatids (Rs, green box) and elongated spermatids (Es, yellow box) are indicated in the representative organoid sections. Scale bar, 50 µm.

(B) Immunofluorescence staining of SYCP3 (green) and γH2AX (red) in testicular meiotic spermatocytes at different stages of prophase I (leptotene, zygotene, pachytene, and diplotene), showing chromosome distribution patterns and colocalization of the marker proteins. Scale bar, 20 μm.

(C) Immunofluorescence images of chromosome spreads from testicular meiotic spermatocytes (day 21), co-stained for SYCP1 (green), DMC1 (green), γH2AX (green), MLH1 (green), and SYCP3 (red). Scale bar, 20 μm.

**
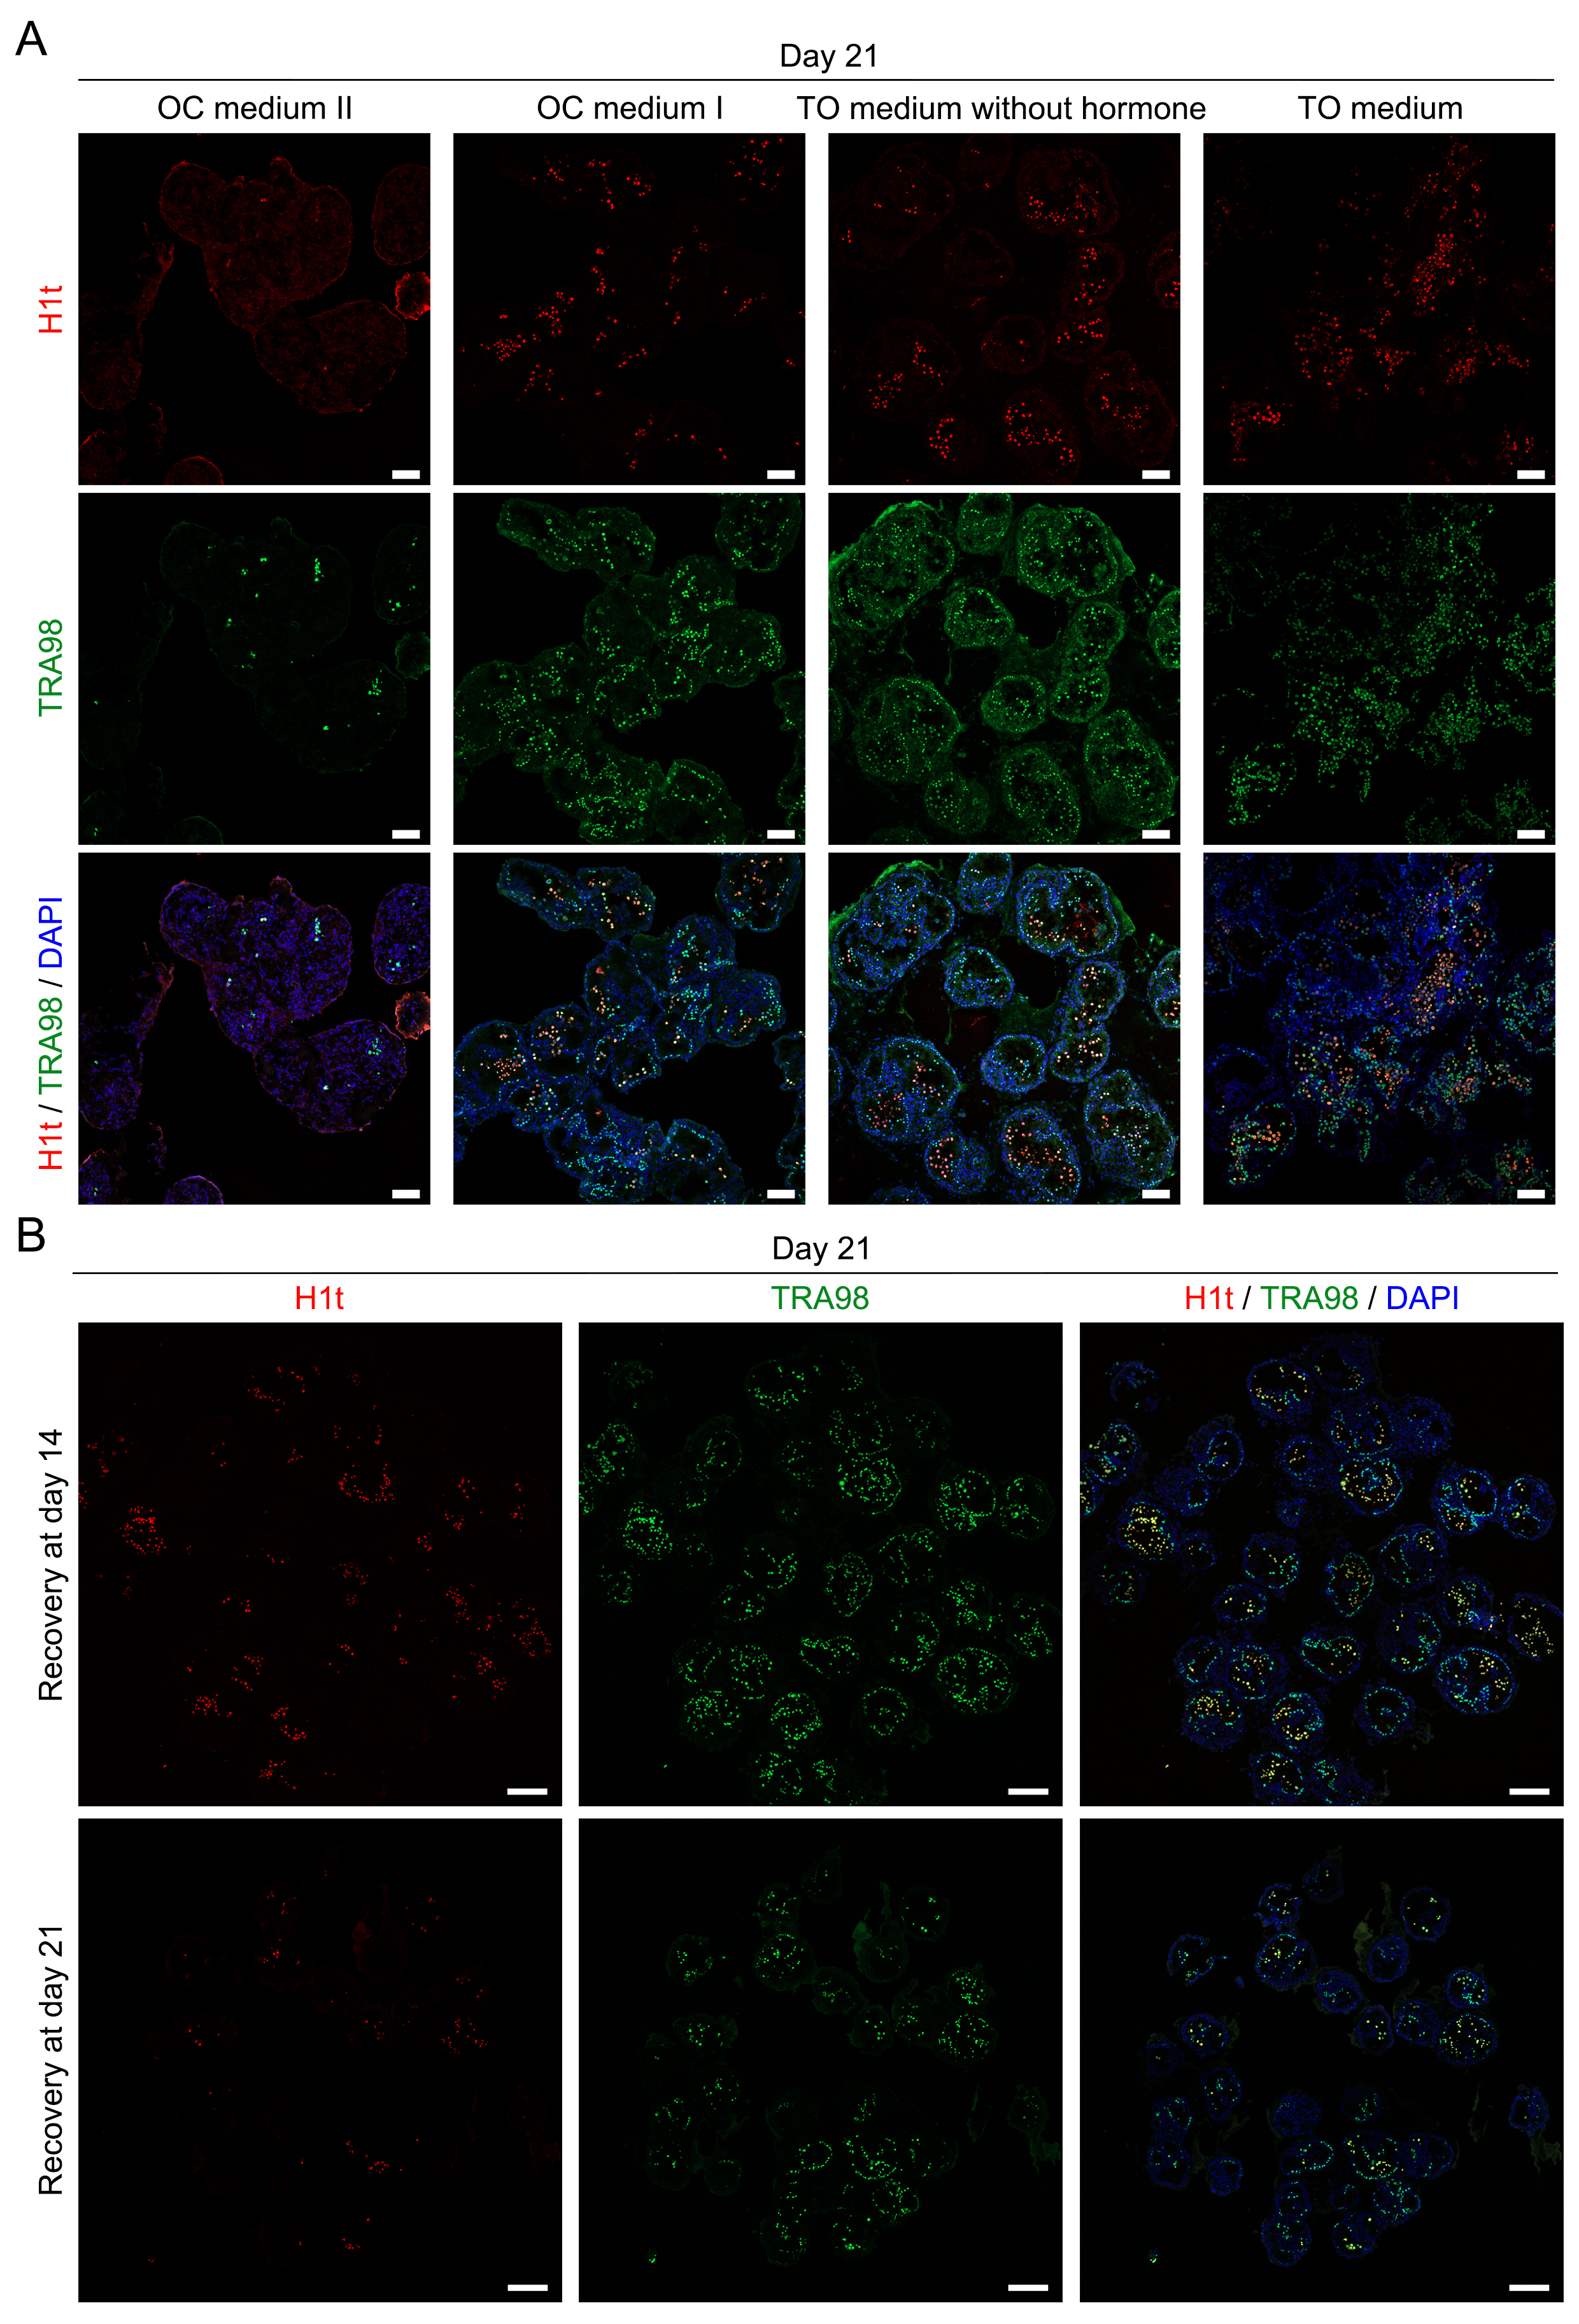
**

**Figure S2. Effects of culture medium components and ECM-removal time points on germ cell development in testicular organoids.**

1. From top to bottom, H1t (red) labels mid-late pachytene spermatocytes and post-meiotic germ cells, while TRA98 (green) labels germ cells. DAPI (blue) is used to stain cell nuclei; and from left to right, OC Medium II, OC Medium I, and TO Medium without hormones, compared to TO Medium supplemented with hormones and antioxidants. The tables in the Supplementary Information (Tables S1–S3) show the differences between the various media components. Scale bar, 100 µm.
2. Immunostaining of testicular organoids removed from the ECM on day 21 (bottom) reveals a significant loss of germ cells compared to testicular organoids removed from the ECM on day 14 (top). H1t (red) labels mid- to late-pachytene spermatocytes and post-meiotic germ cells, while TRA98 (green) labels germ cells. DAPI (blue) was used to stain nuclei. Scale bar, 200 µm.

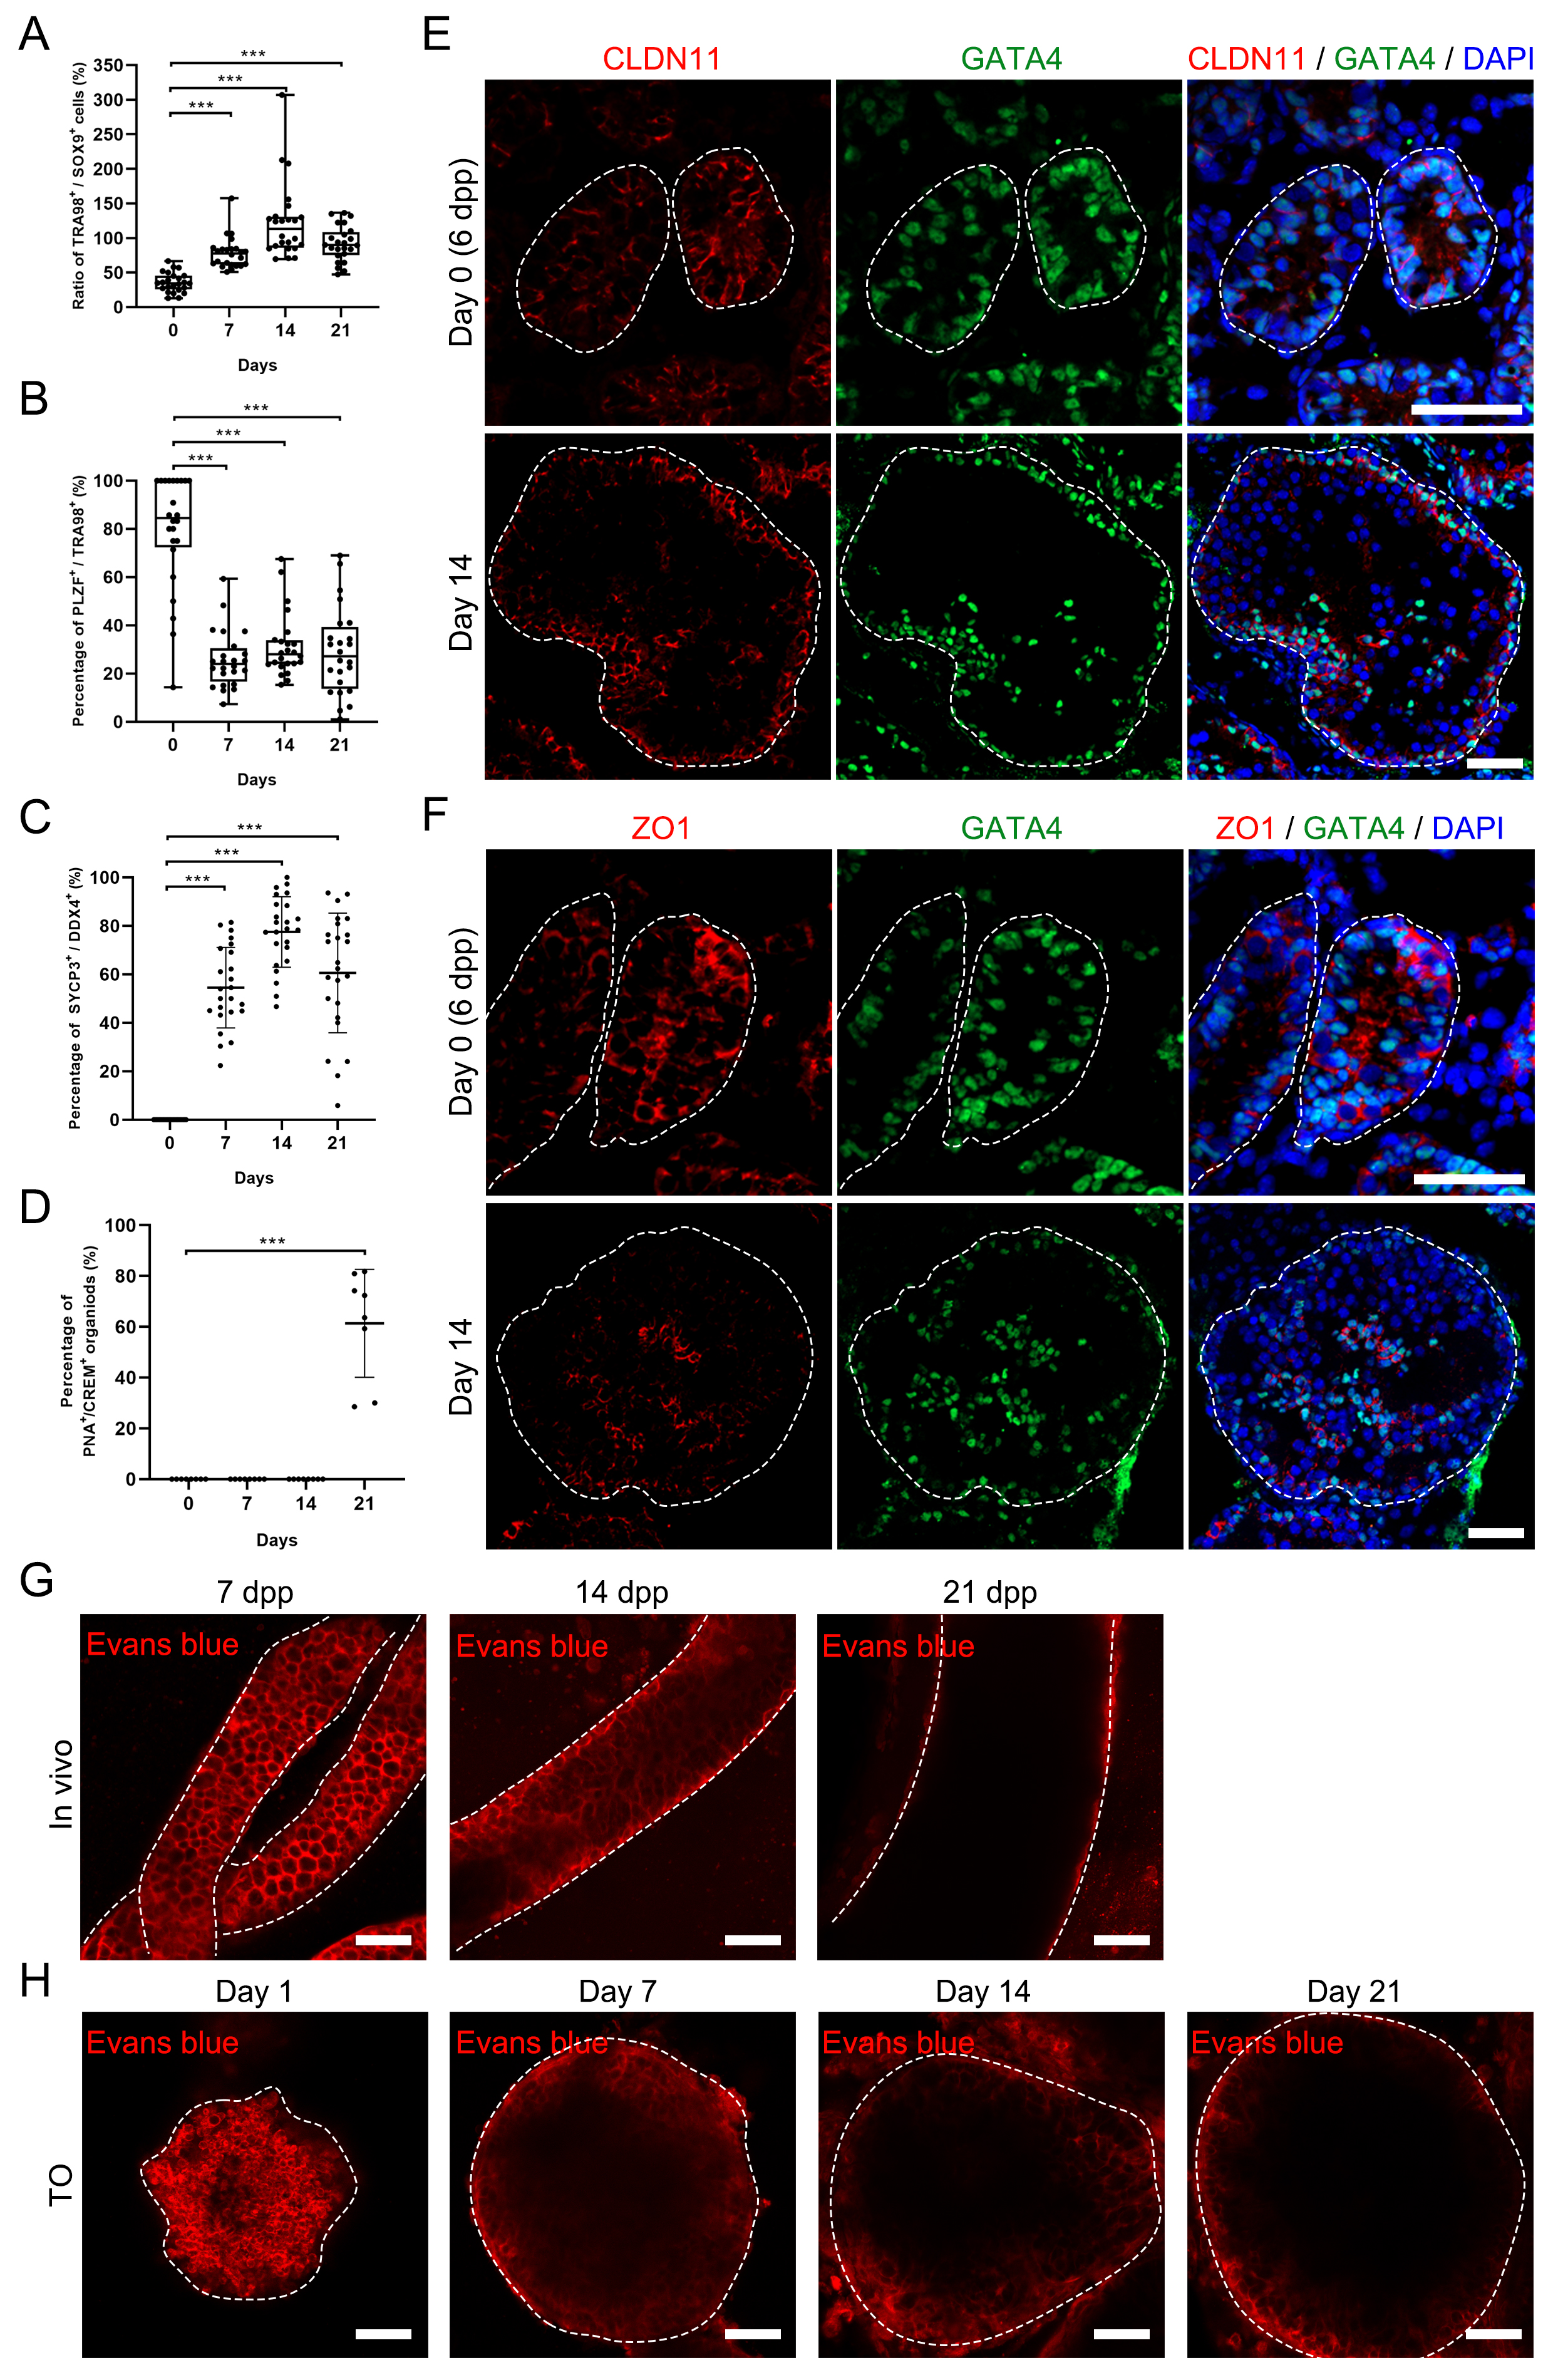

**Figure S3. Germ cell development and blood‒testis barrier formation in TOs.**

(A–D) Quantification of cell populations in TOs at the indicated time points (days 0, 7, 14 and 21). Ratio of TRA98^+^ to SOX9^+^ cells, n = 24 (A). Percentage of PLZF⁺ cells within the TRA98⁺germ cell population, n = 24 (B). Percentage of SYCP3⁺ cells within the DDX4⁺ cell population, n = 24 (C). Percentage of tubules containing round spermatids (RS) over 21 days of culture, n = 8 (D). The data are presented as the means ± SDs (C and D) or median with interquartile range (A and B). Each dot represents an individual organoid. Statistical significance was determined by one-way Analysis of Variance (ANOVA) with Tukey’s multiple comparisons test (C and D). For the data sets in which at least one group did not follow a normal distribution (A and B), Mann-Whitney U test was used. *** indicates *P* < 0.001.

(E–F) Representative immunofluorescence images of testicular organoids on day 0 (6 dpp mouse testis) and day 14. Coimmunostaining for CLDN11 (red, tight junction protein) and GATA4 (green, somatic cell marker) revealed the formation of organized seminiferous tubule-like structures with proper cell polarization by day 14 (E). Coimmunostaining for ZO1 (red, tight junction protein) and GATA4 (green) confirmed the establishment of functional blood‒testis barrier components (F). The white dashed lines outline organoid boundaries. Nuclei were counterstained with DAPI (blue). Scale bar, 50 μm.

(G–H) In vivo testicular seminiferous tubules and in vitro testicular organoids were stained with 0.4% Evans blue. The white dashed line outlines the boundary between the seminiferous tubules and organoids. Scale bar, 50 µm.

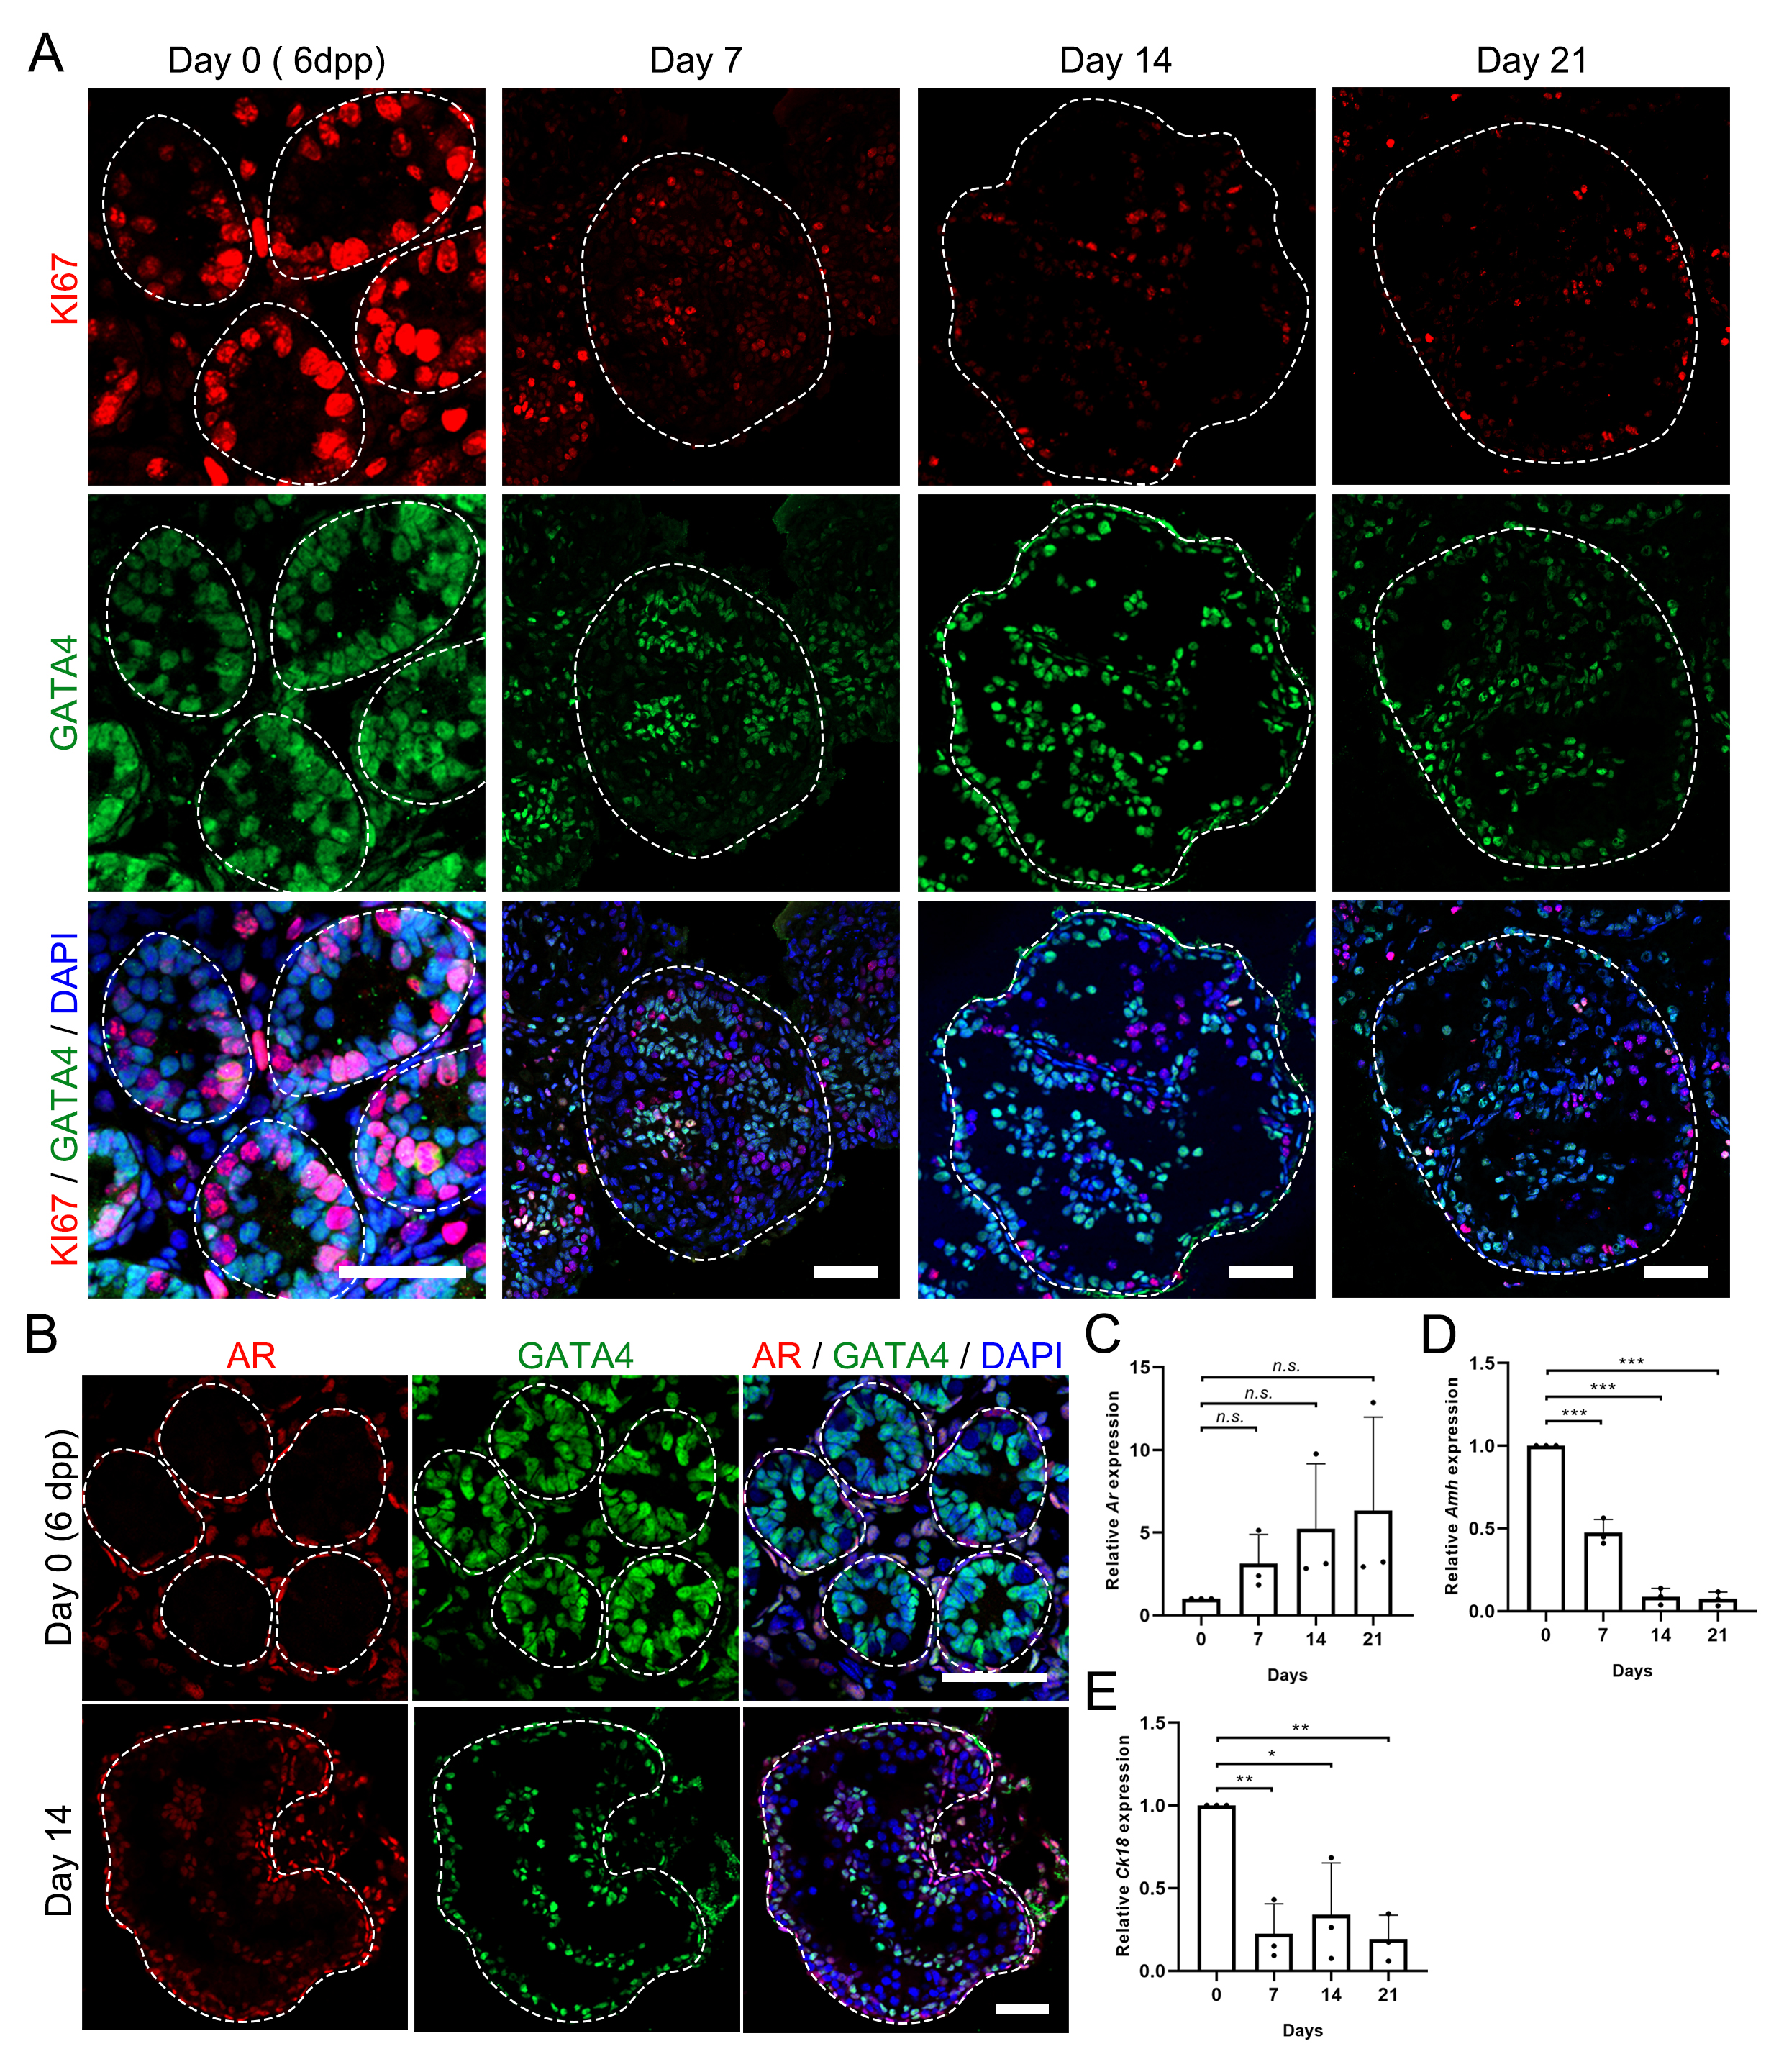

**Figure S4. Characterization of Sertoli cell maturation in vitro.**

1. Immunofluorescence staining of testicular organoids for KI67 (red) and GATA4 (green) on days 0 (6 dpp mouse testis), 7, 14 and 21 of culture. Nuclei were counterstained with DAPI (blue). Scale bar, 50 μm. The dashed white lines indicate the boundaries of the organoids.
2. Immunofluorescence staining of testicular organoids for AR (red) and GATA4 (green) on days 0 (6 dpp mouse testis) and 14 of culture. Nuclei were counterstained with DAPI (blue). Scale bar, 50 μm. The dashed white lines indicate the boundaries of the organoids.

(C–E) qRT‒PCR analysis of *Ar* (C), *Amh* (D), and *Ck18* (E) expression in testicular organoids on days 0, 7, 14, and 21 of culture. Relative gene expression levels were normalized to that of *Actb* (*β-Actin*), which was used as a reference gene. The data are presented as the means ± SDs (biologically independent samples, n=3). Statistical significance was determined by one-way Analysis of Variance (ANOVA) with Tukey’s multiple comparisons test. *n.s.*: not significant, * indicates *P* < 0.05, ** indicates *P* < 0.01, *** indicates *P* < 0.001.

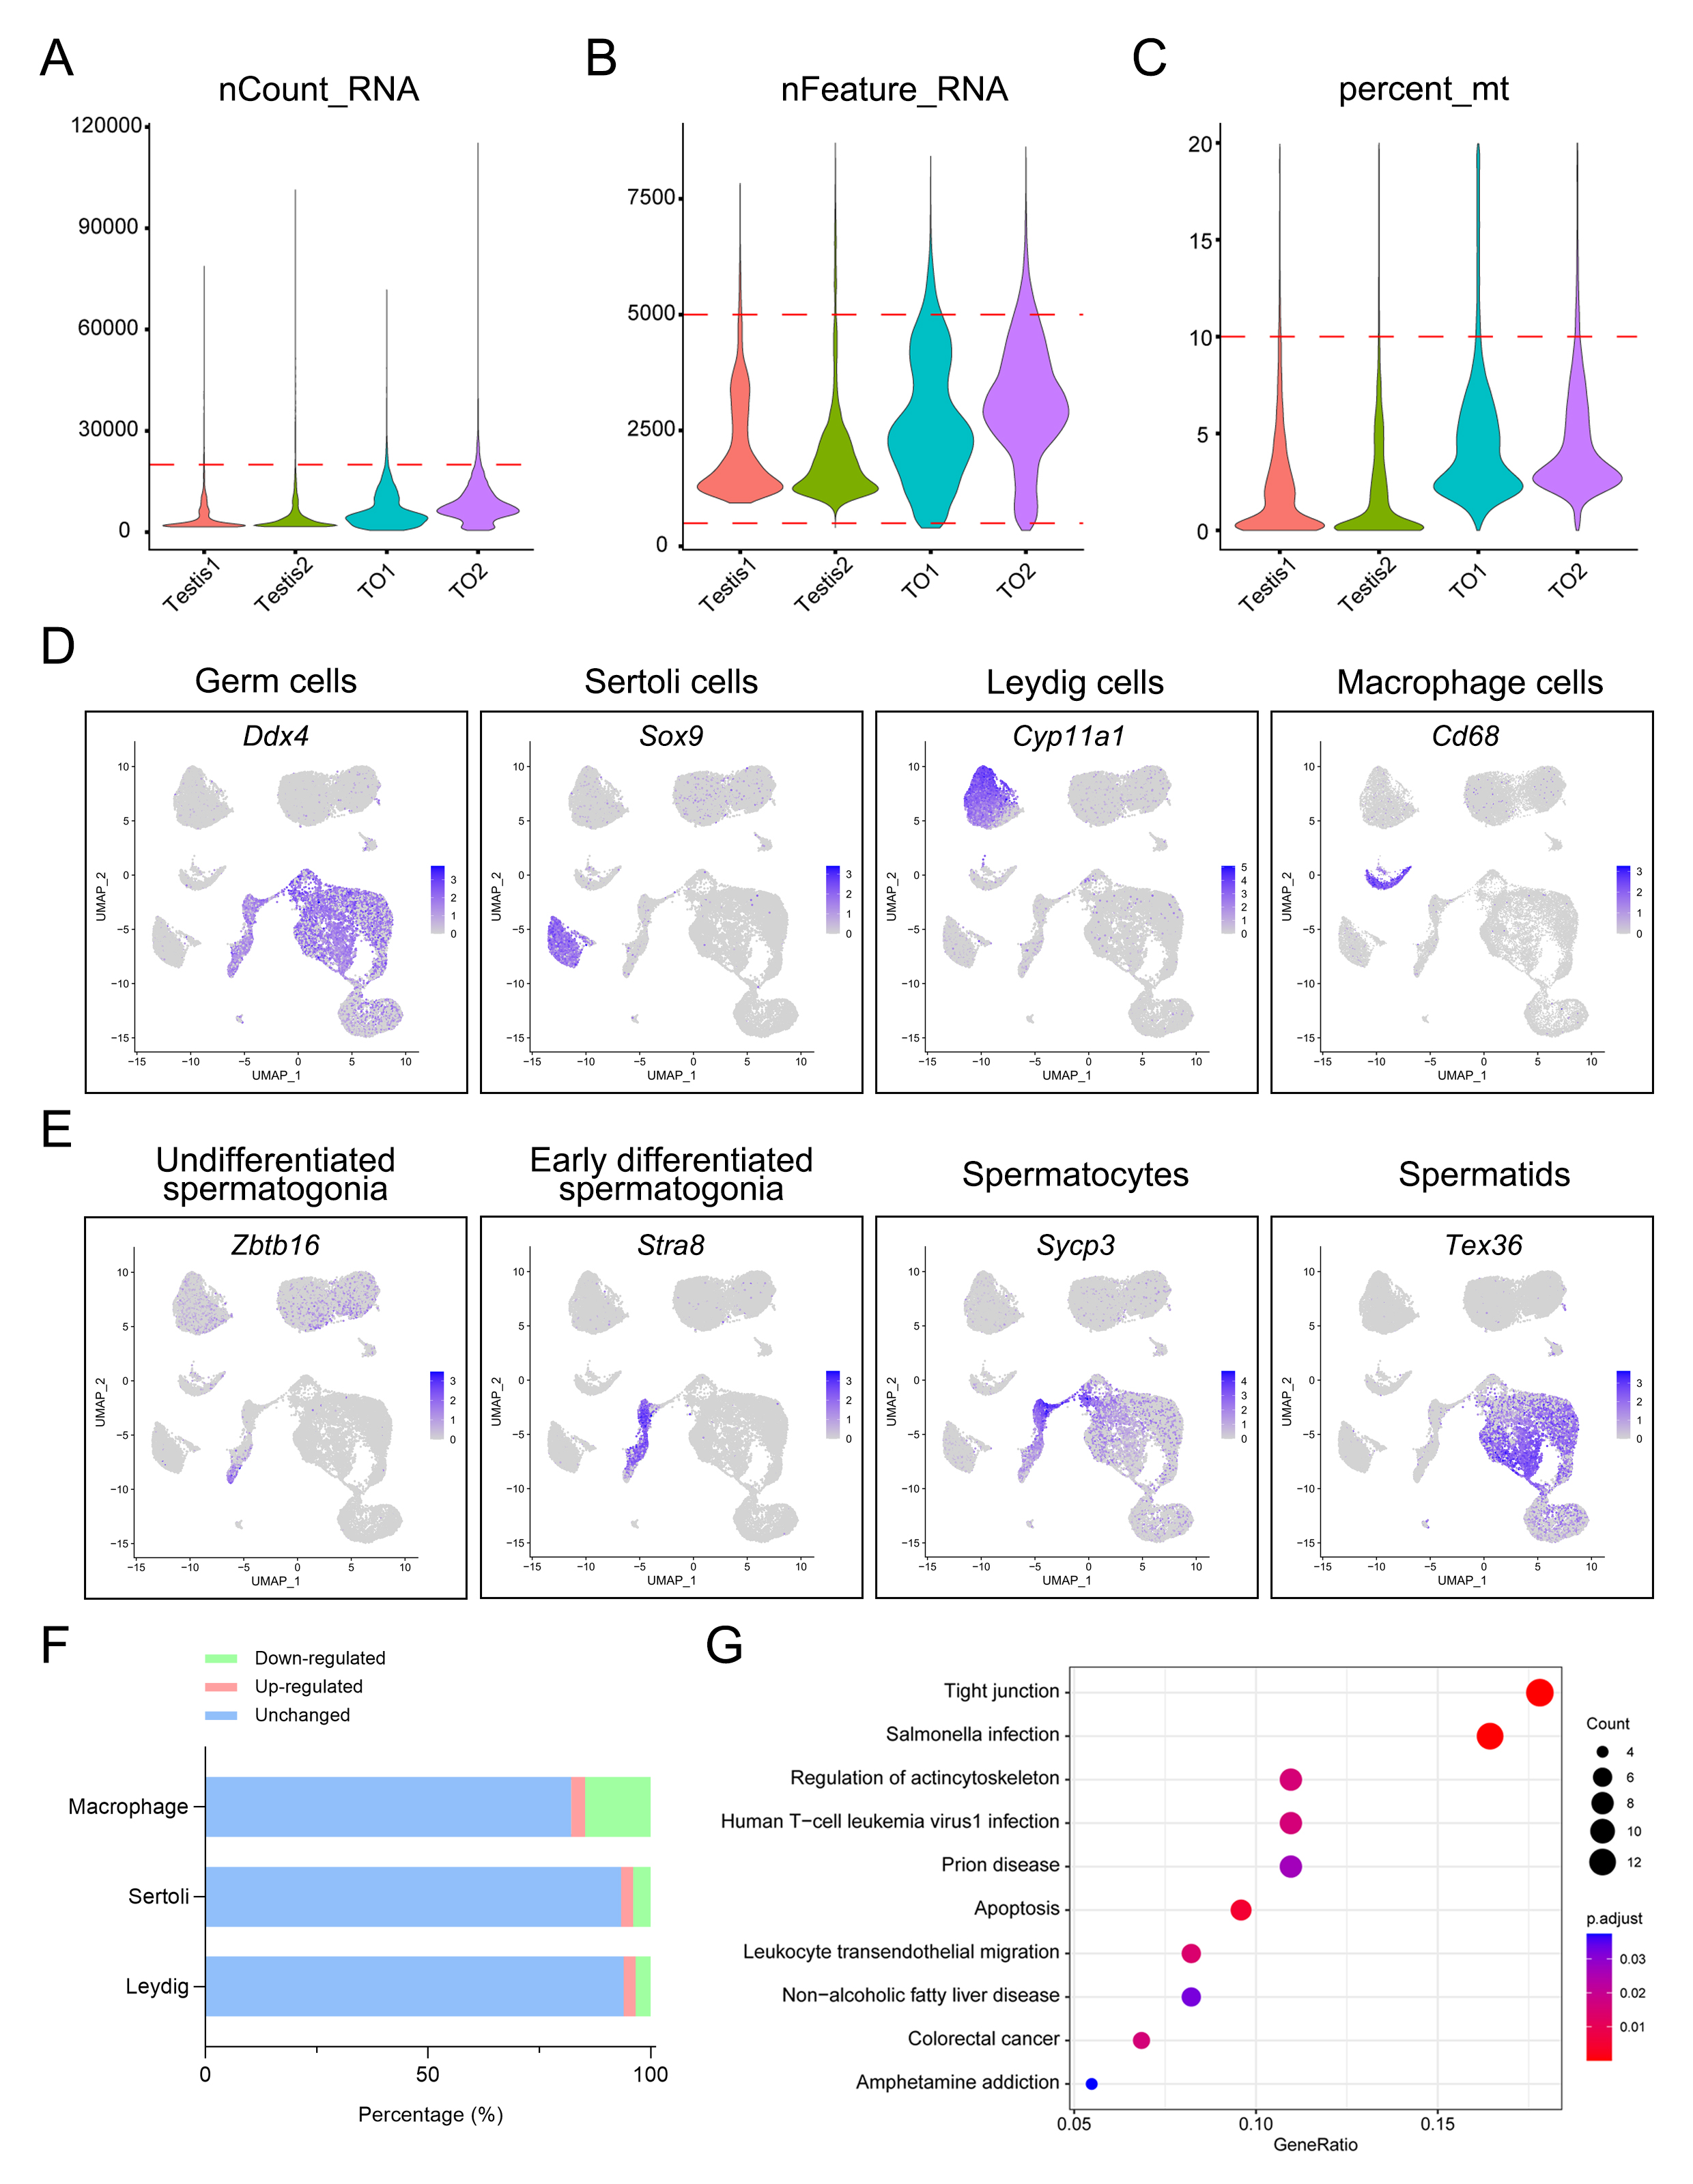

**Figure S5. Single-cell transcriptomic profiling of testis and testicular organoids.**

(A–C) Quality control (QC) metrics for single-cell RNA sequencing. Violin plots displaying (A) the number of unique molecular identifiers (UMIs) (nCounts_RNA), (B) the number of detected features (genes) (nFeature_RNA), and (C) the percentage of mitochondrial reads (percent_mt) per cell across two biological replicates of in vivo testes (Testis1, Testis2) and two TO samples (TO1, TO2). The red dashed lines represent the filtering thresholds used (nCounts_RNA < 20,000; 500 < nFeature_RNA < 5,000; percent_mt < 10%).

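With a minimum of 500 detected genes in place of 1000 and the other limits unchanged, 12.1% and 6.47% of the germ cells of TO replicates 1 and 2 were spermatid-like.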

(D) Uniform manifold approximation and projection (UMAP) plots showing the expression of canonical marker genes for major testicular cell populations: *Ddx4* for germ cells, *Sox9* for Sertoli cells, *Cyp11a1* for Leydig cells, and *Cd68* for macrophage cells. The color intensity was correlated with the normalized gene expression levels.

(E) UMAP plots illustrating the expression of marker genes for distinct stages of germ cell development: *Zbtb16* for undifferentiated spermatogonia, *Stra8* for early differentiated spermatogonia, *Sycp3* for spermatocytes, and *Tex36* for spermatids. The color intensity was correlated with the normalized gene expression levels.

(F) Bar chart depicting the percentage of downregulated (green), upregulated (red), and unchanged (blue) genes in macrophages, Sertoli cells, and Leydig cells from TOs compared with in vivo testes.

(G) Dot plot showing the top enriched KEGG pathways in Sertoli cells for differentially expressed genes between testes and TOs. The dot size represents the number of genes enriched in the pathway, and the dot color represents the adjusted p value.

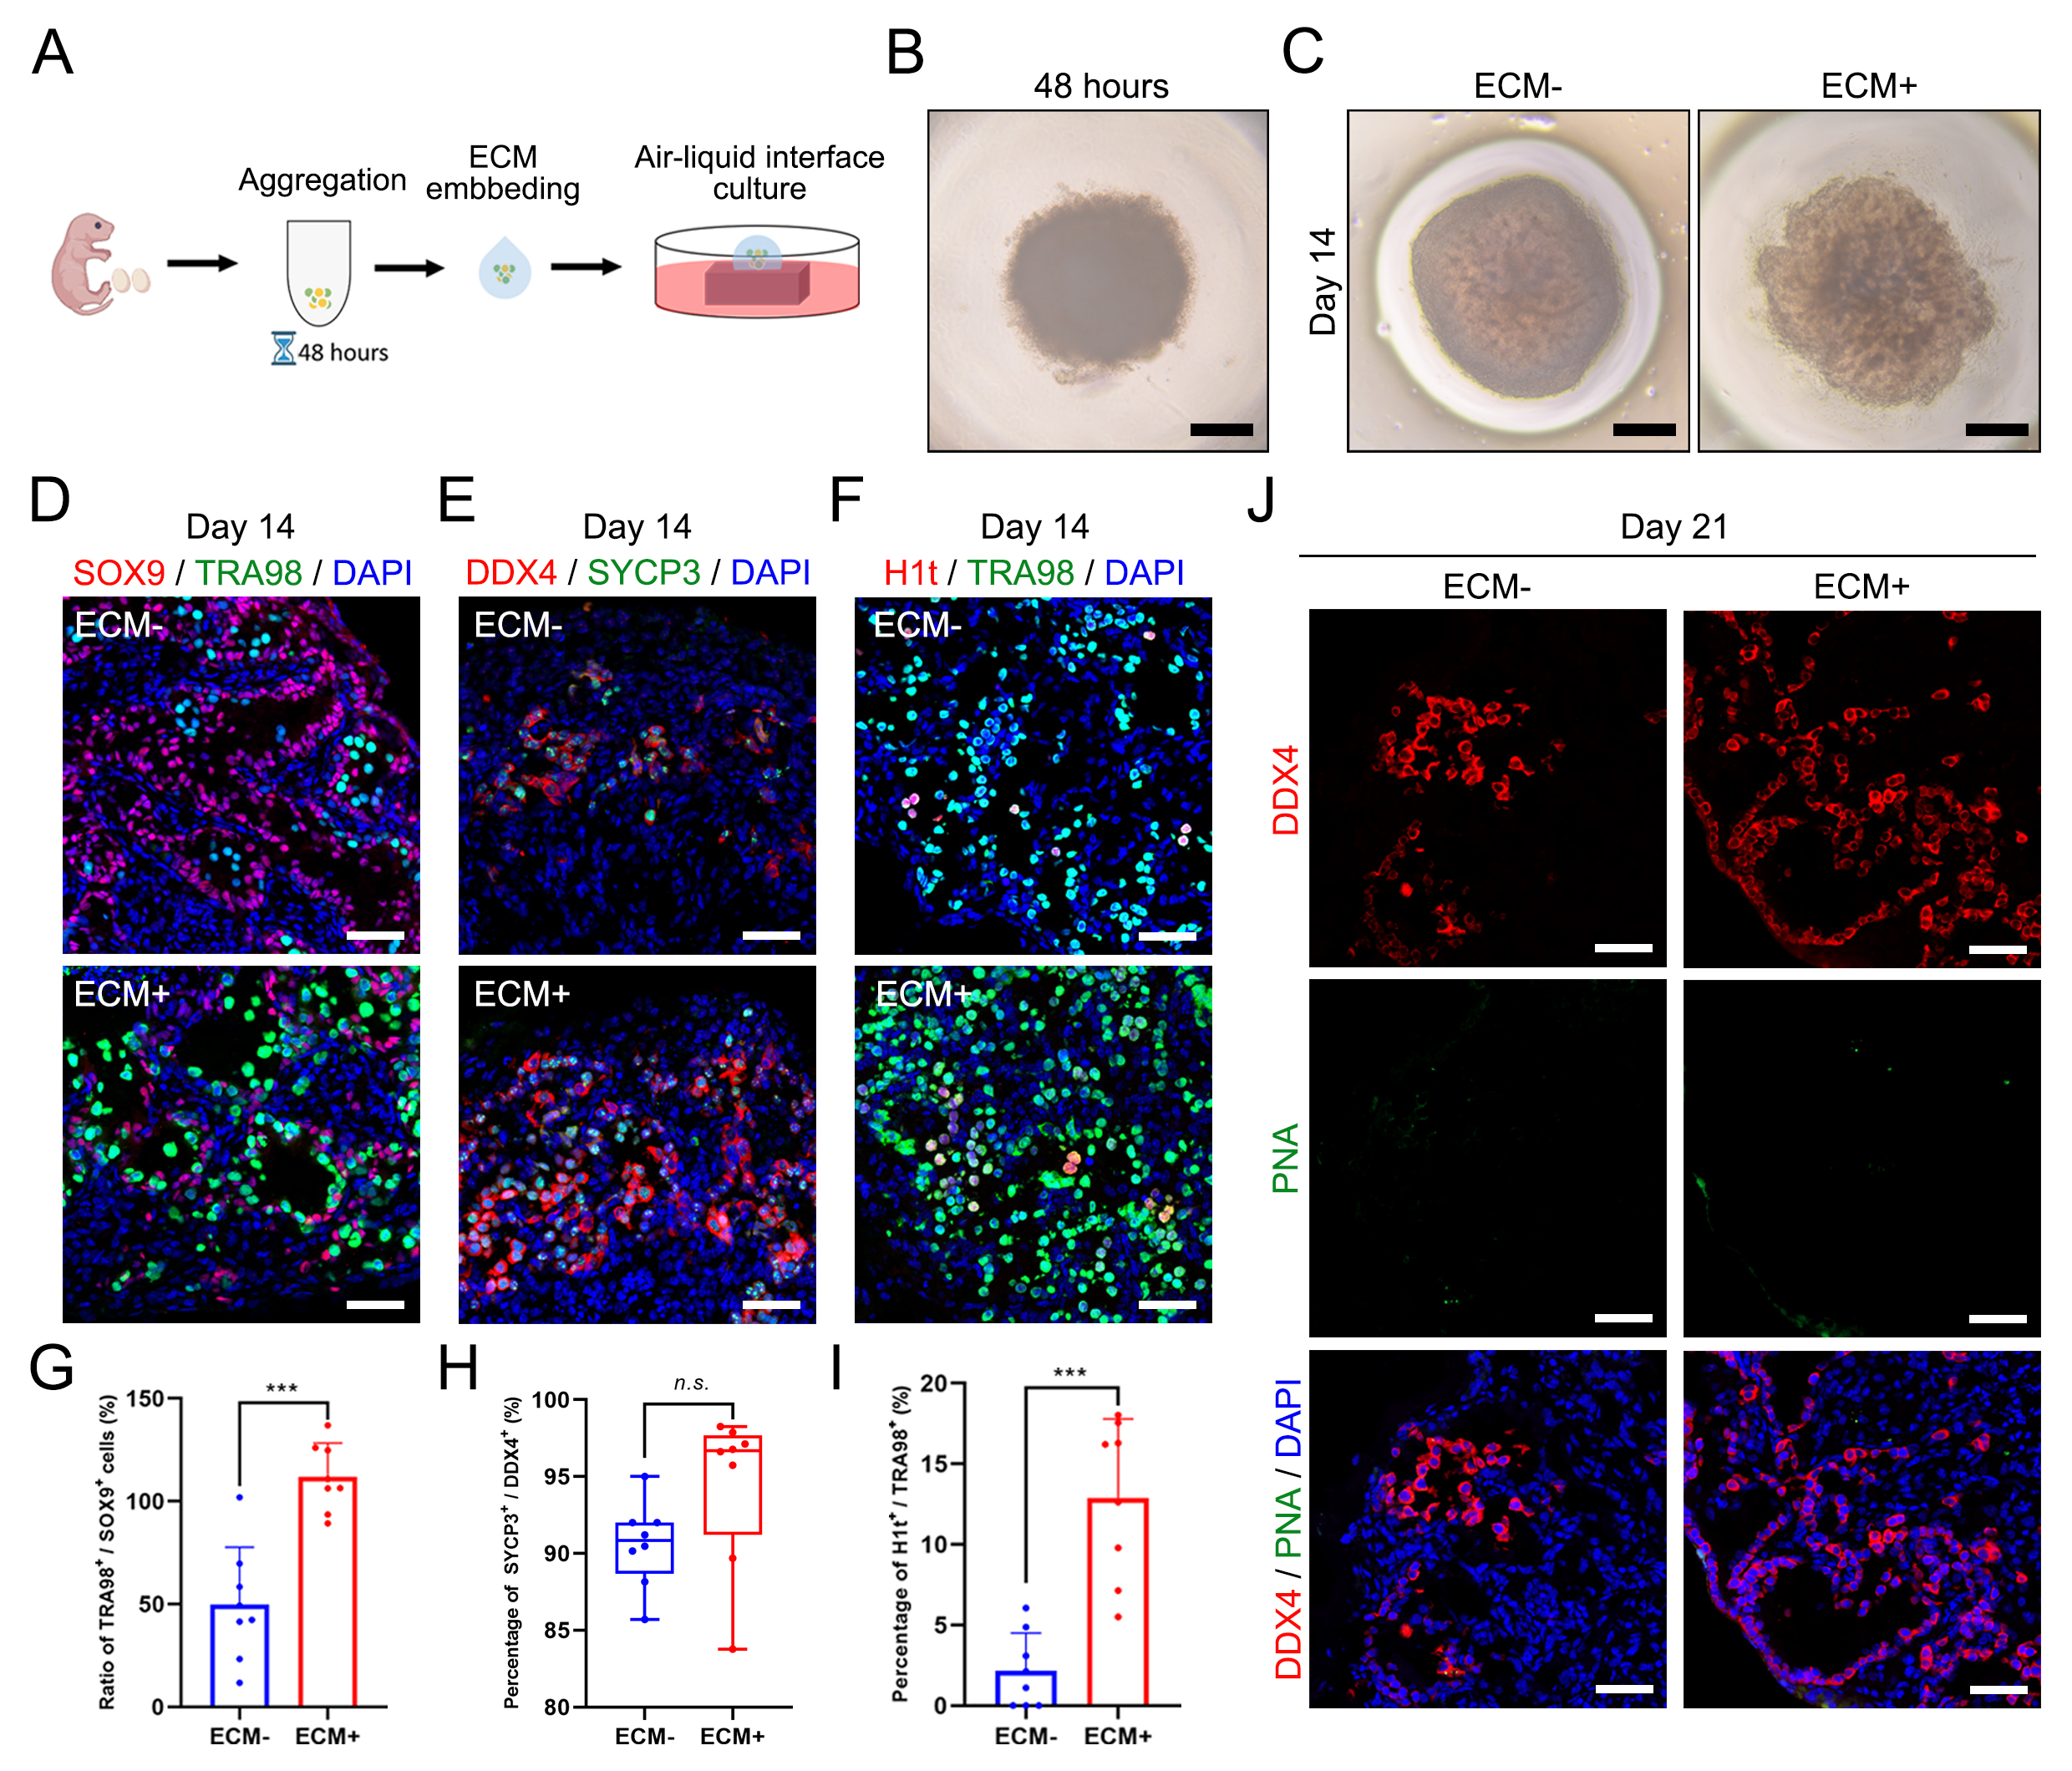

**Figure S6. ECM embedding promotes germ cell maintenance and meiosis in testicular organoids.**

(A) Schematic illustration of the workflow for generating testicular organoids. Single cells isolated from pup testes were allowed to aggregate for 48 hours to form initial spheroids (200,000 cells per spheroid). These aggregates were then cultured with or without extracellular matrix (ECM).

1. A representative bright-field image of a spheroid after 48 hours of aggregation is shown. Scale bar, 100 µm.
2. Representative bright-field images of organoids cultured with (ECM+) or without ECM (ECM-) on day 14. Scale bar, 100 μm.

(D–F) Immunofluorescence analysis of testicular organoids on day 14. Confocal images showing Sertoli cells (SOX9, red) and germ cells (TRA98, green) (D). Confocal images showing germ cells (DDX4, red) and meiotic germ cells (SYCP3, green) (E). Confocal images showing mid‒late pachytene spermatocytes (H1t, red) and germ cells (TRA98, green) (F). Nuclei were counterstained with DAPI (blue). Scale bar, 50 μm.

(G–I) Quantification of the ratio of TRA98^+^ cells to SOX9^+^ cells, n = 8 (G), the percentage of SYCP3^+^/DDX4^+^ cells, n = 8 (H), and the percentage of H1t^+^/TRA98^+^ cells, n = 8 (I) in organoids cultured with or without ECM on day 14. The data are presented as the means ± SDs (G and I) or median with interquartile range (H) from at least 3 independent experiments per group. Each dot represents an individual organoid. Statistical significance was determined by unpaired Student’s t-test (G and I). For the data sets in which at least one group did not follow a normal distribution (H), Mann-Whitney U test was used. *n.s.*: not significant, *** indicates *P* < 0.001.

(J) Immunofluorescence staining of day 21 organoids for the germ cell marker DDX4 (red) and the acrosomal marker peanut agglutinin (PNA, green). Nuclei were counterstained with DAPI (blue). Representative images show individual channels and merged images for the ECM- (left column) and ECM+ (right column) conditions. Scale bar, 50 µm.

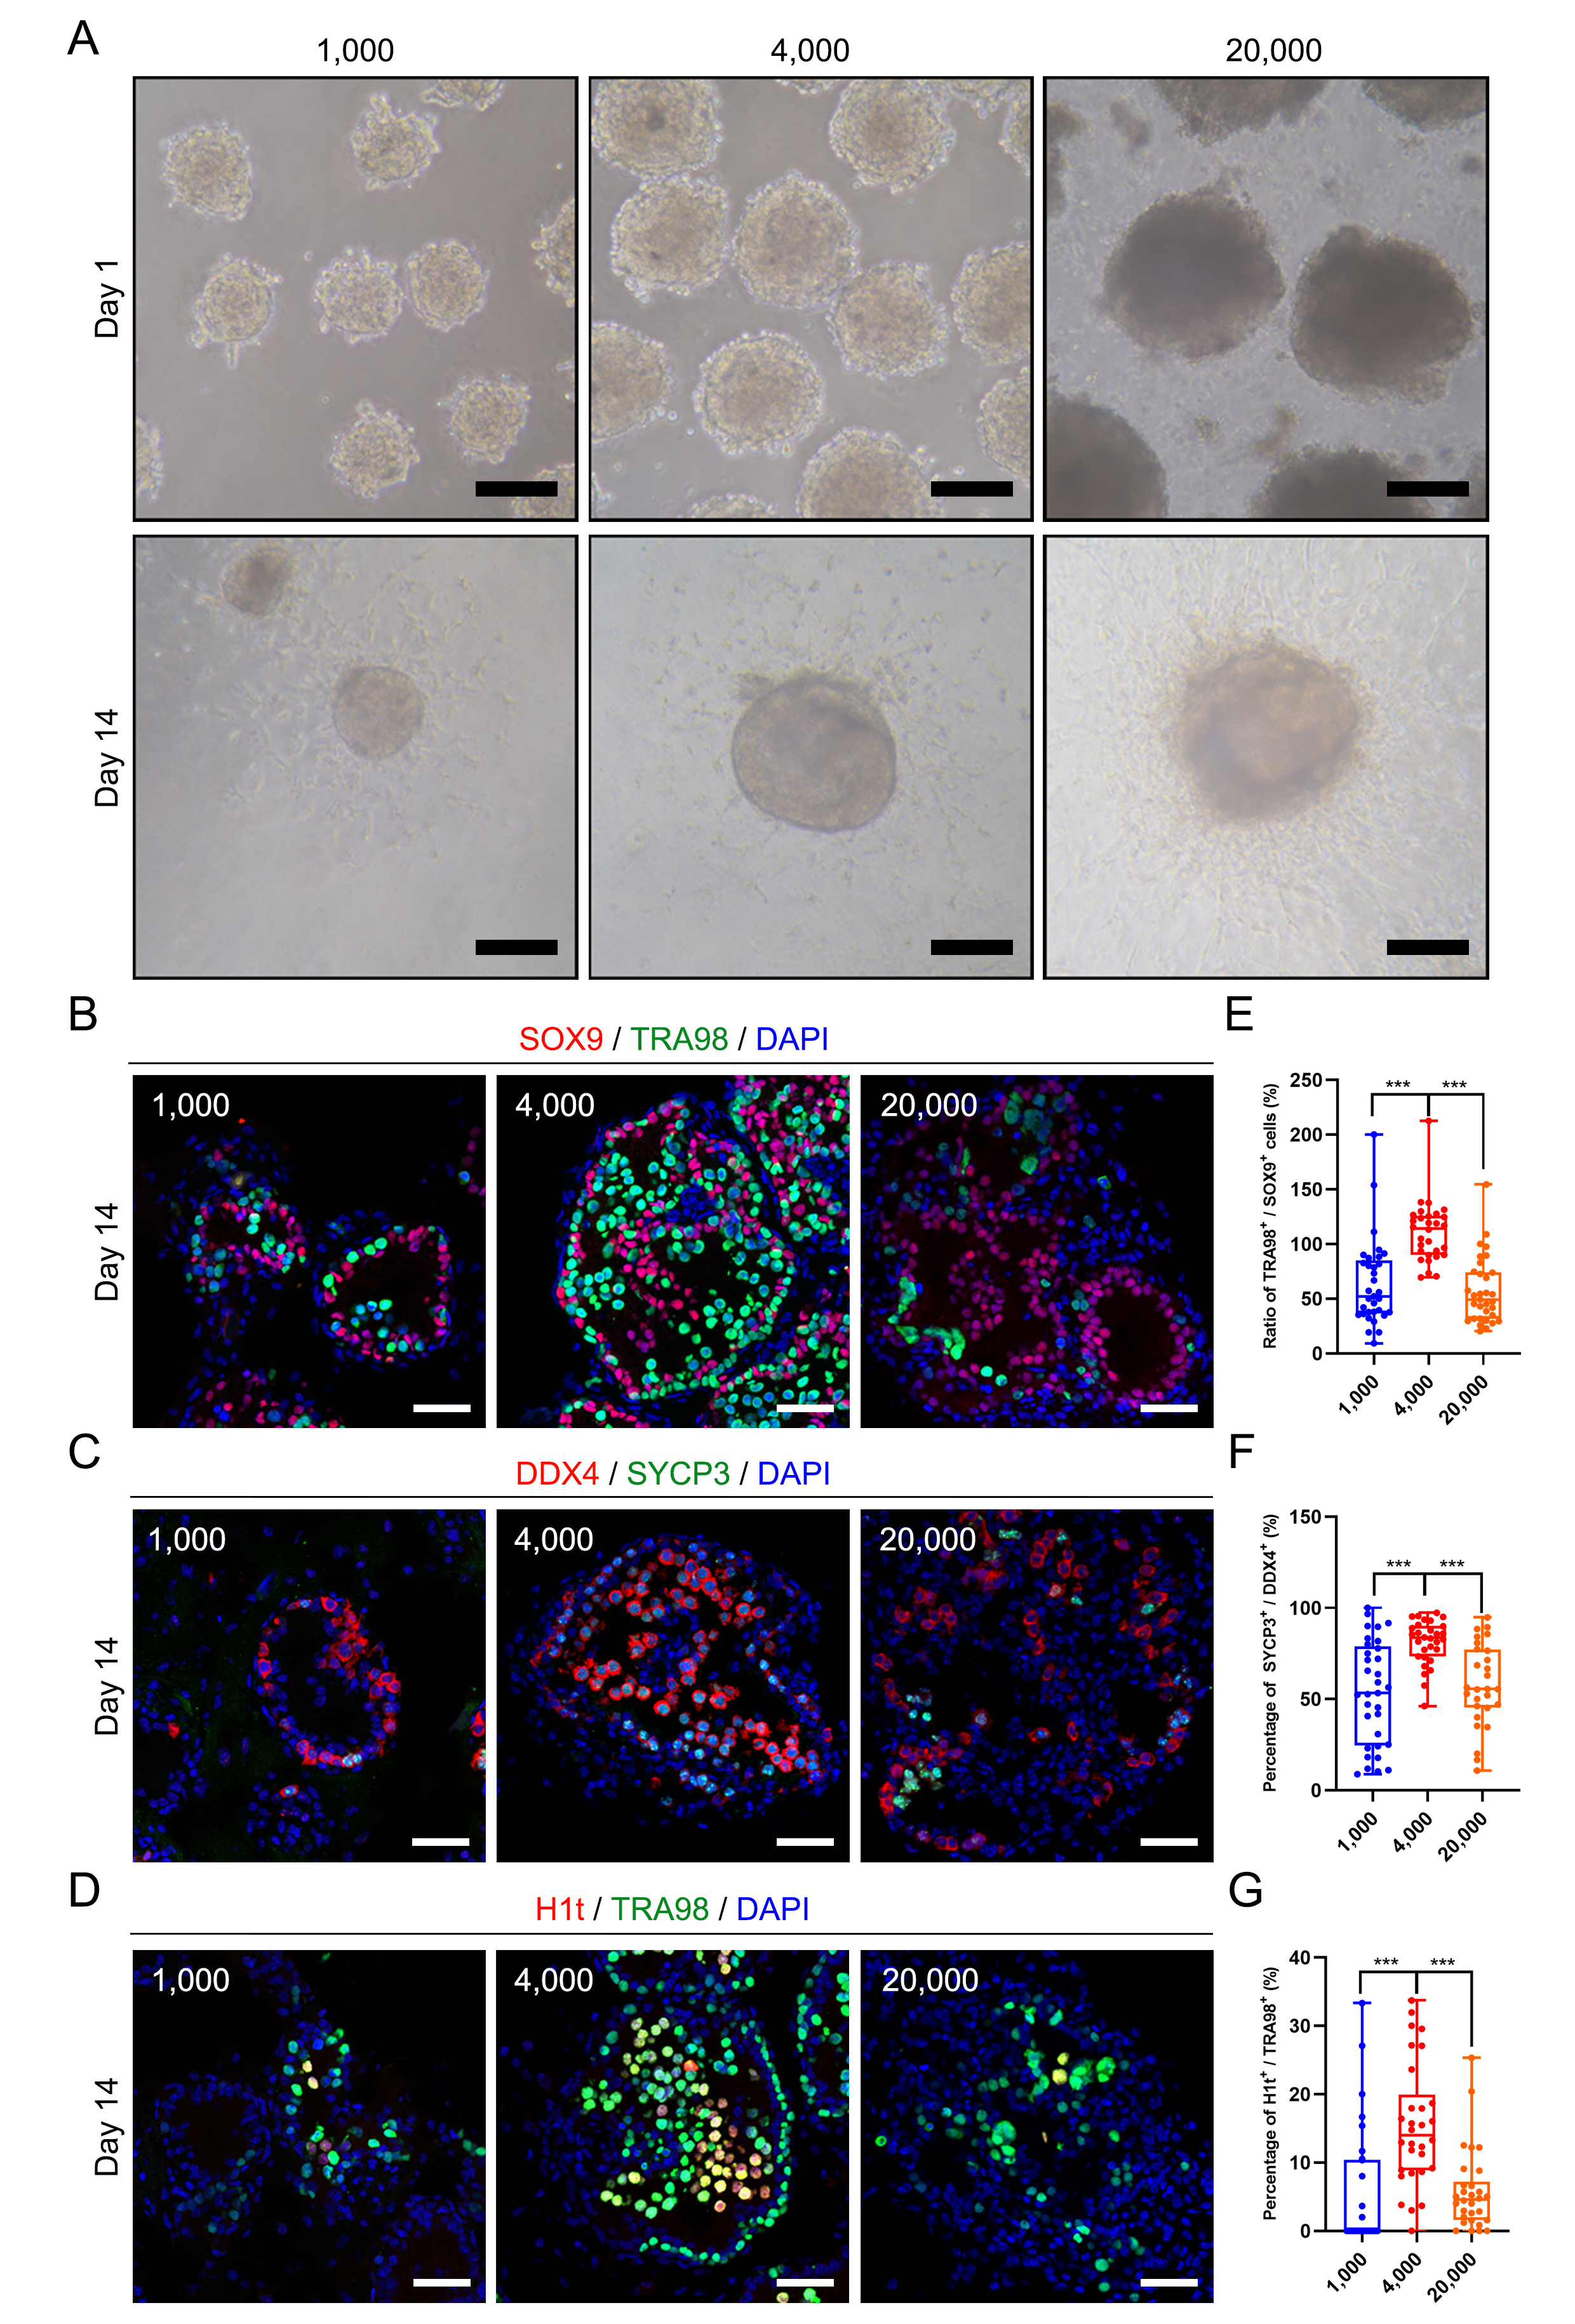

**Figure S7. Effects of initial cell seeding density on TO morphogenesis and spermatogenesis.**

1. Bright-field images showing the morphological development of testicular organoids generated from different initial cell seeding densities (1,000, 4,000, and 20,000 cells per organoid) on days 1 and 14 of culture. Scale bar, 100 µm.

(B–D) Immunofluorescence staining of testicular organoids on day 14. Staining for SOX9 (red) and TRA98 (green) (B). Staining for DDX4 (red) and SYCP3 (green) (C). Staining for H1t (red) and TRA98 (green) (D). Nuclei were counterstained with DAPI (blue). Scale bar, 50 μm.

(E–G) Quantification of the ratio of TRA98⁺/SOX9⁺ cells, n = 30–33 (E), the percentage of SYCP3⁺/DDX4⁺ cells, n = 28–33 (F), and the percentage of H1t⁺/TRA98⁺ cells, n = 30 (G) in testicular organoids derived from different initial cell numbers. The data are presented as the median with interquartile range. Statistical significance was determined using Mann-Whitney U test. Each dot represents an individual organoid. *** indicates *P* < 0.001.

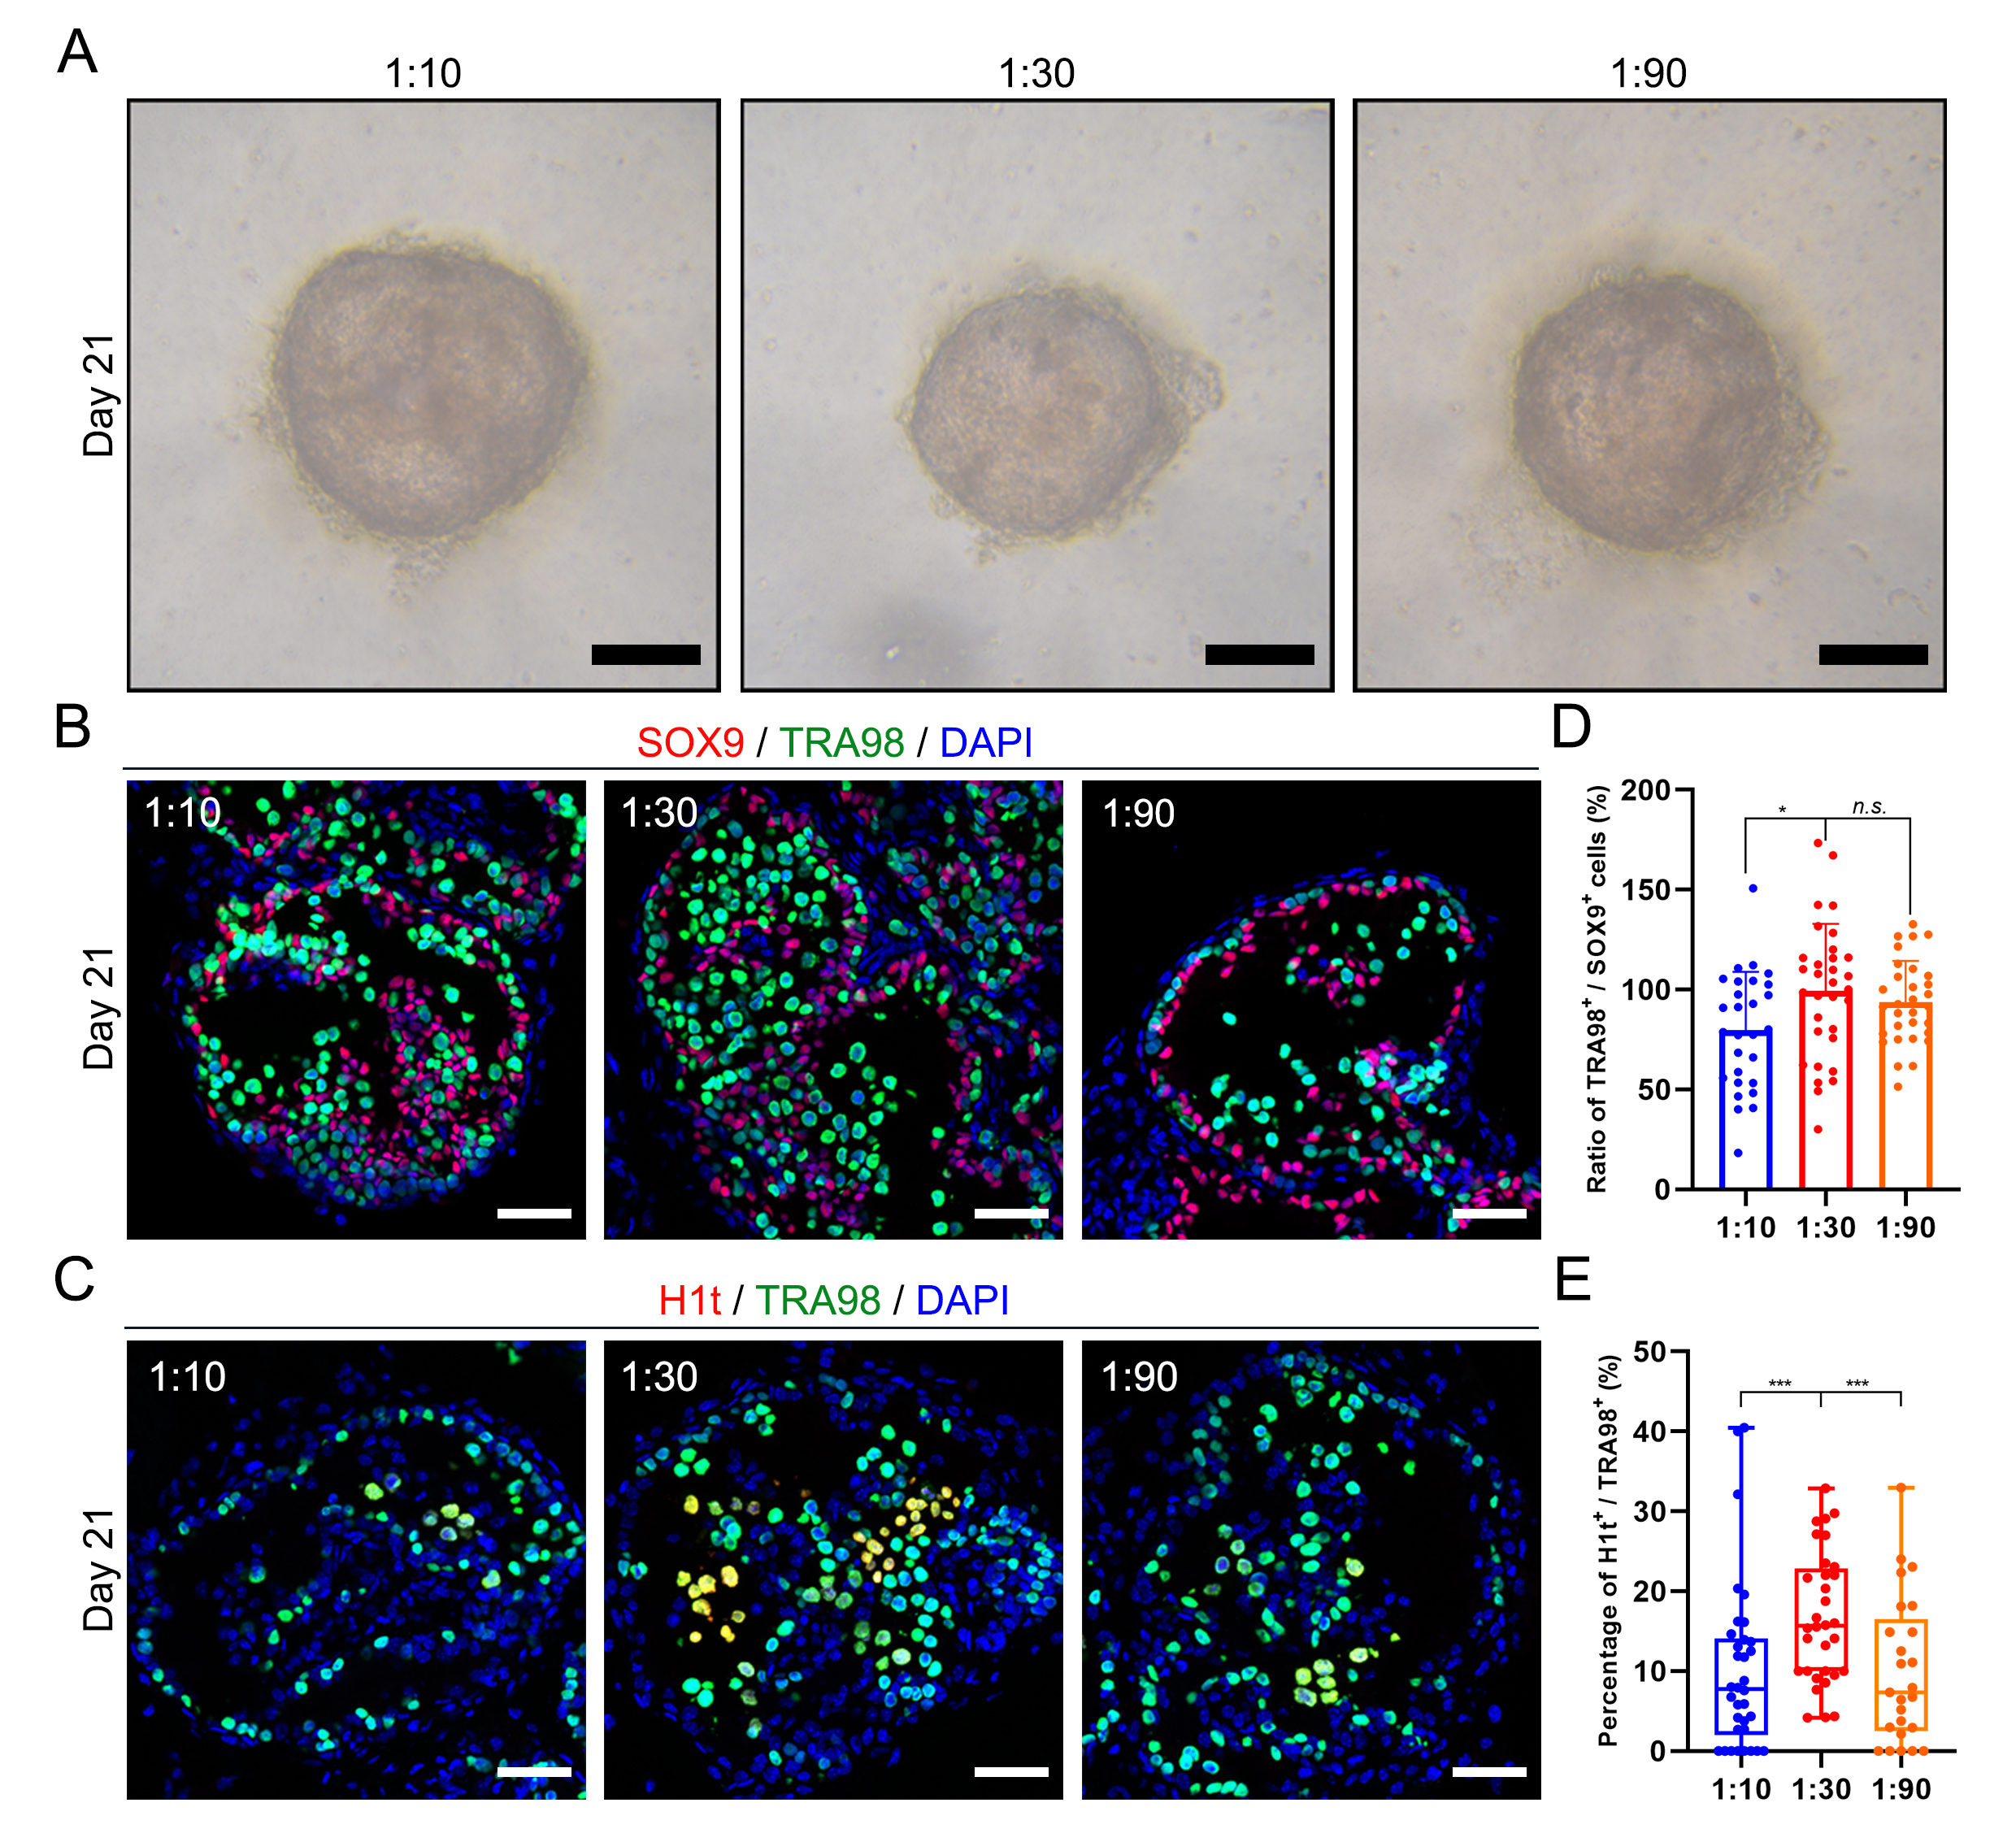

**Figure S8. Effect of initial germ cell abundance on germ cell development in testicular organoids.**

1. Representative bright-field images of TOs on day 21 formed with different initial proportions of germ cells (1:10, 1:30, and 1:90). Scale bar, 100 μm.

(B–C) Immunofluorescence staining of testicular organoids with different initial germ cell ratios on day 21. Staining for SOX9 (red) and TRA98 (green) (B). H1t (red) and TRA98 (green) (C) were stained. Nuclei were counterstained with DAPI (blue). Scale bar, 50 μm.

(D–E) Quantification of the ratio of TRA98⁺/SOX9⁺ cells, n = 28–33 (D) and the percentage of H1t⁺/TRA98⁺ cells, n = 25–34 (E) in testicular organoids on day 21. The data are presented as the means ± SDs (D) or median with interquartile range (E). Each dot represents an individual organoid. Statistical significance was assessed using one-way ANOVA followed by Tukey’s multiple comparisons test (D). For the data sets in which at least one group did not follow a normal distribution (E), Mann-Whitney U test was used. *n.s.*: not significant, * indicates *P* < 0.05, and *** indicates *P* < 0.001.

**Supplementary Tables**

**Table S1. Organ culture medium I (100 mL)**

| Reagent | Manufacturer | Catalog number | Final volume  (100 mL) | Final conc. |
| --- | --- | --- | --- | --- |
| MEMα | Gibco | 12561049 | 89 mL | Basal medium |
| KnockOut serum replacement | Gibco | 10828028 | 10 mL | 10% |
| Penicillin‒Streptomycin | Gibco | 15140122 | 1 mL | Penicillin: 50 units/mL  Streptomycin: 50 μg/mL |

**Table S2. Organ culture medium II (100 mL)**

| Reagent | Manufacturer | Catalog number | Final volume  (100 mL) | Final conc. |
| --- | --- | --- | --- | --- |
| MEMα | Gibco | 12561049 | 99 mL | Basal medium |
| AlbuMax I | Gibco | 11020021 | 4 g | 40 mg/mL |
| Penicillin‒Streptomycin | Gibco | 15140122 | 1 mL | Penicillin: 50 units/mL  Streptomycin: 50 μg/mL |

**Table S3. Composition of testicular organoid culture medium (100 mL)**

| Reagent | Manufacturer | Catalog number | Stock solution | Final volume  (100 mL) | Final conc. |
| --- | --- | --- | --- | --- | --- |
| MEMα | Gibco | 12561049 | N/A | 88 mL | Basal medium |
| KnockOut serum replacement | Gibco | 10828028 | N/A | 10 mL | 10% |
| Penicillin‒Streptomycin | Gibco | 15140122 | N/A | 1 mL | Penicillin: 50 units/mL  Streptomycin: 50 μg/mL |
| L-Ascorbic acid 2-Glucoside | TCI | G0394 | 100 mM | 500 μL | 0.5 mM |
| DL-alpha-Tocopherol acetate | Sigma | T3376 | 1 M | 50 μL | 0.5 mM |
| L-Glutathione | Sigma | G6013 | 50 mg/mL | 308 μL | 0.5 mM |
| Testosterone | Merck | T-037 | 1 mM | 100 μL | 1 μM |
| Follicle-stimulating hormone | Sigma | F4021 | 1 μg/mL | 100 μL | 1 ng/mL |

**Table S4. Primers for qRT-PCR**

| Gene | Forward | Reverse |
| --- | --- | --- |
| *Actin* | 5’-CCGTAAAGACCTCTATGCC-3’ | 5’-CTCAGTAACAGTCCGCCTA-3’ |
| *Amh* | 5’-TTGGTGCTAACCGTGGACTTC-3’ | 5’-CGGGAATCAGAGCCAAATAGAAA-3’ |
| *Ck18* | 5’-TCAAGATCATCGAAGACCTGAGG-3’ | 5’-GCGCATGGCTAGTTCTGTC-3’ |
| *Ar* | 5’-TCCAAGACCTATCGAGGAGCG-3’ | 5’-GTGGGCTTGAGGAGAACCAT-3’ |

**Table S5. Primary antibodies for Immunofluorescence and Spermatocyte Nuclear Spreading Analyses**

| Antigen | Company | Catalog nº | Species |
| --- | --- | --- | --- |
| GATA4 | Santa Cruz Biotechnology | sc-1237 | Goat |
| 3β-HSD | Proteintech | 15516-1-AP | Rabbit |
| α-SMA | Proteintech | 14395-1-AP | Rabbit |
| ZO-1 | Proteintech | 21773-1-AP | Rabbit |
| Claudin-11 | Affinity | AF5364 | Rabbit |
| SOX9 | Millipore | AB5535 | Rabbit |
| TRA98 | Abcam | ab82527 | Rat |
| DDX4 | Abcam | ab13840 | Rabbit |
| PLZF | R&D Systems | AF2944 | Goat |
| STRA8 | Abcam | ab308124 | Rabbit |
| c-KIT | R&D Systems | AF1356 | Goat |
| SYCP3 | Abcam | ab97672 | Mouse |
| γH2AX | Abcam | ab11174 | Rabbit |
| H1t | ABclonal | A18597 | Rabbit |
| CREM | Proteintech | 12131-1-AP | Rabbit |
| Caspase-3 | Proteintech | 25128-1-AP | Rabbit |
| KI67 | Abcam | ab15580 | Rabbit |
| AR | Abcam | ab133273 | Rabbit |
| SYCP1 | Abcam | ab15090 | Rabbit |
| DMC1 | Proteintech | 13714-1-AP | Rabbit |
| MLH1 | Proteintech | 11697-1-AP | Rabbit |

How the deposited data were processed for this re-analysis (not part of the article)

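The scRNA-seq data covered cells of 2 TO libraries and 2 mouse testis libraries, made with the 10x Genomics Chromium platform. The authors aligned the reads and counted UMIs with Cell Ranger 7.1.0, and the deposited matrices hold raw UMI counts per gene and barcode, before doublet removal, filters or normalization. The authors' genome build and annotation are not stated. Gene positions were taken from GENCODE vM21 of GRCm38, in which 32235 gene IDs were found, and 1084 of the genes are X-linked.

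Doublets were scored with Scrublet in scanpy 1.11.5, and the highest-scoring share of barcodes was removed in each library (0.8% per 1000 barcodes, or 11.7% and 9.99% in TOs and 9.74% and 9.46% in testes). DoubletFinder, which the paper names, was not used here. Cells with 1000 to 5000 genes, at most 20000 UMIs and at most 10% mitochondrial UMIs were kept. UMIs were scaled to 10000 per cell and log-transformed, 2000 variable genes and 30 principal components (20 for germ cells) were used, and libraries were joined with a version of Harmony written for these data (theta 2, sigma 0.1, lambda 1). Clusters came from the Leiden method (leidenalg 0.10.2, igraph 0.11.9, 20 neighbours, resolution 1). Other software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.

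A cluster was named for the type with the highest marker score, the mean of the log means of its markers scaled to the highest cluster. At least 3 markers had to be detected in at least 10% of its cells, and no other type could have more markers among its 10 leading genes. A cluster with a median below 0.33 of the UMIs of all cells and none of its own markers among its leading genes was left unnamed. For germ cell clusters, the condition on leading genes was widened to the markers of all 8 types after the clusters had been seen. A difference from the study can come from these rebuilt names. Germ cells were also matched by Spearman correlation to the mean expression of testis clusters of at least 20 cells. Each cluster was assigned to a state, with 7 states in all. Cells of a testis library were matched to clusters averaged over the other testis library. For the X-linked share and Stra8, the matching left out X-linked genes and Stra8, because Stra8 is also a naming marker. Shares of cells with a UMI were given after thinning each cell to 1500 UMIs where depths differed, and 116 and 24 TO cells below that depth were left out.

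Differential expression was tested on UMIs summed per library and cell type in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood F test, TMM normalization, filterByExpr). Genes were called at a Benjamini-Hochberg adjusted p below 0.01 and an absolute log2 fold change above 1. The paper's rule for genes that might cause contamination is not stated, so genes whose CPM in the other cells was at least 5 times that in the type, in either condition, were left out. Types with fewer than 10 cells in a library were not tested. The genes named for their fold were the 5 with the largest fold in each direction among called genes of at least 50 CPM in either condition. Genes with at most 3 UMIs in a condition were given by their pooled fold with an exact 95% counting interval. Lists of tight junction, actin cytoskeleton and apoptosis genes, written by hand in place of KEGG pathways, were tested with camera (preset correlation 0.01) and fry in limma 3.58.1. DESeq2 1.42.0 and a Wilcoxon test across cells with Bonferroni adjustment were run as alternatives. The paper's methods name the Wilcoxon test across cells, with a further limit on the expression difference that was not combined with it here.

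Libraries were the replicates, compared by exact two-sided permutation tests, whose smallest p is 0.33 with 2 against 2. With 65 spermatid-like cells in TOs, shares of these cells have wide intervals. Alternatives were run for the filters, doublets, Harmony, resolution, assignment of cells, replicates, gene tests and gene filters. A minimum of 3000 UMIs per cell, at least 3 early round spermatid genes per spermatid-like cell, matching to named testis clusters, background subtraction, thinning of sums and a minimum difference above the first quartile of mean expression were chosen after seeing the data.

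The steps were tested on simulated data. Of 200 genes changed in simulated sums, edgeR called 82%, 48%, 68.5% and 78% at the depths of Sertoli cells, Leydig cells, macrophages and spermatogonia-like cells, with 0, 0, 1 and 0 unchanged genes called. DESeq2 called 73%, 52%, 52% and 66.5%, with 0, 1, 0 and 0 unchanged genes. Of 3 lists, camera and fry called 0 when unchanged and 3 when raised. The Harmony version raised neighbours from other libraries from 0.00625% to 38.8%, with 100% of neighbours of the same type. Naming was right for 100% of 2400 simulated cells, matching gave the own state to 99.9% of 1040 cells, and the rank-sum test called 146 of 200 changed and 0 of 1800 unchanged genes. For naming and matching, cells were drawn from the profiles of the named types and matched clusters themselves, without free RNA. High shares were thus built in. They show that the steps run as written and do not show how rightly real cells of low depth are named or matched.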

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

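The tests on the X-linked share, on dilution of Stra8 by free RNA and on pairs of cells were chosen only after the result was seen, as was the matching that leaves out Stra8 and X-linked genes.

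Stra8 was higher in the spermatogonia-like cells of TOs, at 559 and 637 CPM in TO replicates 1 and 2 against 173 and 165 CPM in testis replicates 1 and 2 (2694 and 1770 against 509 and 217 UMIs). The log2 fold change was 1.82 (standard error 0.19, edgeR Benjamini-Hochberg adjusted p = 7.92e-05), from 1.74 to 1.90 with any 1 library left out. It stayed called in each alternative set in advance, with log2 fold changes from 1.52 to 1.88, and lost its call in the 4 versions with background subtraction, chosen after seeing the data. The pooled fold was 3.58. A larger share of differentiating cells among the spermatogonia-like cells of TOs could raise Stra8, but within germ cells matched to differentiating spermatogonia the lowest TO value was still 3.77 times the highest testis value (779 and 769 against 197 and 204 CPM). It was 1.77 times as high in the leptotene and zygotene state. Undifferentiated spermatogonia held only 5 and 3 testis UMIs of Stra8, too few to compare. Free RNA could dilute Stra8 in the testis sums, but it can take at most 26.0% of them, too little for the fold seen. Stages finer than the matched states, a response to the culture and the age of the TOs were not tested. A shift of stage within the differentiating state thus stays open.

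The X-linked share of UMIs in spermatocyte-like cells was 2.60% and 2.58% in TO replicates 1 and 2 and 0.732% and 0.704% in testis replicates 1 and 2 (difference 1.87 percentage points, n = 2 libraries each, exact two-sided permutation test, p = 0.33). The difference was 0.27 in spermatogonia-like and 0.93 in spermatid-like cells. Fewer pachytene cells among the spermatocyte-like cells of TOs could raise the share, but given the testis share of each matched state, 1.89% and 1.81% were expected and the observed share was at least 0.706 percentage points above this. Among cells matched to the leptotene and zygotene state without X-linked genes, the share was 2.67% and 2.63% against 2.01% and 1.58%. Free RNA of other cells could shift the share, but after the library background was taken out the lowest TO share was still 0.405 percentage points above the highest testis share. In the pachytene state the share was 0.833% and 0.403% against 0.557% and 0.348%, where the ranges of the conditions overlap. In the diplotene state it was 2.13% and 1.61% against 0.763% and 0.634%. Both states held few TO cells (43 and 18 pachytene, 19 and 20 diplotene). With all genes used for matching, 0 of 304 and 1 of 340 spermatocyte-like TO cells lay in the diplotene state. Of its TO cells, 19 of 19 and 15 of 19 were named spermatid-like. The library background was taken out in the leptotene and zygotene state alone. The diplotene values thus do not show a raised share in spermatocyte-like cells. Stages finer than the matched states were not tested.

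In TO replicate 2, 20 barcodes with at least 3 early round spermatid genes lay above the upper limits on genes and UMIs and were left out with the filters of the paper. Their median was 49797 UMIs, and 3 of them were removed as doublets. Of the 16 that entered the germ cells when the limits were lifted, all were named spermatid-like, 11 were matched to a spermatid state and 10 of these to early round spermatids. Doublets with a somatic cell could give such barcodes, but their somatic marker CPM was 5.36% of that of somatic cells (530 against 9903 CPM, and 306 CPM in germ cells). Pairs of cells that each lie within the limits could give such barcodes, but 12 of the 20 had more UMIs than 2 cells at the upper limit of 20000. For the rest, such pairs stay open. Pairs with a cell above the limits, groups of more than 2 germ cells and large single cells were not tested. In TO replicate 1, 2 such barcodes were found, with somatic marker CPM at 39.4% of that of somatic cells, and doublets with a somatic cell cannot be told apart from spermatid-like cells with so few barcodes.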

How the results depend on the processing

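Alternatives to the filters, clusters and gene tests were set before the data were examined, except those named here as chosen after seeing the data. The cause of these changes was not tested.

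The difference in germ cell share between TOs and testes (−69.0) was −58.9 without upper limits on genes and UMIs and −64.1 at resolution 2, and from −73.8 to −64.2 with any 1 library left out. For spermatogonia-like cells (45.5) it was 60.3 at resolution 2 and 63.2 with assignment per cell (37.4 to 53.6 with 1 library left out). For spermatocyte-like cells (26.9) it was 9.77 and 9.47 (18.8 to 35.1). For spermatid-like cells (−68.5) it was −60.6 with 500 genes and −58.3 at resolution 0.5 (−75.0 to −61.9).

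The mean spermatid-like share in TOs (3.94%) was 9.31% with 500 genes, 10.6% without upper limits, 5.06% without doublet removal, 3.30% with the automatic Scrublet threshold, 1.22% without Harmony, 2.47% at resolution 0.5, 5.95% at resolution 2 and 0.629% with assignment per cell. Among alternatives chosen after seeing the data, it was 1.43% with at least 3000 UMIs, 1.88% with at least 3 early genes and 2.56% by matching to named testis clusters. The single libraries gave 3.59 and 4.28%. The share of TO germ cells matched to spermatid states was 0.214 to 0.862% by library, 3.02% with 500 genes, 2.69% without upper limits, 1.10% without Harmony, 1.24% at resolution 0.5 and 0 with at least 3000 UMIs (chosen after seeing the data).

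The late to early log2 ratio in TOs was −1.93 with 500 genes, −1.58 without upper limits, −1.94 without Harmony and −2.56 with assignment per cell (−2.24 to −2.07 by library; difference from testes −8.14 to −4.25 with 1 library left out). The difference in X-linked share was 0.309 (resolution 2) and 0.577 (per cell) in spermatogonia-like cells. In spermatocyte-like cells it was 1.33 (no upper limits), 1.89 (no doublet removal), 1.73 (no Harmony), 1.92 (resolution 2), 1.81 (per cell) and 1.96 (at least 3000 UMIs, chosen after seeing the data). In spermatid-like cells it was 0.112 (no upper limits), 0.392 (no Harmony), 0.495 (resolution 2) and 0.425 (per cell). With 1 library left out, these differences ran from 0.237 to 0.298, 1.85 to 1.88 and 0.711 to 1.15.

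Cells kept per TO library were 10200.5 without upper limits, 10111 without doublet removal and 8163 with at least 3000 UMIs (chosen after seeing the data). Per testis library they were 10376.5, 10631 and 4652.5, and 10298 with the automatic threshold. Mean UMIs per cell were 7882 with at least 3000 UMIs.

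Against 2993 genes called in Sertoli cells, 422 were called with the Wilcoxon test (97 higher, 325 lower) and 1060 with genes left out from 2 times (672 and 388, lower minus higher −284). Against 271 in Leydig cells, 85 were called without upper limits (−19), 891 without doublet removal, 976 with DESeq2, 117 with the Wilcoxon test, 2186 with no gene left out, 17 with genes left out from 2 times (−9) and 0 among genes with any count, where 3668 were at unadjusted p < 0.05 by edgeR. Against 1519 in macrophages, 370 were called with the Wilcoxon test and 304 with genes left out from 2 times. Against 988 in spermatogonia-like cells, 110, 11 and, with no gene left out, 1690 were called.

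Among alternatives chosen after seeing the data, background subtraction from all sums left 183 genes in Sertoli cells (220 with no gene left out), and from the testis sums 6 (7 with no gene left out). In the other 3 types, all 4 subtractions left 0, with from 1331 to 4375 genes at unadjusted p < 0.05 by edgeR. Thinned sums gave 20 genes in Leydig cells (lower minus higher −2) and 964 in macrophages. Of 623 comparisons of single genes with the alternatives set in advance, 583 kept their call, 32 lost it and 8 gained it. With 1 library left out, 76 of 264 log2 fold changes of single genes moved by more than their standard error, and no called gene changed direction. Under subtraction from all sums Plxdc2 (−8.39) and Rhob (−8.36) changed direction. This version set the background at 70.8% and 55.5% in the TO Sertoli sums and at 100% in both TO spermatogonia-like sums. At such shares it cannot tell free RNA from expression of the TO cells, and no conclusion is drawn from it. With an estimated correlation, the lists of tight junction (p = 0.143, camera) and actin genes (p = 0.211, camera) lost their calls.

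With replicate number as a block, 3349 genes were called in Sertoli cells (1198 higher, 2151 lower), 188 in Leydig cells (56 and 132), 1963 in macrophages (536 and 1427) and 1233 in spermatogonia-like cells (81 and 1152), and the lists had camera p of 4.57e-07, 1.55e-06 and 1.57e-05. Correlations of paired libraries (0.147, −0.010, 0.115 and 0.228 in the 4 types) and the labels give no ground for pairing, so the block was not used.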

Differences from the paper's values

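The spermatid-like share of TO germ cells was 3.99% here and 2.43% in the paper. Among alternatives set in advance, the automatic Scrublet threshold (3.25%), resolution 0.5 (2.45%) and TO replicate 2 alone (3.59%) came nearest to 2.43%. No upper limits on genes and UMIs (10.8%), a minimum of 500 genes (9.94%), resolution 2 (6.19%) and no doublet removal (5.19%) lay further away. So did TO replicate 1 alone (4.28%), no Harmony (1.05%) and assignment of each cell by its own marker score (0.603%). Matching to testis clusters named spermatid, chosen after seeing the values, gave 2.51%.

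Genes lower in TOs were 15.9% of the genes compared in Sertoli cells here and about 3.9% in the paper (Fig. S5F, read by eye). The Wilcoxon test across cells, which the paper's methods name, gave 3.53%, and leaving out genes from 2 times gave 4.17%. Both were set before the data were examined and came nearest the paper's value. The other alternatives set then lay further from it. Genes higher in TOs were 7.75% here and about 2.7% in the paper (Fig. S5F, read by eye), and each alternative set before the data were examined differs, the Wilcoxon test (1.05%) on the other side.

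In Leydig cells, genes lower in TOs were 1.50% here and about 3.4% in the paper (Fig. S5F, read by eye). DESeq2 (4.73%), set before the data were examined, came nearest to the paper's value, and the other alternatives set then lay further from it. A minimum of 3000 UMIs per cell, chosen after seeing the values, gave 2.29%. Genes higher in TOs were 0.720% here and about 2.6% in the paper (Fig. S5F, read by eye). DESeq2 (3.26%) and no gene left out (2.02%), set before the data were examined, came nearest to the paper's value. The other alternatives set then lay further from it.

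Of the 3 somatic types, Sertoli cells had the highest share of lower genes here (15.9%), and macrophages, which the paper ranks highest, came next (12.6%). Macrophages were highest without Harmony and with the Wilcoxon test, and not in the other alternatives set before the data were examined. The paper's ranking came from a Wilcoxon test across cells, so the difference in ranking is one between unlike tests.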

Other observations

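The tests of free RNA, of exchange between libraries, of late cells above the upper limits and of thinned sums were chosen only after the result was seen, except that the outcome of thinning in Sertoli cells and macrophages was not yet known when its test was set.

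Free spermatid RNA in the testis libraries could make genes appear lower in the somatic cells of TOs. Transcripts of 16 spermatid genes reached up to 51.3% of the mean of all cells in the somatic types of testis replicate 1 and up to 13.7% in testis replicate 2. Among compared genes not more expressed in spermatid-like cells than in the type itself, lower minus higher genes came to −500 in Sertoli cells (364 lower, 864 higher), −30 in Leydig cells (41 and 71), −166 in macrophages (84 and 250) and 11 in spermatogonia-like cells (34 and 23). In the 3 somatic types, lower genes outside the spermatid transcripts thus no longer outnumbered higher genes. Free RNA would give this. The counts restate the shares of called genes with a higher CPM in spermatid-like cells, so they are no separate test of free RNA. Over all compared genes, called or not, 2640 had a log2 fold change below −1 and 1664 above 1 in Sertoli cells, against 1820 and 1456 of those still tested after subtraction of the background from the testis sums. These numbers went from 1316 and 1341 to 1152 and 1387 in Leydig cells, from 1709 and 864 to 944 and 736 in macrophages and from 1459 and 304 to 701 and 362 in spermatogonia-like cells. The subtraction rests on an assumed background, since no empty droplets were used here, and does not decide how much of the difference free RNA gave. Lower expression in TOs of genes that spermatid-like cells express more stays open. In spermatogonia-like cells, free RNA and lower expression cannot be told apart, because only 34 and 23 genes remained.

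Deeper sums in the TO libraries could shift the balance of lower and higher genes. With the 4 sums thinned to the smallest, lower minus higher genes still came to 900 in Sertoli cells, 662 in macrophages and 712 in spermatogonia-like cells. In Leydig cells it came to −2, with 20 genes called, and depth and lower expression cannot be told apart at so few calls.

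The spermatid-like cells of TOs held early but few late spermatid transcripts. Free RNA could give early transcripts, but at most 0.0226% of TO somatic cells had at least 3 early round spermatid genes. UMIs or barcodes exchanged with the testis libraries could give early transcripts, but the highest log2 ratio of late to early transcripts was −2.07 in TOs, below the 2.09 and 5.98 of the testes. Late cells could have been removed by the upper limits on genes and UMIs, but without these limits the highest ratio was −1.49. The spermatid-like cells number 40 and 25, and their ploidy was not analysed here.

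The testis replicates differed in late spermatids. Free RNA of late spermatids alone could raise late transcripts in testis replicate 2, but 37.7% of its germ cells were matched to the late spermatid state, against 1.43% in testis replicate 1. These shares rest on clusters averaged over the other testis library, which left out late spermatid clusters for both libraries. The age and staging of the testes were not tested.

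In spermatogonia-like cells, which the paper does not compare, 24 genes were higher and 964 lower in TOs among 12077 compared (edgeR, as for the somatic cells), and 96.5% of the lower genes had a higher CPM in testis spermatid-like cells. The largest folds among higher genes after Stra8 were Bik (1.52), Plxdc2 (1.49), Hs3st1 (1.45) and Rhob (1.44). By the Wilcoxon test these 4 were not called (0.65, 0.54, 0.56 and 0.48). Of 8 spermatogonial markers fixed in advance, 0 were called over all genes and 0 adjusted over the list alone, with 2976 genes of the type at unadjusted p < 0.05 by edgeR. Their log2 fold changes were −0.15 for Zbtb16, 0.96 for Gfra1, −0.63 for Lin28a, −0.68 for Esx1, −0.23 for Kit, −0.28 for Dmrt1, 0.36 for Sall4 and 0.12 for Uchl1. Of these, Gfra1, Lin28a, Sall4 and Uchl1 overlap genes on the other strand. Gfra1 was called without upper limits on genes and UMIs (1.09) and with genes of any count (1.01).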
